# A naturally occurring mitochondrial genome variant confers broad protection from infection in *Drosophila*

**DOI:** 10.1371/journal.pgen.1011476

**Published:** 2024-11-11

**Authors:** Tiina S. Salminen, Laura Vesala, Yuliya Basikhina, Megan Kutzer, Tea Tuomela, Ryan Lucas, Katy Monteith, Arun Prakash, Tilman Tietz, Pedro F. Vale

## Abstract

The role of mitochondria in immunity is increasingly recognized, but it is unclear how variation in mitochondrial DNA (mtDNA) contributes to variable infection outcomes. To quantify the effect of mtDNA variation on humoral and cell-mediated innate immune responses, we utilized a panel of fruit fly *Drosophila melanogaster* cytoplasmic hybrids (cybrids), where unique mtDNAs (mitotypes) were introgressed into a controlled isogenic nuclear background. We observed substantial heterogeneity in infection outcomes within the cybrid panel upon bacterial, viral and parasitoid infections, driven by the mitotype. One of the mitotypes, mtKSA2, protected against bacterial, parasitoid, and to a lesser extent, viral infections. Enhanced survival was not a result of improved bacterial clearance, suggesting mtKSA2 confers increased disease tolerance. Transcriptome sequencing showed that the mtKSA2 mitotype had an upregulation of genes related to mitochondrial respiration and phagocytosis in uninfected flies. Upon infection, mtKSA2 flies exhibited infection type and duration specific transcriptomic changes. Furthermore, uninfected mtKSA2 larvae showed immune activation of hemocytes (immune cells), increased hemocyte numbers and ROS production, and enhanced encapsulation response against parasitoid wasp eggs and larvae. Our results show that mtDNA variation acts as an immunomodulatory factor in both humoral and cell-mediated innate immunity and that specific mitotypes can provide broad protection against infections.

## Author summary

The strength of immune response and the disease symptoms vary among individuals even when exposed to the same pathogen. Much of this variation is due to the genes directly involved in adaptive and innate immune pathways. In addition, mitochondria are emerging as one of the factors modulating immune responses. Mitochondria are cellular organelles with their own genome (mtDNA) involved in many important processes, including producing ATP, the energy currency of the cells. mtDNA mutations leading to mitochondrial dysfunction are often considered harmful upon exposure to pathogens. Here, we used a fruit fly model where unique mtDNA variants are placed in a controlled nuclear genomic background to find out how mtDNA shapes infection outcomes upon bacterial, viral and parasitoid infections. We found that mtDNA variation alters the efficiency of immune response and describe a mtDNA variant that confers protection against variety of pathogens. This protection was at least partially caused by enhanced cell-mediated innate immunity, including higher numbers of immune cells prior to and during infection.

## Introduction

Immune responses among individuals vary tremendously even upon exposure to the same pathogen [1]. This variation is a result of several factors, such as the age and sex of an individual, prior pathogen exposure, and various genetic factors [2–4]. However, we do not yet fully grasp the causes and extent of the heterogeneity we observe in host immune responses. A growing body of work in the last decade established that mitochondria play a crucial role in immune function and signalling in both vertebrates and invertebrates [5–7]. Mitochondria are cellular organelles that utilize dietary energy for the formation of adenosine triphosphate (ATP) via the tricarboxylic acid cycle (TCA) and oxidative phosphorylation (OXPHOS). ATP is used to fuel cellular processes including energetically costly immune responses. At the most basic level, mitochondria orchestrate immune cell function by modulating cell metabolism. However, mitochondria also facilitate the activation of innate immune responses by forming signalling complexes. In mammalian immunity, mitochondrial antiviral-signaling protein (MAVS) located at the outer mitochondrial membrane (OMM) acts as a platform for antiviral signalling, while the NLRP3 inflammasome assembles on OMM to activate inflammatory responses [8,9]. Mitochondria also produce several mediators that regulate immune function, such as reactive oxygen species (ROS) that act as signalling molecules in immune responses as well as direct antimicrobials, and metabolites from the TCA cycle, like citrate, itaconate, and succinate, that regulate cytokine secretion and immune cell activation [5,7]. Finally, mitochondrial components can act as Damage-Associated Molecular Patterns (DAMPs) to trigger innate immune responses directly [10–12]. Given these important roles of mitochondria in immunity, it is likely that changes in mitochondrial functions could result in variation in both cellular and humoral immune responses. However, the extent to which variation in mitochondrial function between individuals may contribute to interindividual variation in the response to pathogens is currently unclear.

Mitochondrial function is affected by complex genetic factors: 1) mitochondria contain their own genome, mtDNA, that follows a maternal inheritance pattern instead of more common biparental inheritance pattern; 2) mitochondria require the coordinated expression of nuclear and mitochondrial genes; 3) mtDNA is present in a mitochondrion in multiple similar or dissimilar copies (mtDNA copy number), leading to homo- or heteroplasmy, respectively; 4) mitochondrial mutations can be inherited and thus systemic, or sporadic and tissue-specific, and 5) OXPHOS contains the multisubunit complexes I-V (cI-cV) with protein partners encoded by both the nuclear genome (nDNA) and the mtDNA (with the exception of cII which contains nuclear encoded subunits only) and some of these complexes contain autosomal, X-linked and mtDNA-encoded subunits, such as in the case of OXPHOS complex IV [13,14]. Changes in any of these factors and the epistatic interactions between the mitochondrial and the nuclear genome can thus affect the function of mitochondria, and therefore impact the immune response to a diverse array of pathogens.

Here, we focus on how natural mtDNA variation contributes to infection outcomes. The mtDNA is circular, circa 16.5 kb in humans and it encodes 13 protein coding genes, 22 tRNA and two rRNA genes, all involved in OXPHOS. Studying the effects of mtDNA variation can be challenging, as they can be difficult to separate from those originating from the nuclear genome or from epistatic interactions between the two genomes. However, controlling the effect of the nuclear genome is feasible with the fruit fly *Drosophila melanogaster* model via generation of cytoplasmic hybrids, aka cybrid fly lines. In cybrids, specific mtDNA variants (mitotypes) are introgressed into an isogenic nDNA background by backcrossing over multiple generations (>10) [15]. The content and function of the mtDNA is highly conserved between fruit flies and humans [15–17], making it possible to model various aspects of mtDNA variation. *Drosophila* cybrid model was previously used to examine the effect of mtDNA variation, *e*.*g*. on mtDNA copy number, weight, developmental time [18], sleep and locomotion [19], reproduction [20], mitochondrial disease [21] and immunity [22].

To fight infections, the vertebrate immune system reacts through the innate and, subsequently, the adaptive immune responses. Invertebrates like *D*. *melanogaster* rely solely on evolutionarily conserved innate immunity to combat viral, bacterial, fungal and parasitic pathogens [23]. These innate immune responses include antimicrobial peptide (AMP) production, phagocytosis, melanisation reactions as well as antiviral responses involving multiple tissues like the fat body (homologous to the liver and adipose tissue in mammals), muscles, and immune cells (hemocytes) [24]. Two NF-κB signaling pathways, the Toll and Immune deficiency (Imd) pathways, are central for the *Drosophila* humoral immune responses [25–28]. Specific peptidoglycan recognition proteins (PGRPs) activate these signaling pathways when encountering l-lysine (Lys)-type peptidoglycan (PGN), leading to Toll activation (mostly Gram-positive bacteria and fungi), or diaminopimelic acid (DAP)-type PGN (mostly Gram-negative bacteria) leading to Imd activation [29,30]. RNA interference (RNAi) triggered by double stranded RNA and mediated by the RNaseIII-like enzyme Dicer and the RNA-induced silencing complex (RISC) [31] is the main antiviral response in the fly. Finally, an invasion by parasitoid wasps, which lay their eggs in *Drosophila* larvae, activates the cellular arm of the innate immune system. Plasmatocytes comprise the majority of hemocytes in *Drosophila* larvae and adults. These cells phagocytose bacteria and cellular debris and produce AMPs [32,33], although the main AMP-producing tissue is the fat body. In larvae, plasmatocytes can differentiate into immune activated hemocytes called lamellocytes [34–36] which are essential for fighting the parasitoid wasps [37]. Plasmatocytes and lamellocytes form a multilayered capsule around the parasitoid eggs and larvae, and lamellocytes, together with a third hemocyte type, the crystal cell, produce melanin to seal the capsule [38,39].

We aimed to test how naturally occurring variation in mtDNA, with a potential to impact the function of OXPHOS complexes, modifies cellular and humoral innate immune responses following bacterial, viral, or parasitoid infections. This study was motivated by the discovery of a naturally occurring mtDNA variant of *Drosophila* called mtKSA2 causing formation of melanotic nodules in uninfected animals [21]. Melanotic nodules are melanised aggregates of hemocytes [40] and are considered an indicator of an aberrantly activated cell-mediated innate immune response. mtDNA and mitochondria related nuclear genome mutations leading to mitochondrial disease can have adverse effects on the immunocompetence in humans [41,42], and it was also shown that certain mtDNA mutations can adversely affect innate immune responses in *Drosophila* [22]. Here, we aimed to determine if specific mtDNA variants, such as mtKSA2, can be beneficial when the host is immune challenged. Our data confirms that naturally varying mitochondrial genomes can modulate host innate immune responses, and that some mitotypes may confer protection from infection.

## Results

### Mitochondrial genome variation affects fly survival when exposed to pathogenic bacteria

To study the effect of mtDNA variation on humoral innate immune responses, we utilized a panel of *D*. *melanogaster* cybrid lines [18] (referred to as “mitotypes”) and systemically infected them with DAP-type peptidoglycan containing Gram^-^ bacteria *Providencia rettgeri* and LYS-type peptidoglycan containing Gram^+^ bacteria *Staphylococcus aureus*. In general, females tended to be more susceptible to both bacterial species than males (Fig 1A–1B’). The cybrid lines form two haplogroups based on mtDNA sequence similarity [18] and especially haplogroup I females were more susceptible to *P*. *rettgeri* infection than males of the same haplogroup (S1A Fig). Furthermore, mtDNA mitotypes drastically affected the survival of the hosts after *P*. *rettgeri* infection, ranging from 15% (mtBS1) to 71.7% (mtKSA2) in males and from 1.7% (mtBOG1) to 33.3% (mtKSA2) in females (Fig 1A-1A’). The survival rates of *S*. *aureus*-infected mitotypes ranged from 16.7% (mtM2) to 59.3% (mtKSA2) in males and from 5% (mtBS1 and mtM2) to 63.3% (mtKSA2) in females (Fig 1B-1B’). mtDNA haplogroup -specific sexual dimorphism was also apparent in *S*. *aureus*-infected flies (S1B Fig). In general, mtKSA2 females and males had the highest survival rates in both infections when compared to the other mitotypes (S2 Fig).

**Fig 1:**
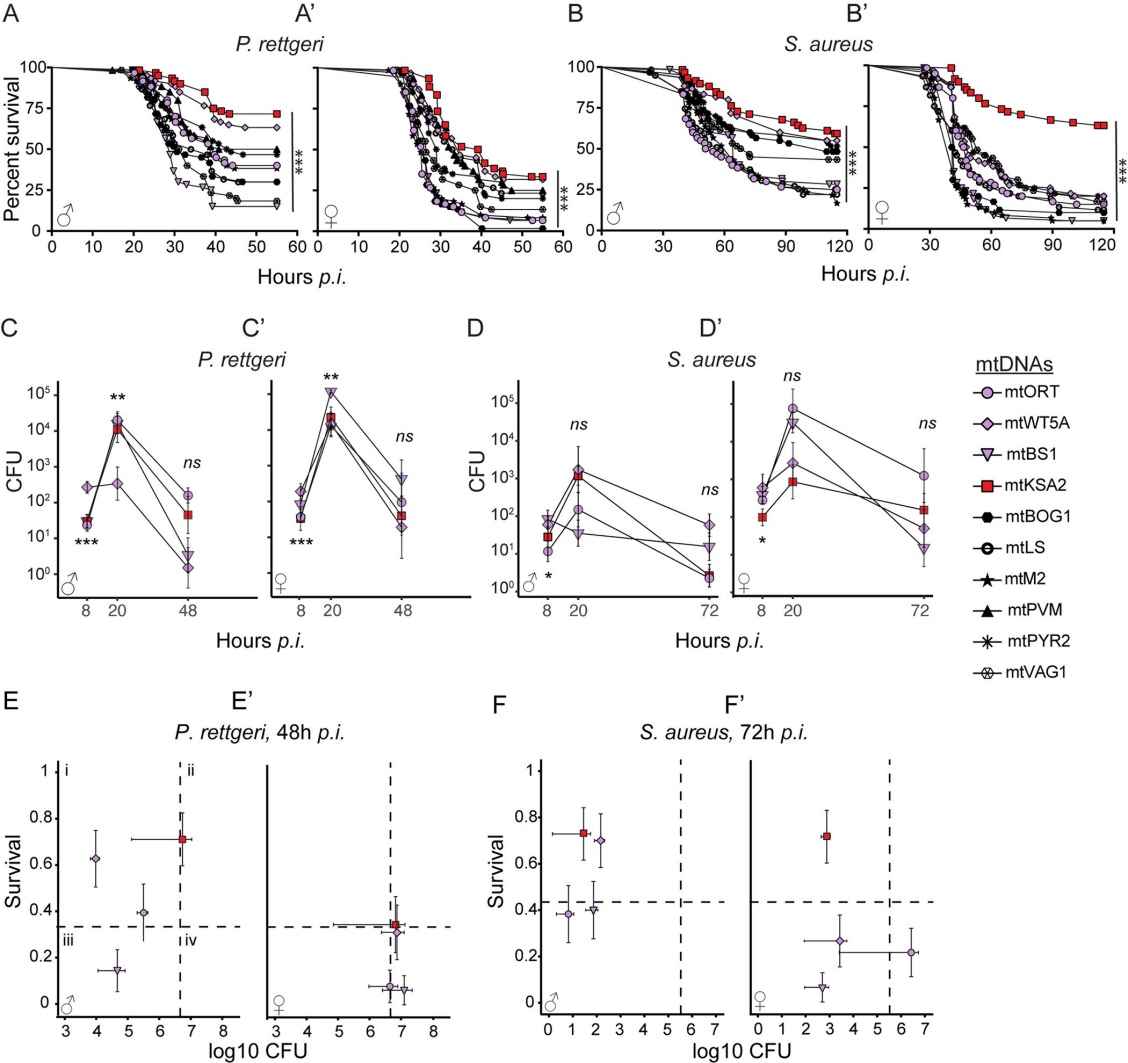
mtDNA variation affects infection outcomes after exposure to bacterial pathogens. (**A-A’**) Males and females of nine cybrid lines and nuclear background line Oregon RT (ORT) were infected with Gram-negative *P*. *rettgeri* (n = 60) or with (**B-B’**) Gram-positive *S*. *aureus* bacteria (n = 60) (Note that mtPVM is missing from the *S*. *aureus* infection). Stars denote the overall statistical difference in the survival among all the mitotypes analysed using the Mantel-Cox log rank test. The statistical differences in the survival rate of the survival-enhancing mitotype mtKSA2 (red) in comparison to other mitotypes are shown in S2 Fig Mitotypes mtWT5A (high survival rate; purple), mtBS1 and mtORT (low survival rate; purple) were studied further alongside mtKSA2. (**C-D’**) Bacterial loads were measured as colony forming units (CFUs) 8 and 20 hours post infection (h *p*.*i*.) and in addition 48 h after infection with *P*. *rettgeri* and 72 h after *S*. *aureus* (n = 8). The data on CFUs was analysed with linear models with Type III Sums of Squares. (**E-F**’) Resistance vs. tolerance quadrants. We plotted mean (**E-E’**) *P*. *rettgeri* and (**F-F’**) *S*. *aureus* CFUs measured at 48 and 72 h *p*.*i*. against the proportion of surviving flies to summarize potential differences between resistance and tolerance among four mitotypes, focusing on mtKSA2. Quadrants (dashed lines) represent the cut-off points between different defence phenotypes determined by overall mean survival and colony forming units: **i**) resistant (healthy), **ii**) tolerant (healthy), **iii**) resistant (pathology) and **iv**) failing. *ns*, not significant; *, p<0.05; ** p<0.01; ***, p<0.001.

### mtKSA2 induced increase in survival is due to tolerance rather than increased bacterial clearance

Host disease defense occurs through a combination of resistance and tolerance. Resistant flies can clear an infection, whereas tolerant flies are able to limit the infection-induced damage without clearing the pathogen [43,44]. To further study the effect of mtDNA mitotypes on infection outcomes, we measured bacterial loads (colony forming units, CFUs) in four mitotypes selected based on their survival rates after exposure to pathogenic bacteria (Fig 1A-1B’) to represent high (mtKSA2 and mtWT5A) and low (mtORT and mtBS1) survival rate lines (S2 Fig). We measured CFUs at an early-stage infection time point (8 hours post infection, h *p*.*i*.) and when the flies began to die (20 h *p*.*i*.) after exposure to *P*. *rettgeri* or *S*. *aureus*. We additionally measured CFUs at late-stage infection time points, *i*.*e*. when survival rates started to plateau, at 48 hours after *P*. *rettgeri* and 72 hours after *S*. *aureus* infection. *P*. *rettgeri* load differed among mitotypes at 8 h *p*.*i*. (Mitotype: p = 0.049) and there was a differential effect of mitotype and sex at 20 h *p*.*i*. (Mitotype x Sex: p = 0.03). *S*. *aureus* load differed between males and females (Sex: p = 0.0003) at 8 h *p*.*i*. and there was a differential effect of mitotype and sex at 20 h *p*.*i*. (Mitotype x Sex: p = 0.0006) and 72 h *p*.*i*. (p = 0.004) (Fig 1C-1D’). However, this did not directly reflect the differences seen in the survival rates. Therefore, we plotted the average CFUs quantified during late-stage infections against survival rates to better visualize average disease susceptibility among mitotypes [45,46] (Fig 1E-1F’). We found that mtKSA2 males infected with *P*. *rettgeri* appeared to be more tolerant because they had high average pathogen burden and higher survival compared to the other mitotypes (Fig 1E). Females in each of the four mitotypes had similar *P*. *rettgeri* burdens but varying survival rates, which is suggestive of variation in disease tolerance. mtORT and mtBS1 females appeared to be more susceptible to *P*. *rettgeri* infection compared with mtKSA2 and mtWT5A, illustrated by their low survival rates (Fig 1E’). In contrast, *S*. *aureus*-infected males tended to carry similar bacterial burdens but survival rates among mitotypes differed. mtKSA2 and mtWT5A males had higher survival rates than mtBS1 and mtORT males, suggesting that mtKSA2 and mtWT5A were more tolerant (Fig 1F). In *S*. *aureus* infected females, mtKSA2 had the highest survival rate with bacterial load similar to mtWT5A and mtBS1, while mtORT had both high CFUs and low survival (Fig 1F’). Taken together, the higher survival rates of mtKSA2 were generally due to increased tolerance, and not to a greater ability to clear infection.

### Immune priming is mitotype-specific

To test if the increased survival of mtKSA2 upon bacterial infection could be caused by preactivation of innate immune responses we primed female and male flies with heat inactivated *P*. *rettgeri* and challenged them with live *P*. *rettgeri* 18 hours later. Our expectation was that if mtKSA2 possesses preactivated (humoral) immune response prior to infection, the line should have a weaker response to priming. We found that the effect of priming varied among the mitotypes (Mitotype x Priming: p = 0.002) (S2 Fig). Survival of mtWT5A and mtBS1 flies was higher after being primed with heat inactivated bacteria and challenged with live bacteria (S3 Fig). Conversely, mtKSA2 survival and mtORT male survival following *P*. *rettgeri* infection was not significantly affected by priming. Therefore, the protective effect of immune priming seems to depend on mitotype, and mtKSA2 flies did not respond to priming based on their survival rates.

### mtKSA2 antiviral protection is less pronounced than antibacterial protection

The effect of mtDNA variation was examined upon infection with two *Drosophila*-specific viruses, Kallithea Virus (KV; [47]) and Drosophila C Virus (DCV; [48]). Kallithea virus (family Nudiviridae) is a large double stranded DNA virus and DCV (family Dicistroviridae) is a single stranded positive sense RNA virus. Because KV does not affect female survival [47], we only infected males and followed their survival rates for 22 days. mtORT, mtWT5A and mtBS1 showed almost identical end-point survival rates (7–14%) upon KV infection, while mtKSA2 again showed the best survival rate among the studied mitotypes, as 38% of mtKSA2 males survived the infection (Figs 2A and S4A). We followed male and female survival for 14 days after DCV infection. During the acute phase of the DCV infection, mtORT males (Fig 2B) and females (Fig 2B’) died at a faster rate than the other mitotypes, but the end-point survival percentage did not differ. However, overall mtORT was shown to be more susceptible to DCV infection than mtKSA2 (S4B-S4B’ Fig).

**Fig 2:**
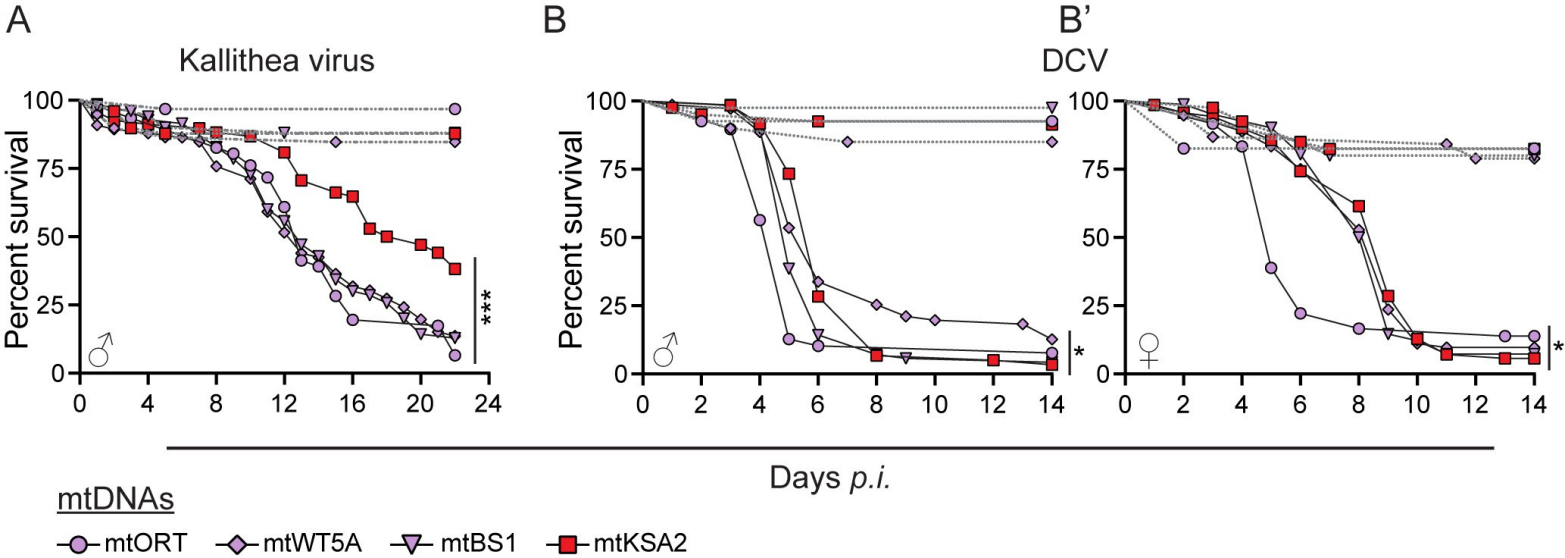
mtKSA2 effect upon viral infection is not as strong as upon bacterial infection. (**A**) Survival rates of males from the four mitotype lines after infection with double stranded DNA virus Kallithea. Controls for Kallithea virus infection were injected with 1 x PBS (dashed gray lines). (**B-B’**) Survival of both males and females after infection with single stranded positive sense RNA virus Drosophila C virus (DCV). Controls for DCV infection were pricked with Tris-Hcl solution (dashed gray lines). Overall differences in the survival among the mitotypes were analysed using the Mantel-Cox log-rank test. Differences in comparison to survival-enhancing mitotype mtKSA2 (red) are shown in S4 Fig. (**A-B’**) *ns* not significant; * p<0.05; ** p<0.01; *** p<0.001.

### mtDNA variation affects the transcriptome profiles of uninfected flies

We used RNA sequencing to examine the effect of mtDNA variation on the nuclear and mitochondrial transcriptomes. Bulk RNA sequencing was performed on uninfected mtKSA2 and mtORT flies as well as on the same fly lines infected with *P*. *rettgeri*, *S*. *aureus* (8 and 20 h *p*.*i*.) or DCV (3 d *p*.*i*.). 

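Polyadenylated RNA from whole flies was sequenced in 96 libraries, 4 replicate pools of 10 flies for each of 2 mitotypes, 2 sexes and 6 states. The states were uninfected, P. rettgeri and S. aureus at 8 and 20 h p.i., and DCV at 3 d p.i., so that a single group of untreated flies per mitotype and sex served as the control for every infection and timepoint. The authors trimmed the reads, aligned them to the fly genome together with references of the 3 pathogens, counted fragments on genes and deposited a normalized value per gene and library. Dividing each library's values by the value of 1 read gave whole numbers for all 1649856 values, within 0.01 reads, and these recovered read counts were used here. The deposited table holds 17186 rows, of which 15691 are fly genes, 13144 of them protein-coding, and 1495 are transposable elements. It held no rows for the pathogens, so pathogen load was not measured. For 94 of the 96 samples the authors' title and library name disagree on the condition, and the library name was used, because under it edgeR gave the log2FC values printed in the paper's supplementary tables. Counts were scaled by the trimmed mean of M-values (TMM) over the libraries of each comparison, and values are given as normalized CPM. Genes with a deposited value over 0.1 in at least 4 libraries were compared between groups of 4 libraries with limma-trend on log2(CPM + 0.5), with Benjamini-Hochberg adjustment over all genes tested. The added 0.5 makes log2FC of genes near or below 1 CPM smaller in size than the ratio of their means. Genes were called differentially expressed at the paper's limits, an adjusted p under 0.15 and a log2FC of at least 0.5 in size, and numbers of called genes refer to protein-coding genes. A positive log2FC stands for higher expression in mtKSA2 or, for infections, higher expression than in uninfected flies of the same mitotype. Preset gene lists were tested with camera and with fry, adjusted over all 38 comparisons of a list, and the level of a list in a library is its mean log2(CPM + 0.5). Fold changes between uninfected groups carry over into every infection, since the controls are shared. The controls were not pricked, so an effect of pricking was not separated from that of infection.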

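Sequencing depth differed between the groups, and reads are counted here on all rows of the table. Uninfected males had 27651403 to 34731936 reads per library in mtORT (median 32280227) and 30107384 to 34237053 in mtKSA2 (median 31009225). At 8 h after P. rettgeri infection the ranges were 24994340 to 27722107 (median 26971062) in mtORT and 27651423 to 29364403 (median 28535778) in mtKSA2. At 20 h they were 17532174 to 33490289 (median 30526618) and 32664393 to 43792121 (median 36176781), in the same order. S. aureus-infected males at 8 h had 25677062 to 37519483 reads in mtORT (median 34661465) and 31435692 to 36198489 in mtKSA2 (median 34666355.5). At 20 h after S. aureus the mtORT libraries had 31761303 to 39656541 reads (median 37389594) and the mtKSA2 libraries 8674907 to 35459359 (median 30399687.5). DCV-infected males were sequenced least, with 9293882 to 12728825 reads in mtORT (median 10249648) and 17162554 to 27158706 in mtKSA2 (median 20837040.5). Several male libraries held RNA that their condition does not account for. Genes expressed in females only stood at 22.5% and 40.0% of their level in females in replicates 3 and 4 of mtKSA2 males at 8 h after P. rettgeri, and at 20.6% in replicate 4 of DCV-infected mtORT males. In the other 45 male libraries the highest such share was 0.763%. Replicate 1 of mtKSA2 males at 20 h after S. aureus, the library with the fewest reads, stood at 69.6% of the way from mtKSA2 to mtORT over 10 genes that tell the mitotypes apart, and its genes specific to DCV infection were at 96.9% of their level in DCV-infected mtORT males. These libraries were kept in all fits, and values without them are given for part of the results that they change.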

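Over all 96 libraries and 17035 rows, the leading principal component of log2(CPM + 0.5) took 84.3% of the variance (jackknife SE 1.6), and the next 4.91% (SE 0.75). Sex explained 98.1% of the variation of the libraries along the leading component, and mitotype 0.0530%. The share of the leading component depended on how genes were weighted. It was 49.9% with every gene scaled to the same variance, where sex explained 92.6% of the component, and 96.4% with the 500 most variable genes, where sex explained 98.2%.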

Based on a principal component analysis (PCA) of the normalized read counts, female and male samples formed their own markedly distinct clusters (Fig 3A, sex explaining 82% of the variation in the data). In males, mtKSA2 and mtORT samples were separated from each other by variable degrees depending on infection type and timepoint (Fig 3A’–3A”’). 

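Each infection was analysed together with the uninfected males. In the P. rettgeri set of 24 libraries the leading 2 components took 46.9% (jackknife SE 8.10) and 18.2% (SE 5.17) of the variance, in the S. aureus set 52.3% (SE 4.62) and 15.1% (SE 2.22), and in the DCV set of 16 libraries 45.7% (SE 4.27) and 13.5% (SE 1.62). Mitotype explained 34.0% of the second component in the P. rettgeri set and 70.0% in the S. aureus set. In the DCV set it explained 20.5% of the leading component and 66.3% of the third. Separation was measured as the mean distance between libraries of different mitotypes, divided by the mean distance within mitotypes, in the plane of the 2 leading components. At 8 h after P. rettgeri this ratio was 1.67, and 7 of the 8 libraries lay nearer to their own mitotype. At 20 h it was 1.38, with 5 of 8. After S. aureus the ratio was 2.50 at 8 h (8 of 8) and 1.21 at 20 h (4 of 8), and after DCV it was 1.57 (6 of 8). Uninfected males gave 1.28 in the P. rettgeri plane, 3.54 in the S. aureus plane and 2.49 in the DCV plane, so the ratio depends on the libraries analysed together. The value at 20 h after S. aureus includes the mtKSA2 library that stood 69.6% of the way to mtORT at genes that tell the mitotypes apart. Those at 8 h after P. rettgeri and after DCV include the male libraries holding female RNA. Separation was not measured without these libraries, so how much of it comes from mitotype stays open.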

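In females, the plane of the 2 leading components took 40.6% and 24.9% of the variance in the P. rettgeri set (jackknife SE 5.93 and 4.16), 50.8% and 17.2% in the S. aureus set (SE 10.5 and 6.39) and 51.2% and 21.8% in the DCV set (SE 9.51 and 5.68). The ratio of the mean distance between mitotypes to that within mitotypes was 1.93 in uninfected females of the P. rettgeri set, 2.24 at 8 h p.i. and 2.10 at 20 h p.i. All 8 libraries at each of these infection timepoints lay nearer to their own mitotype. For S. aureus the ratio was 1.98 at 8 h and 1.39 at 20 h, each with 6 of 8 libraries nearer to their own mitotype. DCV-infected females gave 1.14, with 5 of 8. Replicates 3 and 4 of mtKSA2 females at 8 h after P. rettgeri held male RNA, at 1.39% and 1.04% of the level of male-only genes in males, against at most 0.0320% in the other 46 female libraries.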

In uninfected and in *P*. *rettgeri*-infected females, mitotypes showed separate clustering (S5A Fig) whereas in *S*. *aureus* and DCV infected females clustering according to mitotype and infection timepoint was less obvious (S5A’–S5A” Fig). Overall, the PCA indicates that the two mitotypes cause variation in the transcriptomes of the uninfected flies, as well as upon different infections. To emphasize the effects of mtDNA mitotypes and infection on the transcriptomes, we focused on the male transcriptome data in the present work and not on sex specific differences. The female data is available under the same GEO access number as the male data (GSE260986). The data of male log2FCs and false discovery rate (FDR) adjusted p-values are also listed in S1 Table.

**Fig 3:**
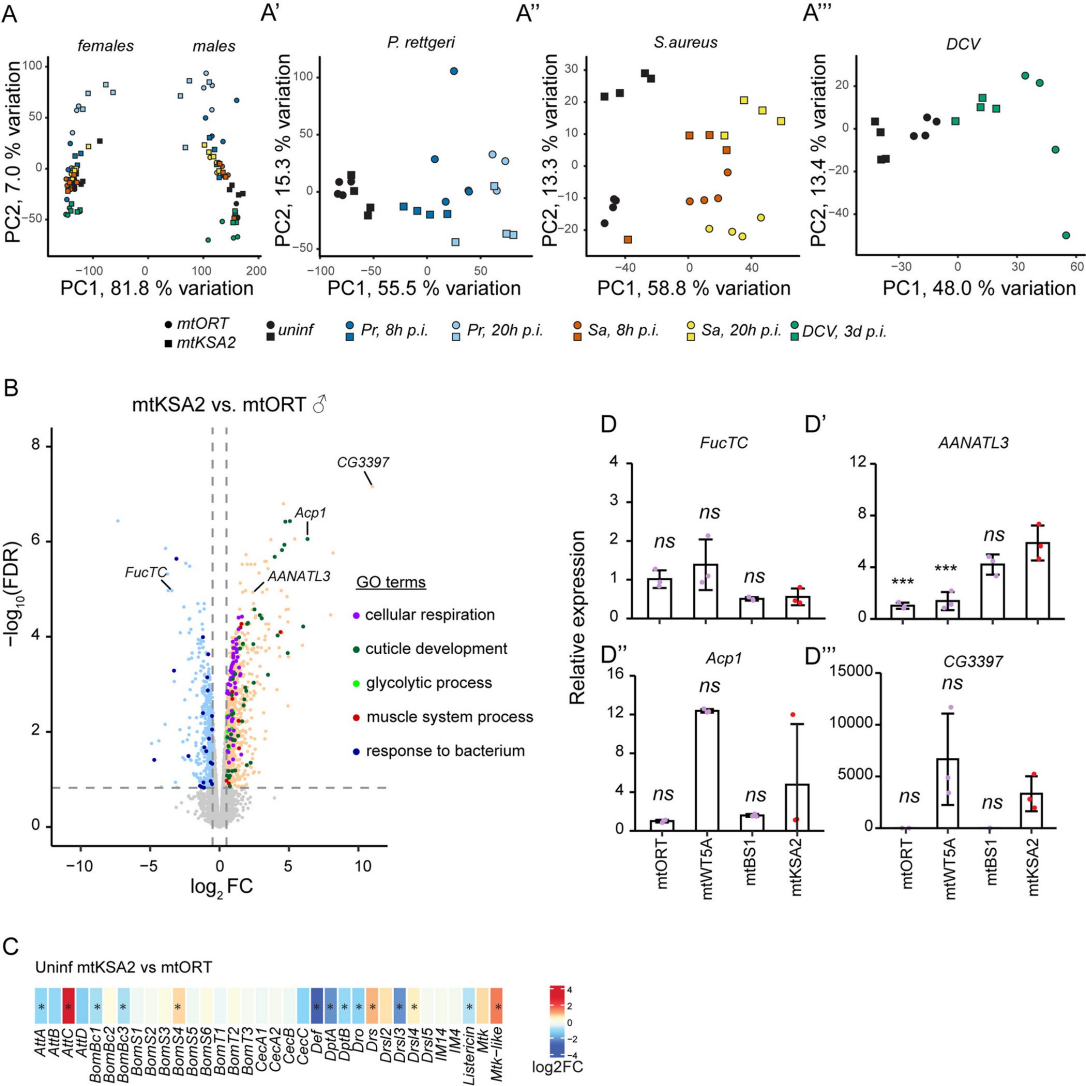
Overview of RNA sequencing sample clustering and differentially expressed genes. (**A’-A”’**) Principal component analysis (PCA) plots of (**A**) all RNA sequencing samples, females (left) and male (right) samples showing a clear sex-specific clustering pattern, (**A’**) *P*. *rettgeri* infected and control, (**A”**) *S*. *aureus* and control and (**A”’**) DCV infected and control mtORT and mtKSA2 cybrid male samples. Each treatment includes four biological replicates containing pools of 10 individuals. (**B**) Volcano plot showing differentially expressed genes in uninfected mtKSA2 vs. mtORT males. Log_2_FC cut-off was set to 0.5 and FDR-adjusted p-value to 0.15. Genes in the main GO terms are shown with different colors and genes tested with RT-qPCR are labelled in the volcano plot. (**C**) The expression levels of common Toll and Imd pathway target AMPs in uninfected mtKSA2 and mtORT. Expression of these AMPs upon *P*. *rettgeri*, *S*. *aureus* and DCV infections is listed in S3 Table. Stars denote statistically significant fold changes (FDR< 0.15). (**D-D”’**) Expression levels of *FucTC*, *AANATL3*, *Acp1* and *CG3397* were measured with RT-qPCR in uninfected males of the four cybrids lines (n = 3, pools of 5). Data was analysed using one-way analysis of variance followed by Tukey’s HSD pairwise comparisons. Differences to mtKSA2 are indicated. *ns* not significant; * p<0.05; ** p<0.01; *** p<0.001.

We utilized Gene Ontology (GO) enrichment analyses (https://www.flymine.org/flymine; [49]) to compare the differentially expressed (DE) genes between uninfected mtKSA2 and mtORT males. Based on the enriched biological processes, a large set of the upregulated genes in mtKSA2 belonged to terms related to energy generation via mitochondrial respiration (S2 Table and Fig 3B). 

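Of 15421 genes tested in uninfected males, 12592 were protein-coding, and 799 of these were called higher and 409 lower in mtKSA2. The counts moved most at stricter limits, an adjusted p under 0.05 and a log2FC of at least 1, where 274 were higher and 69 lower. edgeR called 878 and 504. When libraries were scaled by their total reads instead of TMM, the median of all genes shifted by -0.10 and the share of called genes that were higher went from 66.1% to 47.6%, so the excess of higher genes depends on the scaling. For 2403 of the 15421 genes (15.6%) the values of the 2 groups did not overlap, against 2.86% for a random split of 8 libraries. None of the other 34 ways to divide the 8 libraries into groups of 4 gave as many called genes. A list of 117 tested genes of cellular respiration had a median log2FC of 0.44 (camera adjusted p = 5.42e-23, fry 0.000131). Of these genes 54 were called higher and none lower, and the count adjusted over the list alone was also 54. The list shares 47 genes with the OXPHOS subunits and 17 with the OXPHOS-like genes, which are expressed almost only in males.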

Other representative GO terms were associated with “cuticle development*”*, “muscle system process*”* and “glycolytic process*”* (S2 Table and Fig 3B). 

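The list of cuticle development genes had 178 members above the filter in uninfected males, with a median log2FC of 0.04 and a mean of 0.39 (camera adjusted p = 0.000226, fry 0.0271). Of these, 42 were called higher and 6 lower in mtKSA2, and 43 and 6 when adjusted over the list alone. Its members were raised in part rather than as a whole, and scaling by total reads turned the median to -0.04. For muscle system process 10 of 36 genes were called higher and 3 lower, adjusted over the list alone as well as over all genes, with a median of 0.07 (camera adjusted p = 0.094, fry 0.204). That median was -0.05 under scaling by total reads, which shifted the median of all genes to -0.10. The glycolytic process list had a median of 0.13 over 27 genes (camera adjusted p = 0.000103, fry 0.000122), with 10 called higher and none lower, also when adjusted over the list alone. Across all 38 comparisons, 18 of the 22 camera calls for cuticle development, 11 of the 21 for muscle system process and 16 of the 17 for glycolytic process held under fry.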

Among the genes downregulated in mtKSA2, “response to bacterium*”* (23 genes) was the only significantly enriched GO term (Fig 3B) which was surprising given mtKSA2 flies’ enhanced survival rates upon bacterial infections (Fig 1). Seven of these genes encode proteins with antimicrobial function (*Diptericin A*, *Diptericin B*, *Defencin*, *Drosocin*, *Attacin-A*, *Bomanin Bicipital 1* and *Baramycin*), three encode for *negative* regulators of the Imd pathway (*pirk*, *PGRP- SC2* and *Charon*) and two genes are related to stress responses (*Turandot E* and *p38c MAP kinase*). However, several of these genes are not directly connected to the core immune response (such as four genes encoding for lysozymes and a gene encoding for a myosin ATPase; S2 Table). Hence, we next examined the expression of a larger set of AMPs as well as key components of Toll and Imd pathways [26–28] in uninfected mtKSA2 and mtORT flies (Fig 3C and S3 Table). 

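Of the 12 genes that the paper names for this term, 10 were tested in uninfected males. Their median log2FC was -0.88 (camera adjusted p = 9.78e-08, fry 0.00284), with 7 called lower and none higher, and 9 lower when adjusted over the list alone. The paper chose these genes from the same libraries, so the list test is not independent evidence. Turandot E and Baramicin did not pass the filter in uninfected males.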

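Diptericin A (DptA, FBgn0004240) lies on chromosome 2R of BDGP6.54 from 18865765 to 18866260. Its normalized CPM in uninfected males was 0.911 ± 0.379 (SD, n = 4) in mtKSA2 and 4.26 ± 4.19 (SD, n = 4) in mtORT, a log2FC of -1.47 (SE 0.424, limma adjusted p = 0.0519). With each library left out in turn it stayed between -1.69 and -0.95. Defensin (Def, FBgn0010385, 2R, 10054178 to 10054576) had 0.558 ± 0.179 and 5.41 ± 3.45 CPM, a log2FC of -2.35 (SE 0.295, limma adjusted p = 0.000432). Bomanin Bicipital 1 (BomBc1, FBgn0034328, 2R, 18382704 to 18383235) fell by 0.93 on the log2 scale (SE 0.239, limma adjusted p = 0.0296). Attacin-A (AttA, FBgn0012042) gave -0.85 (SE 0.308, limma adjusted p = 0.124), and was called in only 2 of 8 fits with 1 library left out. Diptericin B (-0.88, adjusted p = 0.197) and Drosocin (-1.01, adjusted p = 0.161) were not called, whereas edgeR called both, with adjusted p of 0.147 and 0.140. Among the Imd regulators, PGRP-SC2 (FBgn0043575, 2R, 8716950 to 8717695) had 39.8 ± 2.12 CPM in mtKSA2 and 74.2 ± 12.8 in mtORT, a log2FC of -0.88 (SE 0.119, limma adjusted p = 0.00071). Charon (FBgn0031317, 2L, 1170753 to 1172805) gave -0.53 (SE 0.112, limma adjusted p = 0.0119) and was called in 5 of 8 fits with 1 library left out. For pirk (FBgn0034647) limma gave -0.45 (adjusted p = 0.153), which passed neither limit, and edgeR -0.52 (adjusted p = 0.121). The stress gene p38c (FBgn0267339, 3R, 24149020 to 24150203) had 3.90 ± 0.576 CPM in mtKSA2 and 6.62 ± 1.39 in mtORT, a log2FC of -0.69 (SE 0.154, limma adjusted p = 0.0157).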

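Of 34 antimicrobial peptide (AMP) genes, 32 were tested in uninfected males. Their median log2FC was -0.29 and 22 were lower in mtKSA2, with 7 called lower and 5 higher, and 10 lower and 5 higher when adjusted over the list alone. Besides DptA, Def, BomBc1 and AttA, the genes called lower were BomBc3 (-0.93), Drsl3 (-1.38) and Listericin (-0.82). The list was called by camera (adjusted p = 0.0034) but not by fry (0.226). Over all comparisons, 19 of the 33 camera calls for this list held under fry. The mean level of the list was 3.33 ± 0.179 (SD, n = 4) in mtKSA2 and 3.57 ± 0.303 in mtORT, a difference of -0.24 that the spread between replicates does not exclude (two-sided exact permutation test, p = 0.200, 0.253 adjusted over 24 comparisons of the list's levels). Array weights moved the median most, to -0.17. A single library carried much of the difference, since without replicate 3 of mtORT it was -0.10.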

Besides the AMPs included in the significantly downregulated GO term “response to bacterium*”*, most of the other AMPs were either downregulated or not significantly affected in uninfected mtKSA2 when compared to mtORT (Fig 3C and S3 Table). Only *Drosomycin*, *Metchnikowin-like* and *Attacin-C* were significantly upregulated. Furthermore, Toll and Imd pathway components were mostly unaffected by mtDNA mitotype in the absence of infection, except for the negative regulators of the Imd pathway mentioned above. 

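Drosomycin (Drs, FBgn0283461, 3L, 3369556 to 3369942) had 43.5 ± 18.2 CPM (SD, n = 4) in uninfected mtKSA2 males and 23.0 ± 10.9 in mtORT, a log2FC of 0.93 (SE 0.315, limma adjusted p = 0.0961). It was called in 4 of 8 fits with 1 library left out, between 0.68 and 1.21. Metchnikowin-like (CG43236, FBgn0262881, 2R, 14638538 to 14638935) had 2.49 ± 1.03 and 0.894 ± 0.310 CPM, a log2FC of 1.06 (SE 0.225, limma adjusted p = 0.0113). Attacin-C (AttC, FBgn0041579, 2R, 13393705 to 13394667) had 5.50 ± 3.57 and 0.585 ± 0.553 CPM, a log2FC of 2.40 (SE 0.399, limma adjusted p = 0.00269), and stayed between 2.05 and 2.72 with 1 library left out. Mtk (log2FC 0.59, adjusted p = 0.0986) and BomS4 (0.63, adjusted p = 0.0877) also passed the limits here.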

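Among 16 components of the Imd pathway none was called by limma in uninfected males, with or without adjustment over the list alone, though 4 had an unadjusted p under 0.05 and edgeR and DESeq2 called 1 (pirk). The median log2FC was -0.09 (camera adjusted p = 0.304, fry 0.309). PGRP-LB, a negative regulator outside the list of 3 below, had an adjusted p of 0.0258 at a log2FC of -0.41, smaller than the limit. PGRP-LC (FBgn0035976, 3L, 9338810 to 9348336) had 53.7 ± 6.05 CPM (SD, n = 4) in mtKSA2 and 66.3 ± 2.07 in mtORT, a log2FC of -0.31 (SE 0.0961, limma adjusted p = 0.0723), also smaller than the limit. The 15 Toll pathway components had a median of -0.01 (camera adjusted p = 0.918, fry 0.928), whose sign differed between fits. Of these psh alone was called, with a log2FC of 0.55 (SE 0.208, limma adjusted p = 0.144), and it was not called when adjusted over the list alone. Tl (Toll, FBgn0262473, 3R, 26799041 to 26842403) had 36.3 ± 10.4 and 29.4 ± 2.31 CPM, a log2FC of 0.25 (adjusted p = 0.523). The 3 negative regulators pirk, PGRP-SC2 and Charon had a median of -0.53 (camera adjusted p = 0.00353, fry 0.000237), but the paper names them as lower in the same libraries, so the list test is not independent evidence.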

Of note, both bacterial infections and DCV infection caused a robust and consistent upregulation of the AMPs (S3 Table). This response was similar in mtKSA2 and mtORT. Likewise, *P*. *rettgeri* and *S*. *aureus* infections led to the upregulation of the upstream activators of Toll and *Toll* itself in mtKSA2 and mtORT. 

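At 8 h after P. rettgeri the median log2FC of the 34 AMP genes was 4.72 in mtORT (34 called higher) and 4.84 in mtKSA2 (33 called higher). At 20 h it was 4.53 (32 higher) and 4.61 (30 higher). S. aureus raised it by 3.22 in mtORT (31 higher) and 3.03 in mtKSA2 (31 higher) at 8 h, and by 3.00 (27 higher) and 2.36 (26 higher) at 20 h. After DCV it was 1.24 in mtORT, with 16 genes called higher and 2 lower, and 1.79 in mtKSA2, with 28 and 1. Counts adjusted over the list alone differed from these by at most 2 genes. All 10 responses were called by camera, and all but DCV in mtORT (fry adjusted p = 0.111) by fry as well. DptA rose from 3.40 ± 3.32 CPM (SD, n = 4) to 6611 ± 1047 in mtORT at 8 h after P. rettgeri, a log2FC of 11.00 (SE 0.404, limma adjusted p = 3.16e-08), and from 0.707 ± 0.269 to 6332 ± 1591 in mtKSA2, a log2FC of 12.30 (SE 0.232, limma adjusted p = 1.16e-09). In DCV-infected mtORT males it varied widely, at 830 ± 1223 CPM.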

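Whether the response differed between the mitotypes was tested as an interaction of mitotype and infection. The median interaction over the AMP genes was -0.05 at 8 h and -0.43 at 20 h after P. rettgeri, -0.35 and -0.64 at 8 and 20 h after S. aureus, and 0.50 after DCV. None of these held under fry, where the adjusted p were 0.988, 0.305, 0.453, 0.302 and 0.649. Among infected males the mean level of the list was lower in mtKSA2 by 0.22 to 0.74 on the log2 scale after each bacterial infection. Two-sided exact permutation tests did not separate this from the replicate spread (p from 0.0571 to 0.571). The median log2FC between the infected mitotypes went from -0.41 to -0.07 at 8 h after P. rettgeri without the libraries holding female RNA. At 20 h after S. aureus it went from -0.93 to -0.26 without replicate 1 of mtKSA2. At 8 h after S. aureus 13 of the 34 genes were called lower and 1 higher in infected mtKSA2 than in infected mtORT, and 15 lower when adjusted over the list alone. Single genes differed, since AttC reached 10712 ± 3603 CPM (SD, n = 4) in mtKSA2 and 334 ± 32.4 in mtORT at 8 h after P. rettgeri. The mtKSA2 value of 2.36 at 20 h after S. aureus includes the library that stood 69.6% of the way to mtORT. That share is at genes that tell the mitotypes apart, and without the library the median was 2.57 and the interaction -0.27. Without the 2 mtKSA2 libraries holding female RNA, the median at 8 h after P. rettgeri was 5.29. The interaction there went from -0.05 to 0.17.

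**Figure D1:**
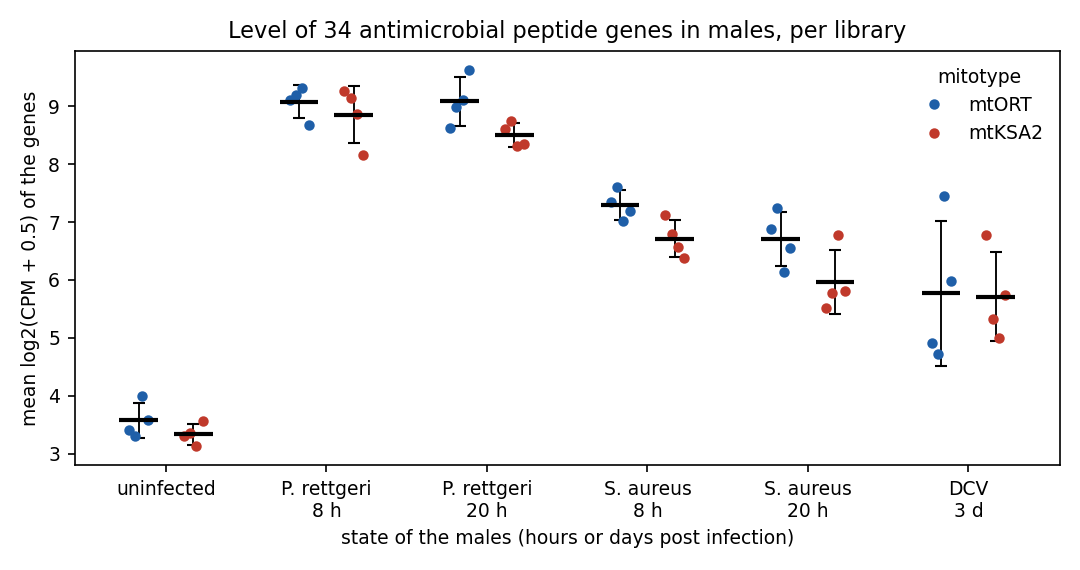
Mean log2(CPM + 0.5) of the 34 AMP genes in each male library (points, 4 per group) against the state of the males, with mtORT in blue and mtKSA2 in red, black lines at the group mean and bars of 1 SD. Levels rose after every infection, and the mitotypes overlapped in most states.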

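The 15 Toll pathway genes had a median log2FC of 0.88 in mtORT and 0.85 in mtKSA2 at 8 h after P. rettgeri, with 10 called higher in each. At 20 h the medians were 0.77 (8 higher) and 0.94 (9 higher). After S. aureus they were 0.89 (10 higher) and 0.54 (8 higher) at 8 h, and 0.56 (8 higher) and 0.20 (4 higher) at 20 h, in mtORT and mtKSA2. Adjusted over the list alone, these 8 counts were the same. All were called by camera, and all but mtKSA2 at 20 h after S. aureus (fry adjusted p = 0.119) by fry. For Tl itself the log2FC in mtORT was 0.78 (SE 0.166, limma adjusted p = 0.00171) at 8 h and 0.77 (SE 0.478, limma adjusted p = 0.258) at 20 h after P. rettgeri. The latter was not called by limma but was by edgeR (adjusted p = 0.0884). In mtKSA2 it was 1.06 (SE 0.265, limma adjusted p = 0.00718) and 1.15 (SE 0.200, limma adjusted p = 0.00129). After S. aureus, Tl rose in mtORT by 1.48 (SE 0.146, limma adjusted p = 6.78e-06) at 8 h and 1.35 (SE 0.0973, limma adjusted p = 2.08e-06) at 20 h. In mtKSA2 the change was 1.20 (SE 0.191, limma adjusted p = 0.000603) at 8 h, but at 20 h it was not called, at 0.61 (SE 0.288, limma adjusted p = 0.202). Values of the list and of Tl in mtKSA2 at 20 h after S. aureus include the library that stood 69.6% of the way to mtORT. None is given without it, so the weaker rise there may rest on that library.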

The Imd-activating *PGRP-LC* was upregulated in both mitotypes after infection by *P*. *rettgeri*, but not after *S*. *aureus* (except for a mild upregulation in mtORT 8 h *p*.*i*.), and *Imd* was upregulated by both *P*. *rettgeri* and *S*. *aureus* at 8 h *p*.*i*. 

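PGRP-LC rose from 52.9 ± 1.36 CPM (SD, n = 4) to 115 ± 7.01 in mtORT at 8 h after P. rettgeri, a log2FC of 1.11 (SE 0.0801, limma adjusted p = 1.21e-06), and from 42.1 ± 3.07 to 111 ± 23.2 in mtKSA2, a log2FC of 1.37 (SE 0.171, limma adjusted p = 0.000251). At 20 h the log2FC was 2.07 (SE 0.207, limma adjusted p = 0.000178) in mtORT and 2.24 (SE 0.129, limma adjusted p = 7.02e-07) in mtKSA2. After S. aureus it did not reach the limit of 0.5. At 8 h it was 0.23 (SE 0.0696, limma adjusted p = 0.0126) in mtORT and 0.31 (SE 0.0944, limma adjusted p = 0.0167) in mtKSA2, and at 20 h -0.03 and 0.33. imd (FBgn0013983, 2R, 18409796 to 18413599) rose at 8 h after P. rettgeri by 1.48 (SE 0.133, limma adjusted p = 4.91e-06) in mtORT and 1.02 (SE 0.196, limma adjusted p = 0.00189) in mtKSA2. At 8 h after S. aureus it rose by 0.75 (SE 0.151, limma adjusted p = 0.001) and 0.51 (SE 0.149, limma adjusted p = 0.0148), the latter called in 4 of 8 fits with 1 library left out. At 20 h imd was still called higher in both mitotypes after P. rettgeri, by 1.56 in mtORT and 1.00 in mtKSA2, and after S. aureus in mtORT by 0.65.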

Taken together, although uninfected mtKSA2 showed suppression of many genes related to NF-κB pathways, they were robustly and similarly induced in mtKSA2 and mtORT flies upon infection.

When comparing the transcriptomes of two mitotypes, one cannot conclude if the genes of interest are specifically up- or downregulated in the mitotype of interest. Hence, we measured the expression patterns of the representative genes with RT-qPCR from uninfected mtORT, mtKSA2, mtBS1 and mtWT5A flies, with a new set of male samples. We picked the gene with the highest fold change (FC) in uninfected mtKSA2 when compared to mtORT (CG3397); a highly expressed gene representing the GO term cuticle development (Acp1; Adult cuticle protein 1); and two genes that were either downregulated (FucTC; alpha1,3-fucosyltransferase C) or upregulated (AANATL3; Arylalkylamine N-acetyltransferase-like 3) in uninfected mtKSA2 in comparison to mtORT flies (Fig 3B). 

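CG3397 (FBgn0037975, 3R, 11983098 to 11984541) had 23.5 ± 5.61 CPM (SD, n = 4) in uninfected mtKSA2 males and 0.00673 ± 0.0135 in mtORT, a log2FC of 5.53 (SE 0.159, limma adjusted p = 7.57e-09), the largest rise of all genes tested. Since 1 read in total fell on it in mtORT, the ratio of the pooled CPM was 3120 with a 95% exact Poisson interval from 559 to 123000, for counting error only. CG3397 and 4 other genes of the same 3R region were among 16 genes that differed between the mitotypes in the same direction in every state and both sexes. Acp1 (FBgn0014454, 2L, 7740562 to 7741537) had 18.6 ± 5.22 and 0.236 ± 0.158 CPM, a log2FC of 4.69 (SE 0.200, limma adjusted p = 1.45e-07). Leaving out 1 library kept it between 4.52 and 4.80. FucTC (FBgn0044872, X, 23008766 to 23011303) had 1.2 ± 0.215 and 12.8 ± 4.10 CPM, a log2FC of -2.94 (SE 0.215, limma adjusted p = 1.06e-05), ranging from -3.16 to -2.79 with 1 library left out. AANATL3 (FBgn0032839, 2L, 20024975 to 20025811) had 62.5 ± 10.3 and 11.9 ± 3.13 CPM, a log2FC of 2.36 (SE 0.169, limma adjusted p = 9.11e-06), ranging from 2.26 to 2.50. Among called protein-coding genes whose groups do not overlap, and by log2(CPM + 0.5), the largest rises after CG3397 were those of CG7214 (5.35), CG7203 (5.09), Acp1 and Acp65Aa (4.64), and the largest falls those of CG10910 (-3.68), Cpn (-3.56), CG44037 (-3.28), CG43055 (-3.03) and FucTC. By edgeR the order differed, as CG44037 was at -7.33 and CG10910 at -3.76, and Acp1 and Acp65Aa (6.33 and 6.04) were above CG7214 (4.97). For CG44037, with 3 reads in total in mtKSA2, the ratio of pooled CPM between mtORT and mtKSA2 was 186 (95% exact Poisson interval 63.6 to 901).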

None of the genes showed consistent, mtKSA2 specific expression pattern, but instead FucTC (Fig 3D) and AANATL3 (Fig 3D’) were similarly expressed in mtORT and mtWT5A (highest mtDNA sequence similarity [18]), when compared to mtKSA2 and mtBS1, whereas Acp1 (Fig 3D”) and CG3397 (Fig 3D”’) had similar expression patterns in mtORT and mtBS1 (the two susceptible lines) when compared to mtWT5A and mtKSA2.

### Mitotypes shape the transcriptome profiles upon infection

We performed a GO term analysis to obtain an overview of the transcriptomic profiles in mtKSA2 and mtORT when exposed to pathogens. The GO analysis showed that mtORT and mtKSA2 flies had overlapping responses to *P*. *rettgeri* and *S*. *aureus*, but there also was a large set of differentially expressed genes that were mitotype-specific (Fig 4A-4D’). Furthermore, more genes were differentially expressed at the early *p*.*i*. timepoint than later, and the enriched GO terms varied between timepoints, likely reflecting differences in the initiation phase of the immune response at 8 h *p*.*i*. and later at the 20 h *p*.*i*. 

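A total of 3271 protein-coding genes were called higher in both mitotypes at 8 h after P. rettgeri, 800 in mtORT alone and 624 in mtKSA2 alone, so that 69.7% of all genes called higher were shared. The numbers called lower were 2535, 1014 and 802 (58.3% shared). For S. aureus at 8 h 2001 genes were higher in both, 677 in mtORT alone and 628 in mtKSA2 alone (60.5%), and 1550, 398 and 667 lower (59.3%). At 20 h the overlap was smaller, with 1400 shared, 1373 and 957 higher after P. rettgeri (37.5%) and 520, 1356 and 251 higher after S. aureus (24.4%). Across the protein-coding genes tested in both, the log2FC in mtORT and mtKSA2 correlated with r = 0.870 and 0.734 at 8 and 20 h after P. rettgeri and 0.894 and 0.655 after S. aureus. A gene called in 1 mitotype alone need not differ between the mitotypes. The interaction of mitotype and infection was called for 107 and 1575 genes at 8 and 20 h after P. rettgeri, and for 240 and 638 after S. aureus. The library with a mtORT share of 69.6% is part of the last of these, and without it 712 were called. It is also part of the 24.4% shared at 20 h after S. aureus. The number of genes higher in both was larger without it, and smaller without any other mtKSA2 library of that state.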

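In mtORT 4071 genes were called higher and 3549 lower at 8 h after P. rettgeri, against 2773 and 2225 at 20 h. In mtKSA2 the numbers were 3895 and 3337 at 8 h, and 2357 and 1832 at 20 h. After S. aureus they were 2678 and 1948 at 8 h and 1876 and 1254 at 20 h in mtORT, and 2629 and 2217 at 8 h and 771 and 863 at 20 h in mtKSA2. Without replicate 1, which stood 69.6% of the way to mtORT at genes that tell the mitotypes apart, the mtKSA2 numbers at 20 h were 1468 and 1338, still below those at 8 h. The limits of adjusted p under 0.05 and a log2FC of 1 or more moved these counts most. The share called higher depended on the scaling, since with total reads it was 19.3% and 19.7% instead of 53.4% and 53.9% at 8 h after P. rettgeri in mtORT and mtKSA2, a scaling that shifted the median of all genes to -0.61 and -0.44. Both time points were compared with the same uninfected libraries, which can make their log2FC correlate.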

Overall, the GO term analysis yielded numerous significant GO terms, full lists of which are presented in S4 Table and a manually curated overview in Fig 4.

**Fig 4:**
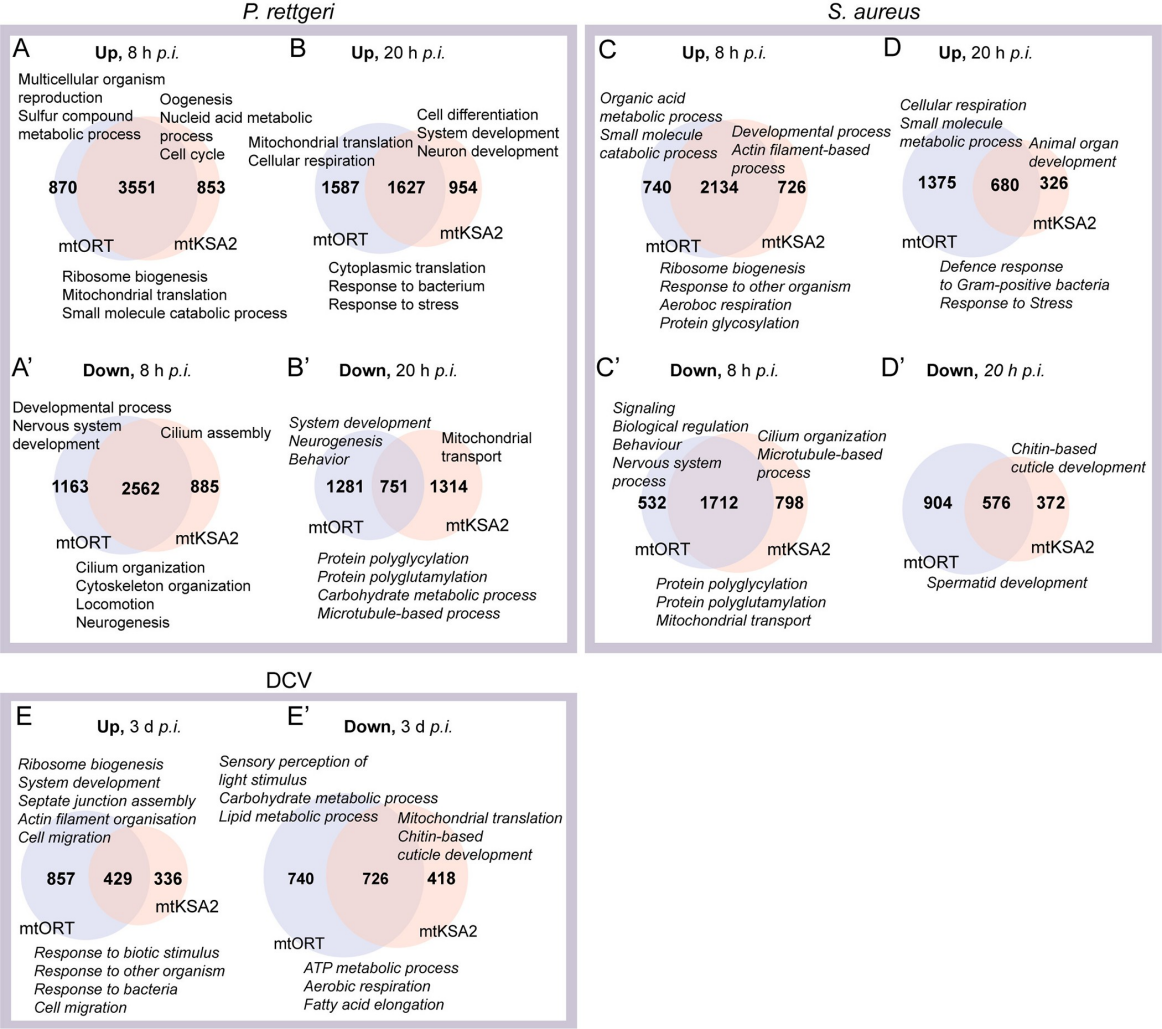
Gene Ontology (GO) term analysis. (**A-B’**) Number of genes and representative enriched GO terms (Biological process) up or downregulated after *P*. *rettgeri* infection in both mitotypes (intersection), in mtORT only (left) and in mtKSA2 only (right). (**C-D’**) Number of genes and representative GO terms up or downregulated after *S*. *aureus* infection and (**E-E’**) number of genes and representative GO terms up or downregulated after DCV infection. GO terms listed below the Venn diagrams denote the shared processes, terms listed above on the left denote processes specific to mtORT and on the right those specific to mtKSA2. See S4 Table for a full list of the significant GO terms in each treatment.

Genes upregulated in both mitotypes at 8 h and 20 h after *P*. *rettgeri* and *S*. *aureus* infection were involved in such processes as protein synthesis and immune and stress responses (Fig 4A-4B and 4C-4D). Shared downregulated genes were more variable and were involved in GO terms “cilium organization*”*, “cytoskeleton organization*”*, “protein polyglycylation*”* and “mitochondrial transport*”*, depending on infection type and timepoint (Fig 4A’–4B’ and 4C’ and 4D’). In addition, multiple developmental processes were downregulated specifically at 8 hours post *P*. *rettgeri* infection (S4 Table).

Genes related to GO terms “cell cycle*”* and “cell differentiation*”* were upregulated in mtKSA2 after *P*. *rettgeri* infection (Fig 4A and 4C). 

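Of the 624 genes called higher at 8 h after P. rettgeri in mtKSA2 alone, 435 (69.7%) were genes with higher expression in females than in males. Among the 800 called higher in mtORT alone the share was 3.38%. Replicates 3 and 4 of mtKSA2 held RNA of females, estimated at 22.5% and 40.0%, with 3090 and 3110 CPM of the yolk protein gene Yp1 against at most 78.7 in 45 other male libraries. Without these libraries 336 of the 624 genes (53.8%) were no longer called, which was 69.7% of those higher in females and 17.5% of the rest.

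**Figure D2:**
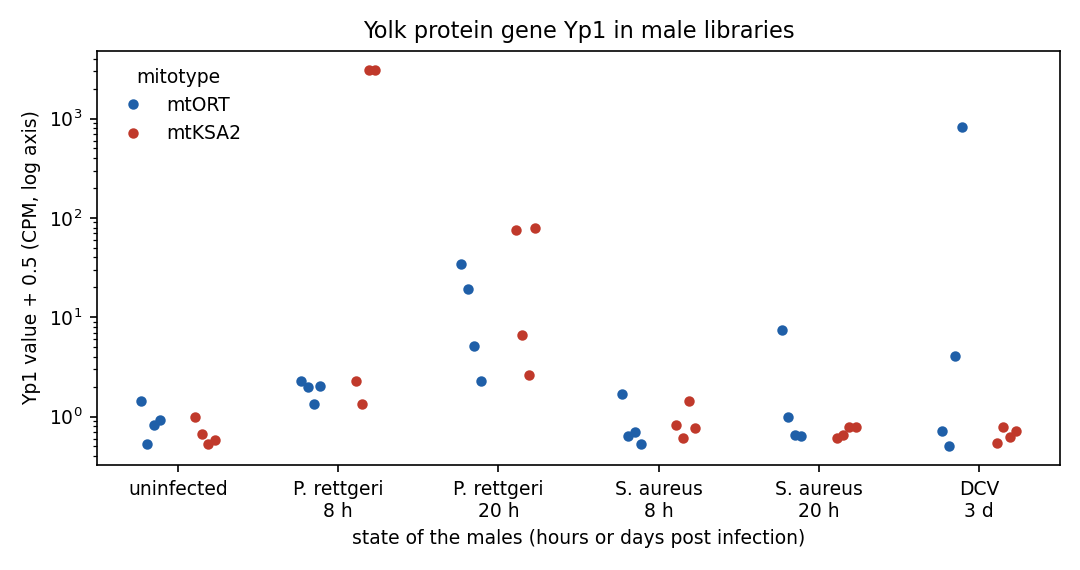
Yp1 CPM + 0.5 on a log axis in each male library (points, 4 per group) against the state of the males, with mtORT in blue and mtKSA2 in red. Replicates 3 and 4 of mtKSA2 at 8 h after P. rettgeri and replicate 4 of mtORT after DCV stood far above the others.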

After *S*. *aureus* infection, mtKSA2-specific terms were largely related to development, including tissue and organ development (Fig 4C and 4D). 

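Cuticle development was tested as a list of the genes of this term. In mtKSA2 90 of its genes were called higher and 23 lower at 8 h after P. rettgeri, and 38 and 29 at 20 h. After S. aureus 55 were higher and 9 lower at 8 h, and 17 higher and 26 lower at 20 h, while in mtORT 56 were higher and 10 lower at 20 h. At that time point the median interaction of mitotype and infection was -0.21 (camera adjusted p = 5.68e-07, fry 0.0155), with 34 genes called lower, and 50 when adjusted over the list alone. This interaction and the mtKSA2 counts there include the library that stood 69.6% of the way to mtORT. The counts at 8 h after P. rettgeri include the libraries holding female RNA. No values without these libraries are given for this list, so how far they rest on them stays open. After DCV 13 genes were higher and 37 lower in mtKSA2, with a median log2FC of -0.03 that was not called by camera (adjusted p = 0.0542) or fry (0.0901).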

Downregulated mtKSA2-related GO terms were involved in “cilium organization*”* and “cilium assembly*”* and “cuticle development*”* (Fig 4A’–4B’ and 4C’–4D’). Interestingly, at 20 h post *P*. *rettgeri* infection, terms related to “mitochondrial transport*”* and “protein localization to mitochondria*”* were downregulated in mtKSA2 (Fig 4B’ and S4 Table). In contrast, in mtORT mitochondria-related GO terms such as “cellular respiration*”* and “mitochondrial translation*”* were upregulated at 20 h after both infection types (Fig 4B and 4D). 

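Of 117 genes of cellular respiration, 65 were called higher and 8 lower in mtORT at 20 h after P. rettgeri, and 68 higher when adjusted over the list alone. Their median log2FC was 0.90 (camera adjusted p = 3.55e-11, fry 0.00013). At 20 h after S. aureus 65 were higher and 10 lower, with a median of 0.61 (camera adjusted p = 6.29e-09, fry 0.000131). In mtKSA2 the medians at 20 h were 0.07 (16 higher, 21 lower) after P. rettgeri and -0.09 (1 higher, 8 lower) after S. aureus, and neither was called. The median interaction of mitotype and infection was -0.72 after P. rettgeri (44 genes lower, camera adjusted p = 5.3e-20, fry 0.000131) and -0.61 after S. aureus (39 lower, camera adjusted p = 7.87e-19, fry 0.0025). At 8 h the list was higher in both mitotypes, with medians of 1.35 and 0.99 after P. rettgeri and 0.56 and 0.35 after S. aureus in mtORT and mtKSA2. Of these genes 47 are also among the OXPHOS subunits. The S. aureus values of mtKSA2 at 20 h, and the interaction, include the library that stood 69.6% of the way to mtORT. No value of the respiration list is given without that library. For the separate list of 83 OXPHOS genes the median in mtKSA2 at 20 h after S. aureus, also -0.09, became 0.25 without it.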

Many GO terms related to development were downregulated in mtORT (Fig 4A’–4B’ and 4C’–4D’).

mtKSA2 and mtORT were equally susceptible to DCV infection at the end-point survival (Fig 2B) but had surprisingly low overlap in differentially regulated genes after DCV infection when compared to their uninfected state, especially when looking at the upregulated genes (Fig 4E-4E’). 

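After DCV 379 genes were called higher in both mitotypes, 549 in mtORT alone and 346 in mtKSA2 alone, a shared part of 29.7%. Of the genes called lower 761 were shared, with 905 in mtORT alone and 308 in mtKSA2 alone (38.6%). The log2FC correlated between the mitotypes with r = 0.671 over the protein-coding genes tested in both, and 1019 genes were called for the interaction of mitotype and infection. The number called higher in mtORT alone depended on the test, and edgeR called 1289. Replicate 4 of the DCV-infected mtORT males held RNA of the other sex, estimated at 20.6%. Among the 549 genes 40.6% were higher in females than in males, against 7.51% of the 346, and without that library 94 of them (17.1%) were no longer called, which was 34.1% of those higher in females and 5.52% of the rest.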

Among the shared, significantly enriched upregulated processes were immune response related terms such as “response to other organisms” (Fig 4E). Genes related to mitochondrial processes such as “ATP production*”* and “aerobic respiration*”* were downregulated after DCV infection in both mitotypes (Fig 4E’). mtKSA2-specific upregulated genes did not form any significant GO terms, whereas mtORT showed upregulation of “ribosome biogenesis*”*, “cell migration*”* and multiple terms related to development (Fig 4E; S4 Table). mtKSA2 flies further downregulated genes related to mitochondrial function as well as cuticle development, and mtORT showed downregulation of several metabolic processes including carbohydrate, fatty acid and oxoacid metabolism (Fig 4E’ and S4 Table)

Overall, bacterial and viral infections induced varied responses at the gene expression level in the mtDNA mitotypes with the core immune-responsive genes equally affected in both mitotypes. Furthermore, mitochondrial processes seem to be upregulated in both mitotypes early after bacterial infection, but only in mtORT flies at the later timepoint, whereas DCV infection caused downregulation of various mitochondria related processes in both mitotypes.

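Over the infection responses of males, the cellular respiration list was called higher by camera and fry in both mitotypes at 8 h after both bacteria. In mtKSA2 the adjusted p at 8 h after P. rettgeri was 0.000333 by camera and 0.048 by fry, and after S. aureus 0.0402 and 0.0232. After DCV the median was -0.53 in mtORT (60 genes lower, camera adjusted p = 6.46e-15, fry 0.000499) and -0.52 in mtKSA2 (60 lower, camera adjusted p = 4e-23, fry 6.86e-05). The interaction after DCV was -0.18 (35 lower, camera adjusted p = 6.29e-09, fry 0.0025).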

### OXPHOS gene expression is affected by mitotype and infection

Genes related to respiration were upregulated in uninfected mtKSA2 flies (Fig 3B), and genes belonging to multiple mitochondria-related GO terms were affected after bacterial and viral infections (Fig 4). We therefore delved deeper into the expression patterns of OXPHOS genes in uninfected and infected flies. A number of genes classified in the *Drosophila* database FlyBase (https://flybase.org; [50]) as OXPHOS genes, with an addition “-like (L)” in the gene name (S6 Fig), did not respond to infections in the same way as the majority of the OXPHOS genes (S6 Fig). These genes are categorized as OXPHOS genes based only on sequence similarity. They have not been experimentally linked to OXPHOS, nor do they have mammalian homologues [50]. Based on limited data availability, we speculate that they could be pseudogenes and possibly not encoding OXPHOS proteins.

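The 83 OXPHOS genes had a median log2FC of 0.95 between uninfected mtKSA2 and mtORT males, from 0.26 to 1.46, and 77 were called higher and none lower. Adjusted over the list alone, 77 were called as well. The list was called by camera (adjusted p = 7.58e-65) and by fry (0.000588). The 13 genes of the mitochondrial genome had a median of 0.76 (9 called higher) and the 70 nuclear genes 0.96 (68 called higher). The mean level per library was 8.16 ± 0.151 (SD, n = 4) in mtKSA2 and 7.24 ± 0.162 in mtORT, a difference of 0.92 (two-sided exact permutation test, p = 0.029, the smallest possible with 4 libraries each, and 0.0458 adjusted over 24 comparisons of the list's levels). Of the settings tried, scaling by total reads moved the median most, to 0.83. In uninfected females the median was 0.81, and the interaction of sex and mitotype was -0.09.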

We found that uninfected mtKSA2 had consistently elevated gene expression of both nuclear and mitochondrial encoded subunits of the OXPHOS complexes (Fig 5A). Next, the OXPHOS gene expression patterns were followed in mtKSA2 and mtORT flies after infection compared to their respective uninfected states. 

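At 8 h after P. rettgeri the median log2FC of the 83 genes was 2.49 in mtORT (83 called higher) and 1.52 in mtKSA2 (81 called higher). After S. aureus it was 0.97 (70 higher) and 0.58 (46 higher, 1 lower). In mtKSA2 camera gave adjusted p of 1.04e-19 and 7.6e-10 for these, and fry 0.00665 and 0.0128. The genes of the mitochondrial genome had medians of 2.44 and 1.55 after P. rettgeri and 1.05 and 0.46 after S. aureus, in mtORT and mtKSA2. Without the 2 mtKSA2 libraries holding female RNA the mtKSA2 median after P. rettgeri was 1.93.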

At 8 h *p*.*i*., both mitotypes showed upregulation of most OXPHOS genes, with stronger upregulation in response to *P*. *rettgeri* infection. 

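Levels and changes differed here. In P. rettgeri infection at 8 h the level of the OXPHOS genes was 9.69 ± 0.576 (SD, n = 4) in mtKSA2 and 9.64 ± 0.298 in mtORT (two-sided exact permutation test, p = 0.886). Without the libraries holding female RNA the median log2FC between infected mtKSA2 and mtORT went from 0.06 to 0.39. For S. aureus it was 8.71 ± 0.215 in mtKSA2 and 8.14 ± 0.191 in mtORT, a difference of 0.58 (two-sided exact permutation test, p = 0.029), with 57 genes called higher and a median log2FC of 0.62 (camera adjusted p = 9.1e-35, fry 0.00773). Of the 83 genes 56 and 82 were at a higher level in infected mtKSA2 after the respective bacteria, but the rise from the uninfected state was larger in mtKSA2 for 0 and 2 of them. The median interaction of mitotype and infection was -0.78 and -0.32, with 1 and 4 genes called lower and 69 and 12 when adjusted over the list alone, and fry called neither (adjusted p = 0.0678 and 0.115).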

In general, OXPHOS gene expression was higher at 8 h *p*.*i*. in mtKSA2. 

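At 20 h after P. rettgeri the median log2FC of the OXPHOS genes was 1.66 in mtORT (81 called higher, fry adjusted p = 0.000137) and 0.22 in mtKSA2 (10 higher, 2 lower, fry 0.632), which total-read scaling, with a median of all genes of -0.22, turned to -0.08. At 20 h after S. aureus it was 1.12 in mtORT (75 higher, fry adjusted p = 0.000359) and -0.09 in mtKSA2 (5 lower, fry 0.770). The median interaction of mitotype and infection was -1.42 after P. rettgeri (70 genes called lower, 77 when adjusted over the list alone, camera adjusted p = 9.28e-53, fry 0.000379). After S. aureus it was -1.15 (64 lower, 82 adjusted over the list alone, camera adjusted p = 2.15e-49, fry 0.00924). The latter includes the mtKSA2 library that stood 69.6% of the way to mtORT at genes that tell the mitotypes apart. Without it the interaction was -0.87 and the mtKSA2 median 0.25.

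**Figure D3:**
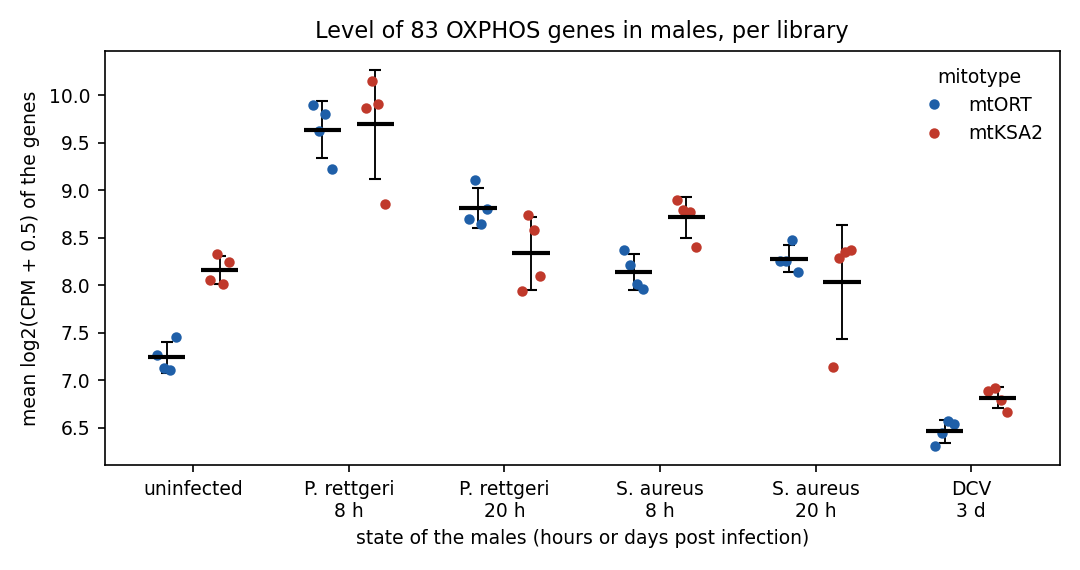
Mean log2(CPM + 0.5) of the 83 OXPHOS genes in each male library (points, 4 per group) against the state of the males, with mtORT in blue and mtKSA2 in red, black lines at the group mean and bars of 1 SD. The uninfected mtKSA2 libraries lay above those of mtORT, while at 20 h the groups overlapped, and 1 mtKSA2 library lay far below the others after S. aureus.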

At 20 h *p*.*i*., mtKSA2 flies did not have upregulated OXPHOS gene expression to the same extent as mtORT, possibly because most of the mtKSA2 flies were already recovering from the infection and thus mitochondrial metabolism was returning to the baseline level. In contrast, upon DCV infection, most OXPHOS subunit genes were downregulated in both mitotypes, indicating a specific mitochondrial response induced by a viral infection.

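After DCV the median log2FC of the OXPHOS genes was -0.80 in mtORT and -1.32 in mtKSA2, with 80 of 83 called lower in each (fry adjusted p = 0.000421 and 0.000137). The median interaction of mitotype and infection was -0.63, with 54 genes called lower and 58 when adjusted over the list alone (camera adjusted p = 8.09e-38, fry 0.002). Without the mtORT library holding RNA of the other sex, it was -0.57. The level in infected males was nevertheless higher in mtKSA2, at 6.82 ± 0.114 (SD, n = 4) against 6.46 ± 0.121 (two-sided exact permutation test, p = 0.029).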

**Fig 5:**
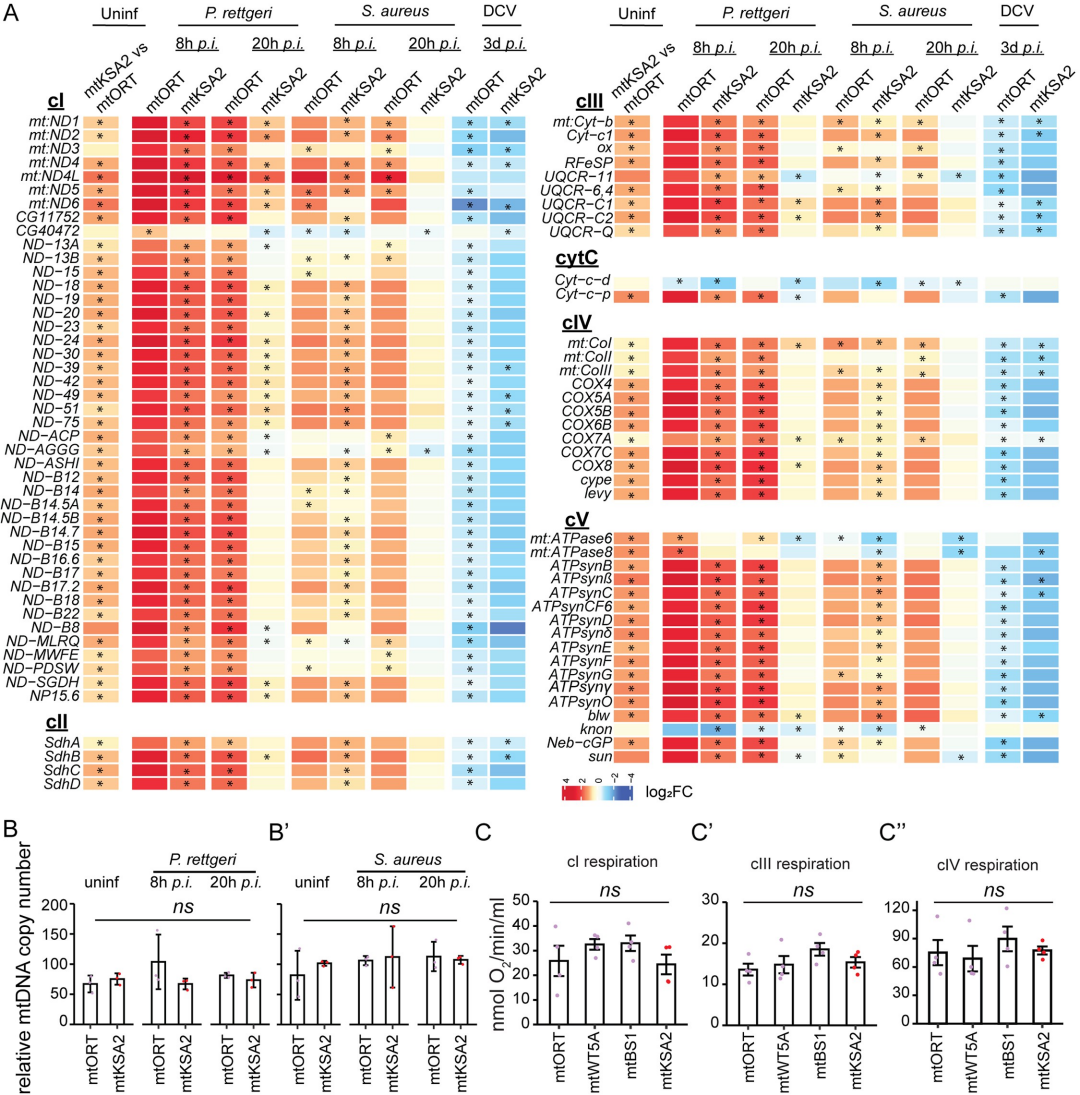
OXPHOS gene expression is modulated by mtDNA and the infection type. (**A**) The expression levels of OXPHOS complex genes. Stars denote statistically significant fold changes (FDR<0.15). (**B-B’**) Mitochondrial copy number was measured as copies of the mtDNA target gene *16S* relative to nuclear target gene *RpL32*. Copy number was measured in uninfected and bacterial infected cybrid males (n = 3, pools of 5). (**C-C”**) Mitochondrial respiration was measured in uninfected males by measuring oxygen consumption of the OXPHOS complexes I, III and IV (n = 4, pools of 200). Data in C & D was analysed using one-way analysis of variance. *ns* not significant; * p<0.05; ** p<0.01; *** p<0.001.

Because OXPHOS gene expression differed between mitotypes, infections and time points, we examined whether mtDNA copy number varied among these treatments. For this, we collected mtORT and mtKSA2 males at 8 and 20 h *p*.*i*., as well as uninfected controls. However, we detected no differences in the mtDNA copy numbers after *P*. *rettgeri* (Fig 4B) or after *S*. *aureus* (Fig 4B’) infections between the two mitotypes. To investigate if the elevated expression of OXPHOS genes in mtKSA2 was reflected in the performance of mitochondria, we measured oxygen consumption (nmol O_2_/ min/ml) of OXPHOS complexes cI, cIII and cIV in uninfected males of the four mitotypes, and did not detect significant differences in respiration between the mitotypes (Fig 4C-4C”). In conclusion, there are distinct changes in the OXPHOS gene expression patterns between mtKSA2 and mtORT flies and in how these two mitotypes respond to bacterial infection. However, these expression differences are not reflected in mtDNA copy number or respiration, and therefore the elevated OXPHOS gene expression might represent a compensatory response in mtKSA2.

### ROS-related gene expression is affected by mitotype and infection, but hydrogen peroxide levels do not vary among the mitotypes

One of mitochondrial contributions to the host response against infections is the generation of ROS, mainly via OXPHOS complexes I and III [51]. mtKSA2 flies possess the OXPHOS complex III gene *mt*:*cyt-b* variant (S5 Table). Therefore, it is possible that this mitotype may affect ROS production. We compiled a list of the most common ROS-related genes, such as ROS scavenging, producing and detoxifying enzymes, and checked their expression patterns from the transcriptome data in uninfected and infected mtKSA2 and mtORT flies (Fig 6A). 

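Sod2 (FBgn0010213, 2R, 16772785 to 16773915) had 218 ± 8.58 CPM (SD, n = 4) in uninfected mtKSA2 males and 149 ± 8.78 in mtORT, a log2FC of 0.54 (SE 0.0832, limma adjusted p = 0.00164), between 0.51 and 0.56 with 1 library left out. Sod3 (FBgn0033631, 2R, 11380347 to 11384114) had 74.1 ± 5.49 and 55.7 ± 4.08 CPM, a log2FC of 0.41 (SE 0.0906, limma adjusted p = 0.0144), which is below the limit of 0.5. The cytosolic Sod1 did not differ (log2FC 0.03, limma adjusted p = 0.930).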

Mitochondrial and extracellular *Superoxide dismutases* (*Sod2* and *Sod3*, respectively) that convert superoxide to hydrogen peroxide (H_2_O_2_) were upregulated in uninfected mtKSA2. In addition, *Pxd*, a peroxidase functioning in neutralizing H_2_O_2_ was highly upregulated in mtKSA2, whereas peroxiredoxins with the same function were not consistently up- or downregulated. 

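Pxd (FBgn0004577, 3R, 17014576 to 17027987) had 1.79 ± 0.658 CPM (SD, n = 4) in uninfected mtKSA2 males and 0.269 ± 0.0433 in mtORT, a log2FC of 1.53 (SE 0.180, limma adjusted p = 0.000279). With 1 library left out it ranged from 1.37 to 1.65. Among the peroxiredoxins Prx2540-2 (-1.54, SE 0.121, limma adjusted p = 1.78e-05) and Prx2540-1 (-1.16, SE 0.178, limma adjusted p = 0.00163) were called lower in mtKSA2. Prx3 (0.30, adjusted p = 0.0573) and Prx6005 (-0.01, adjusted p = 0.990) were not called.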

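Among the Gsts 4 were called higher in uninfected mtKSA2 males, namely GstD7 (log2FC 1.03, limma adjusted p = 0.0134), GstD9 (0.72, 0.000761), GstE13 (0.59, 0.00574) and GstS1 (0.53, 0.00419). GstD2 (-2.72, limma adjusted p = 6.73e-07), GstD8 (-0.94, 0.0114) and GstE7 (-0.68, 0.0619) were called lower. GstD2 was lower in mtKSA2 in every state of both sexes and lies near CG3397 on 3R, where CG3397, CG6908 and Cyp9f3 were higher and Cpn lower in every state. Over all 48 ROS-related genes tested the median was 0.11, with 8 called higher and 5 lower, and 9 and 5 when adjusted over the list alone (camera adjusted p = 0.777, fry 0.931).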

There were less consistent patterns observed among the Glutathione S- transferases (Gsts), functioning in a variety of detoxifying reactions (Fig 6A). 

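Duox (FBgn0283531, 2L, 2815970 to 2830248) had 15.7 ± 5.27 CPM (SD, n = 4) in uninfected mtKSA2 males and 8.10 ± 1.12 in mtORT, a log2FC of 0.86 (SE 0.207, limma adjusted p = 0.0217), between 0.69 and 1.00 with 1 library left out. Nox (FBgn0085428, 2R, 16307269 to 16316485) had 3.92 ± 1.31 and 2.45 ± 0.559 CPM, a log2FC of 0.55 (SE 0.210, limma adjusted p = 0.143), and was called in 3 of 8 fits with 1 library left out.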

Interestingly, the ROS-producing NADPH oxidases, *Nox* and *Dual oxidase* (*Duox*) were upregulated in uninfected mtKSA2 flies.

**Fig 6:**
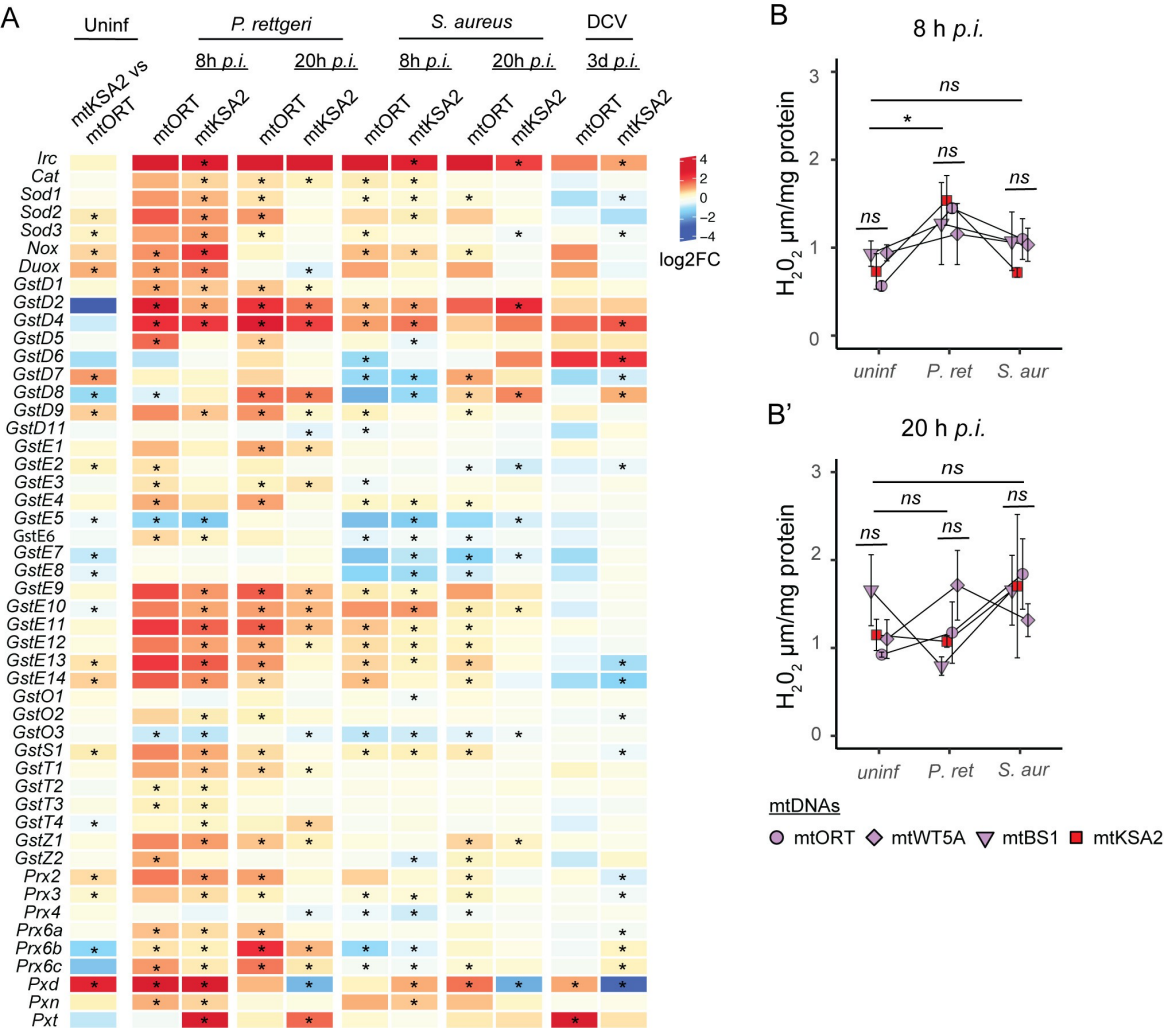
Expression of ROS scavenging and producing genes and hydrogen peroxide levels vary depending on mtDNA mitotype and infection type. (**A**) Log2 fold changes of ROS-related gene expression in uninfected mtKSA2 flies compared to uninfected mtORT and upon bacterial and viral infections compared to uninfected flies of the same mitotype. Stars denote statistically significant fold changes (FDR< 0.15). (**B-B’**) Hydrogen peroxide (H_2_O_2_) measured from uninfected and infected male flies 8h (**B**) and 20h (**B’**) post infection. Note that the 8h and 20h timepoints were separate experiments and therefore not directly comparable to each other. Data were analyzed using linear models with a natural log transformed response where appropriate (n = 3, pools of 5 flies). Although we observed no difference among mitotypes, H_2_O_2_ significantly increased at 8 h *p*.*i*. with *P*. *rettgeri* (p = 0.0127). *ns* not significant at the level of p>0.05; * p<0.05. Error bars represent +/- one standard error of the mean.

In general, at 8 hours post *P*. *rettgeri* infection, we observed that many ROS-related genes were upregulated in both mitotypes. 

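Of 49 ROS-related genes 35 were called higher and 3 lower in mtORT at 8 h after P. rettgeri, with a median log2FC of 0.91 (camera adjusted p = 9.29e-06, fry 0.00203). In mtKSA2 25 were higher and 2 lower, with a median of 0.51 (camera adjusted p = 6.46e-05, fry 0.00203). Adjusted over the list alone these counts were the same. The interaction of mitotype and infection was -0.12 and was not called (camera adjusted p = 0.0628, fry 0.533). Without the mtKSA2 libraries holding female RNA the mtKSA2 median was 0.76.

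**Figure D4:**
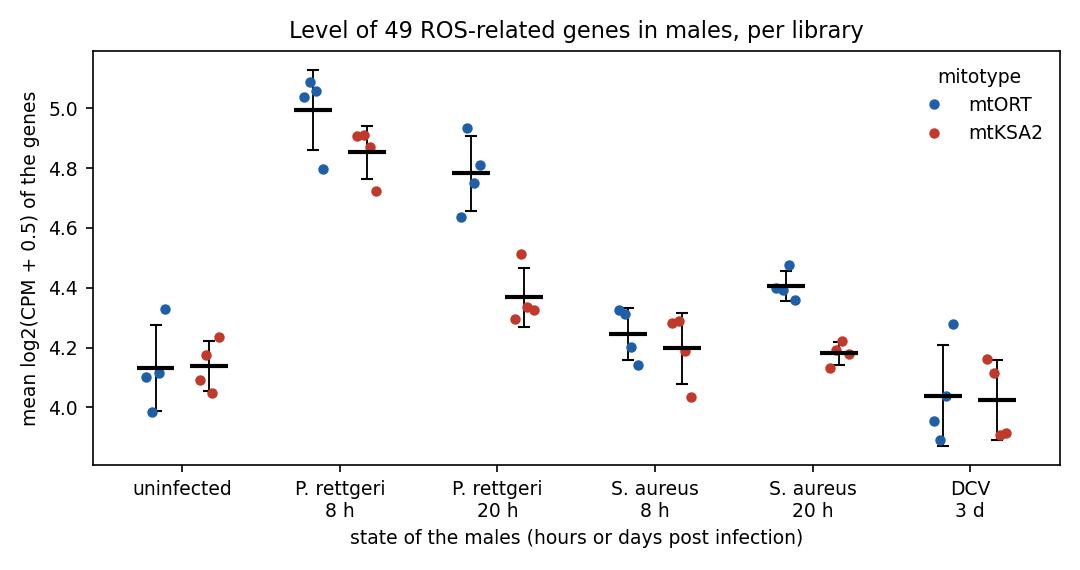
Mean log2(CPM + 0.5) of the 49 ROS-related genes in each male library (points, 4 per group) against the state of the males, with mtORT in blue and mtKSA2 in red, black lines at the group mean and bars of 1 SD. The level rose most at 8 h after P. rettgeri and was lower in mtKSA2 than in mtORT at 20 h.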

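Of the 49 ROS-related genes 24 were called higher in mtORT and none lower by limma at 20 h after P. rettgeri, and 25 higher when adjusted over the list alone (median log2FC 0.54, fry adjusted p = 0.00409). In mtKSA2 12 were higher and 3 lower, with a median of 0.12 that was not called (camera adjusted p = 0.164, fry 0.0767) and that total-read scaling, with a median of all genes of -0.22, turned to -0.16. The median interaction of mitotype and infection was -0.42, with 11 genes called lower (camera adjusted p = 2.68e-06, fry 0.0228). The level of the list was 4.37 ± 0.0989 (SD, n = 4) in mtKSA2 and 4.78 ± 0.124 in mtORT (two-sided exact permutation test, p = 0.029, 0.0763 adjusted over 24 comparisons).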

While the expression of these genes started to resemble the baseline level expression in mtKSA2 at 20 h *p*.*i*., they remained upregulated in mtORT (Fig 6A). After *S*. *aureus* infection, ROS-related genes were upregulated to a lesser extent than after infecting with *P*. *rettgeri* in both mtORT and mtKSA2, and they were mostly unaffected or downregulated upon DCV infection (Fig 6A).

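Among the ROS-related genes at 8 h after S. aureus, 13 were called higher and 7 lower in mtORT (median log2FC 0.09), and 5 higher and 8 lower in mtKSA2 (0.02). At 20 h the counts were 13 and 4 in mtORT (0.21) and 2 and 4 in mtKSA2 (-0.03). Without the mtKSA2 library that stood 69.6% of the way to mtORT, the -0.03 became 0.03. The medians of 0.09, 0.02 and 0.21 became -0.25, -0.24 and -0.06 with scaling by total reads, which moved the medians of all genes to -0.28, -0.225 and -0.25. After DCV 5 were higher and 15 lower in mtORT (-0.28), and 3 higher and 6 lower in mtKSA2 (-0.11). Adjusted over the list alone, 1 more gene was called higher after DCV in each mitotype. Of these, camera called mtORT at 20 h after S. aureus (adjusted p = 0.0385), and fry called none.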

Heme peroxidases exploit the reduction of H_2_O_2_ to catalyze various oxidative reactions. 

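Irc (FBgn0038465, 3R, 17002875 to 17007208) rose in mtKSA2 from 62.4 ± 24.6 to 433 ± 147 CPM (SD, n = 4) at 8 h after P. rettgeri, a log2FC of 2.79 (SE 0.344, limma adjusted p = 0.000241), and was called higher in each other infection of mtKSA2 too. In mtORT its log2FC was 3.61 at this time point (SE 0.154, limma adjusted p = 7.15e-08). Duox was called higher in mtKSA2 at 8 h after P. rettgeri (log2FC 1.33, SE 0.312, limma adjusted p = 0.00523) and lower at 20 h (-0.54, SE 0.214, limma adjusted p = 0.0603), the latter in 4 of 8 fits with 1 library left out. Pxd rose by 2.59 at 8 h after P. rettgeri (SE 0.520, limma adjusted p = 0.00243) and was called lower at 20 h after both bacteria and after DCV. Pxn (FBgn0011828, 3L, 2601455 to 2630064) was called at 8 h after S. aureus (0.88, SE 0.280, limma adjusted p = 0.0213) and, in 5 of 8 fits with 1 library left out, after P. rettgeri (0.72, SE 0.326, limma adjusted p = 0.0846). Pxt (FBgn0261987, 3R, 17719454 to 17722955) went from 0.167 ± 0.0222 to 57.4 ± 78.2 CPM in mtKSA2 at 8 h after P. rettgeri, a log2FC of 3.58 (SE 1.66, limma adjusted p = 0.0927). This came from the 2 libraries holding female RNA, and without them it was -0.10 (limma adjusted p = 0.453). At 20 h after P. rettgeri Pxt was called at 0.594 ± 0.363 CPM (log2FC 0.62, SE 0.201, limma adjusted p = 0.0282). Replicates 1 and 4 of these males had 75.3 and 78.7 CPM of the yolk protein gene Yp1 against 6.12 and 2.12 in the others, so traces of female RNA were not excluded as the source. In uninfected males Irc, Pxn and Pxt did not differ between the mitotypes (limma adjusted p = 0.671, 0.512 and 0.359).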

Out of the ten *Drosophila* heme peroxidases, *Duox*, *Immune-regulated catalase* (*Irc*), *Peroxidase* (*Pxd*), *Peroxidasin* (*Pxn*) and *Peroxinectin-like* (*Pxt*) were upregulated in uninfected and/or infected mtKSA2 (Fig 6A). As the upregulation of ROS producing and scavenging enzymes such as heme peroxidases might indicate an increase in the levels of ROS, we studied the effect of mitotypes and bacterial infection on the H_2_O_2_ levels in males from the four mitotypes. In general, H_2_O_2_ levels increased at 8 hours post *P*. *rettgeri* infection (Fig 6B), but although we observed increased expression of some of the ROS-related genes in mtKSA2 when compared to mtORT, this was not reflected in H_2_O_2_ levels in uninfected nor infected flies (Fig 6B-6B’). Taken together, both mitotypes induced expression of ROS genes as well as increased H_2_O_2_ after *P*. *rettgeri* infection, whereas there were less pronounced changes in gene expression and H_2_O_2_ level upon *S*. *aureus* infection. This suggests that ROS-related gene expression, in this context, can be used as a proxy of the degree of ROS present in the organisms. Based on these results, it is unlikely that changes in ROS production at the whole organism level are responsible for the enhanced immunocompetence in mtKSA2 flies.

### mtKSA2 shows signs of an enhanced cell-mediated immune response based on transcriptome profile

We did not detect changes in the AMP expression levels that would explain the enhanced survival of mtKSA2 flies upon bacterial infections (Fig 3C and S3 Table). However, a previous study demonstrated that mtKSA2 caused the formation of melanotic nodules when introgressed into different nuclear backgrounds, in the absence of infection [21]. Melanotic nodules are hemocyte aggregates and considered one of the hallmarks of activated cell-mediated innate immunity in *Drosophila* [40]. Hence, it is plausible that mtKSA2 may have more plasmatocytes or hemocyte immune activation prior to infection, explaining the appearance of melanotic nodules in uninfected larvae. Phagocytosis is an ancient cell-mediated immune defense [52] and therefore, we looked for changes in the expression of scavenger receptors expressed in hemocytes (plasmatocytes), the professional phagocytes in *Drosophila*, in our whole fly RNA sequencing samples. 

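In uninfected males eater (FBgn0243514, 3R, 27095867 to 27099679) had 4.86 ± 3.04 CPM (SD, n = 4) in mtKSA2 and 1.37 ± 0.172 in mtORT, a log2FC of 1.33 (SE 0.342, limma adjusted p = 0.0303). NimC1 (FBgn0259896, 2L, 13973158 to 13976769) had 26.1 ± 12.5 and 7.85 ± 1.29 CPM, a log2FC of 1.56 (SE 0.286, limma adjusted p = 0.00486). Sr-CI (FBgn0014033, 2L, 4121702 to 4124153) had 22.9 ± 11.0 and 10.4 ± 1.75 CPM, a log2FC of 0.98 (SE 0.291, limma adjusted p = 0.0583). Leaving out 1 library kept these between 1.03 and 1.62, 1.31 and 1.79, and 0.75 and 1.22. Between infected mtKSA2 and mtORT limma, with each comparison fitted alone and without array weights, called only NimC1 at 8 h after S. aureus among these genes after a bacterial infection, with 17.2 ± 4.28 and 6.12 ± 2.12 CPM and a log2FC of 1.43 (SE 0.230, limma adjusted p = 0.00323). For eater the log2FC at 8 and 20 h was 0.62 and 1.20 after P. rettgeri and 0.48 and 0.41 after S. aureus, and for Sr-CI -0.01, 1.05, 0.21 and 0.60, none of them called by that fit. A single limma fit of all males called eater, NimC1 and Sr-CI at 20 h after P. rettgeri. Array weights called eater at 8 h after both bacteria, NimC1 at 20 h after P. rettgeri, and all 3 genes at 20 h after S. aureus. DESeq2 also called NimC1 at 20 h after P. rettgeri (0.94) and S. aureus (0.79) and Sr-CI at 20 h after S. aureus (0.61). Against uninfected mtKSA2, eater was called higher in mtKSA2 at 8 and 20 h after P. rettgeri (2.34 and 2.11, limma adjusted p = 0.0013 and 0.00791) and at 8 h after S. aureus (0.88, limma adjusted p = 0.0705, in 4 of 8 fits with 1 library left out). Sr-CI was called at 8 h after P. rettgeri (1.97, limma adjusted p = 0.000894) and S. aureus (0.58, limma adjusted p = 0.102, in 3 of 8 fits, and not by edgeR), and NimC1 at 8 h after P. rettgeri (0.66, limma adjusted p = 0.114, in 4 of 8 fits). NimC1 was called lower at 20 h after P. rettgeri (-2.78, limma adjusted p = 6.99e-05). Between the mitotypes after DCV NimC1 (0.70, limma adjusted p = 0.0702) and eater (0.70, limma adjusted p = 0.136, in 2 of 8 fits with 1 library left out) were called higher in mtKSA2.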

We found that *eater*, *Nimrod C1* (*NimC1)* and *Scavenger receptor class C*, *type I* (*Sr-CI*) were elevated in uninfected mtKSA2, and also following bacterial infection at some of the timepoints (Fig 7 and S6 Table). In addition to these well-characterized receptors which aid in bacterial clearance, *simu* (*NimC4;* functioning in clearance of apoptotic bodies) and some of the less well characterized Nimrod-type receptors were also elevated in both uninfected and infected mtKSA2 (Fig 7 and S6 Table). In addition, we noted increased *Hemolectin* (*Hml*) expression, a gene expressed specifically in hemocytes, in uninfected mtKSA2 flies, as well as at 8 h after *P*. *rettgeri* infection in both mitotypes. These results indicate that mtKSA2 flies either have more immune cells or they exhibit increased phagocytic receptor expression to facilitate phagocytosis.

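NimC4 (FBgn0260011, 2L, 14047582 to 14048863) had 15.2 ± 10.2 CPM (SD, n = 4) in uninfected mtKSA2 males and 3.08 ± 0.911 in mtORT, a log2FC of 1.94 (SE 0.391, limma adjusted p = 0.00859). NimC2 (1.31, limma adjusted p = 0.0117), NimB4 (0.81, 0.0324) and NimB5 (0.81, 0.0384) were called as well, so that 7 of 14 scavenger receptor genes were higher and none lower, also when adjusted over the list alone. The list median was 0.59, called by camera (adjusted p = 0.00014) but not by fry (0.0648). The level of the list was 3.71 ± 0.414 in mtKSA2 and 2.98 ± 0.131 in mtORT (two-sided exact permutation test, p = 0.029, 0.0858 adjusted over 24 comparisons). Against uninfected mtKSA2, NimC4 was called higher at 8 h after P. rettgeri (1.21, SE 0.536, limma adjusted p = 0.0789, in 4 of 8 fits with 1 library left out) and lower at 20 h (-2.43, SE 0.462, limma adjusted p = 0.00199). Between infected mtKSA2 and mtORT it was called higher at 8 h after S. aureus (2.37, SE 0.448, limma adjusted p = 0.0079) but lower after DCV (-1.75, SE 0.556, limma adjusted p = 0.0948, in 4 of 8 fits). At 20 h after S. aureus its log2FC was 1.02 (limma adjusted p = 0.598), which DESeq2 alone called (1.21, adjusted p = 0.143). The list was called higher by camera in infected mtKSA2 after S. aureus, with medians of 0.28 (adjusted p = 0.00156) and 0.18 (0.0115) at 8 and 20 h, but fry called no infected state.

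**Figure D5:**
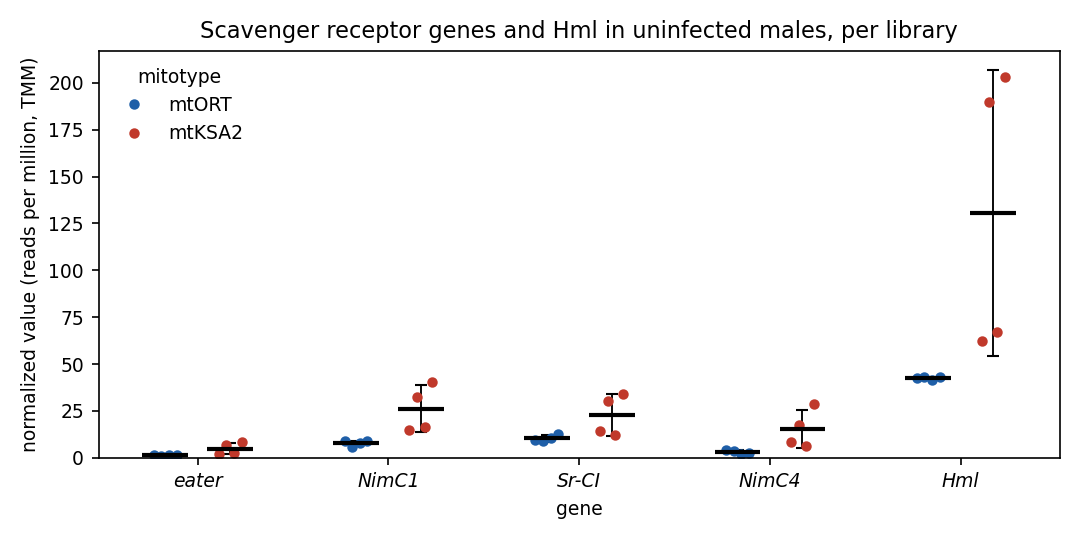
Normalized CPM of eater, NimC1, Sr-CI, NimC4 and Hml in each uninfected male library (points, 4 per group), with mtORT in blue, mtKSA2 in red, black lines at the mean and bars of 1 SD. For every gene the mean and the SD were larger in mtKSA2.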

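Hml (FBgn0029167, 3L, 13846054 to 13860001) had 130 ± 76.4 CPM (SD, n = 4) in uninfected mtKSA2 males and 42.5 ± 0.775 in mtORT, a log2FC of 1.40 (SE 0.350, limma adjusted p = 0.027), between 1.11 and 1.68 with 1 library left out. It rose at 8 h after P. rettgeri from 34.0 ± 0.804 to 197 ± 71.3 CPM in mtORT, a log2FC of 2.45 (SE 0.216, limma adjusted p = 4.43e-06), and from 101 ± 55.7 to 310 ± 140 in mtKSA2, a log2FC of 1.70 (SE 0.421, limma adjusted p = 0.00694). A list of 15 hemocyte genes had a median log2FC of 1.33 in uninfected mtKSA2 males, with 11 called higher (camera adjusted p = 9.39e-07, fry 0.0547). The rise of the receptors in whole flies therefore cannot be separated from a larger number of hemocytes.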

**Fig 7:**
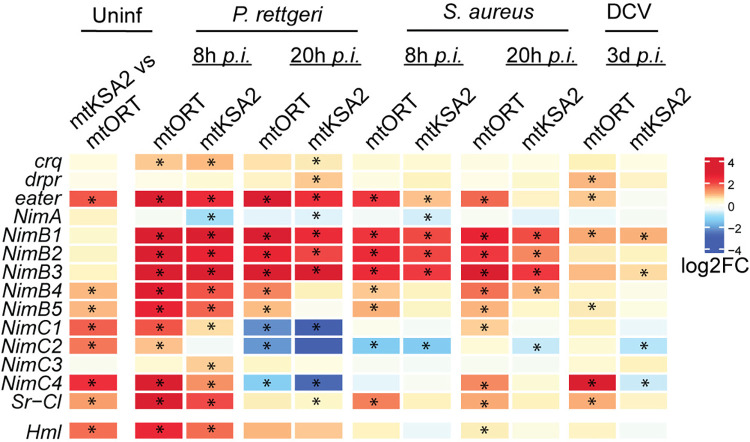
Scavenger receptors expressed in hemocytes. Expression patterns of scavenger receptors that are expressed in plasmatocytes in the uninfected mtKSA2 compared to uninfected mtORT flies, and upon different infections (mitotype compared to its uninfected basal level). Stars denote statistically significant fold changes (FDR< 0.15).

### mtKSA2 enhances the immune response after parasitoid wasp *Leptopilina boulardi* infestation

mtDNA variation, and especially mtKSA2 affected the survival rates of the flies after exposure to bacterial and viral pathogens (Figs 1 and 2). However, this was not reflected in the Toll and Imd mediated expression levels of AMPs, but instead there was evidence for increased hemocyte number in the mtKSA2 flies prior to infection (Fig 7). Furthermore, previous findings show that mtKSA2 flies exhibit melanotic nodules, a possible indication of aberrantly activated cell-mediated innate immunity [21]. Therefore, we studied the effect of mtDNA variation on the cell-mediated immune response at the larval stage. Parasitoid wasps infect *Drosophila* larvae and elicit a cell-mediated immune response. Melanotic nodules are reminiscent of the melanised capsule that is formed around parasitoid wasp eggs and larvae as a cellular defense mechanism to kill the intruder. We used the parasitoid wasp, *Leptopilina boulardi* to infect larvae of the four mitotypes and scored the efficiency of the immune response as a proportion of melanised wasp eggs and larvae found inside the fly larvae. Two rearing temperatures were used: 25°C (bacterial and viral infections were performed at this temperature) and 29°C (this temperature is commonly used for the wasp assays and when using the binary GAL4/UAS system for genetic manipulation [53]). In general, we found that fully (+) melanised wasp larvae were scarce in all four strains when reared at 25°C, ranging from 0% in mtORT and mtWT5A to 5% in mtBS1 and 9% in mtKSA2 (Fig 8A). Larvae reared at 29°C displayed an enhanced encapsulation response and mtKSA2 larvae were able to melanise (both partially and fully) more wasp larvae than the other cybrids (Fig 8A), showing that mtKSA2 enhances the cell-mediated innate immune response at the larval stage.

**Fig 8:**
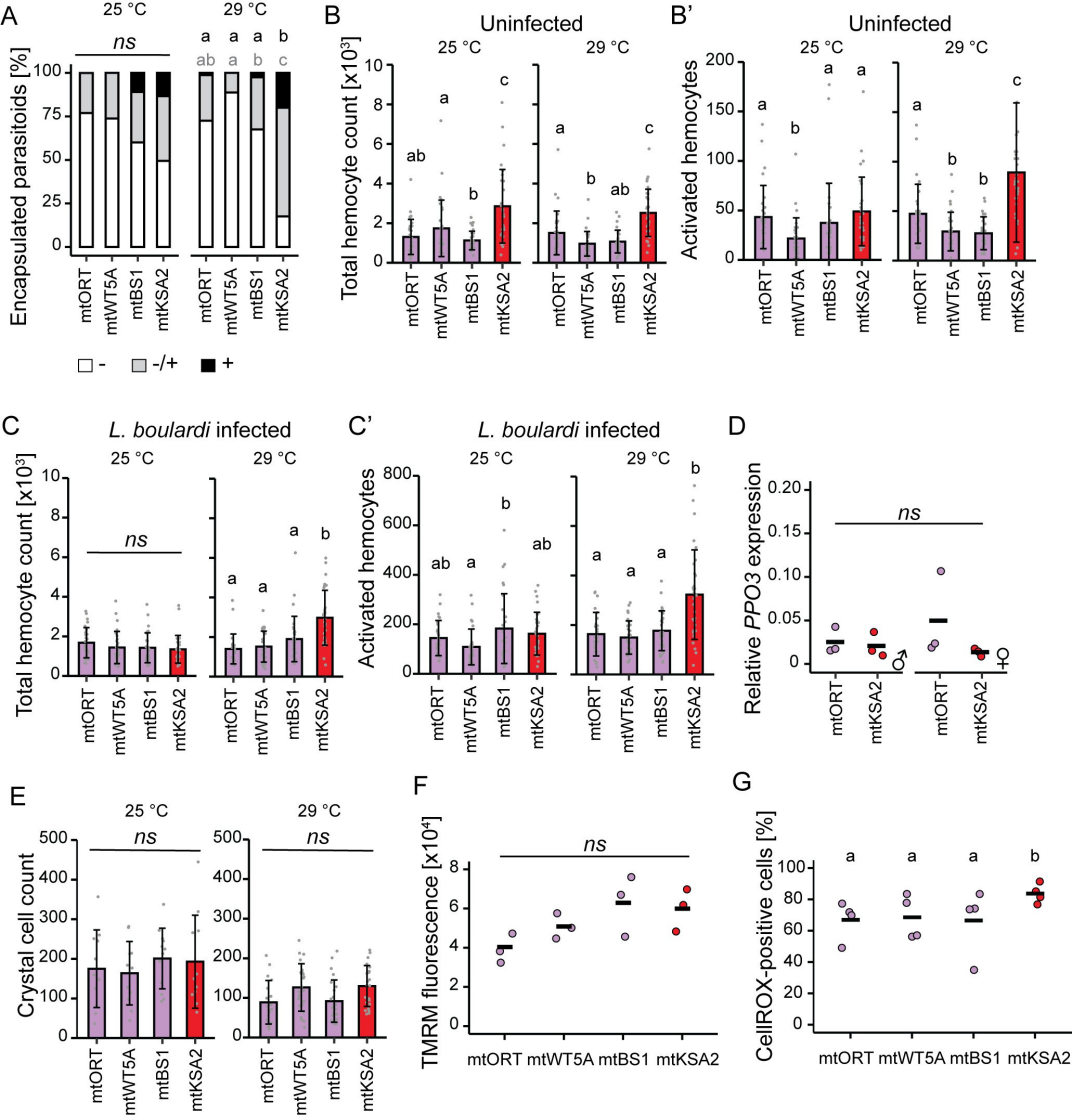
mtKSA2 variation modulates the cell-mediated innate immune response in larvae. (**A**) The effect of mtKSA2 and three other mitotypes on cell-mediated innate immunity was studied using a parasitoid wasp infection model. The success of the immune response was categorized as (-) a completely failed response with living, unmelanised wasp larva, (-/+) a partially successful response with partially melanised larva and (+) a successful response with completely melanised and encapsulated wasp larva (n = 80). The data was analysed with logistic regression with a binomial distribution and Tukey post hoc tests were applied for pairwise comparisons. Grey letters indicate statistical differences when comparing proportion of partially or fully (LM + M) melanised wasp eggs/larvae among the strains, and black letters indicate the difference when comparing fully melanised (successful immune response) wasp eggs/larvae. The same letter indicates that there was no statistically significant difference, different letter indicates a statistical difference at the level of p < 0.05. (**B-C’**) Total hemocyte numbers and numbers of cells falling into the activated hemocyte gate in uninfected (**B-B’**) and wasp-infected (**C-C’**) larvae, reared either at 25°C or 29°C using a flow cytometer (n = 30). One mtKSA2 individual had a very high cell count in B’ (417 activated hemocytes) and was removed from the plot to facilitate plotting. The data on hemocyte counts was analysed using a generalized linear model with a negative binomial distribution, temperatures were analysed separately. Error bars indicate standard deviation. The same letter indicates that there was no statistically significant difference, different letters indicate a statistical difference at the level of p < 0.05. (**D**) The expression of a lamellocyte specific gene, *PPO3*, was measured in the hemocytes of mtORT and mtKSA2 male (on the left) and female (on the right) larvae reared at 29°C (n = 3) relative to *His3*.*3B* expression (2^(-dCT)). (**E**) Crystal cell counts were measured in larvae reared at 25°C and at 29°C. Numbers of black punctate (crystal cells) were counted from the three lowest larval segments (n = 12 for 25°C, n = 24 for 29°C). (**F**) Mitochondrial membrane potential was assayed as the fluorescent signal intensity of TMRM dye in hemocytes (n = 3). Data were analysed using a one-way ANOVA. (**G**) Reactive oxygen species (ROS) levels were measured in the hemocytes of non-infected larvae reared at 29°C using the CellROX^TM^ green reagent (n = 4, ~2000 hemocytes per replicate) as a percentage of hemocytes stained with CellROX^TM^. The data were analysed using a logistic regression with a binomial distribution and Tukey post hoc tests were applied for pairwise comparisons.

### mtKSA2 larvae have higher hemocyte counts pre and post infection and a stronger melanisation response

Hemocyte proliferation and lamellocyte differentiation are necessary for the successful encapsulation and melanisation of parasitoid wasp eggs and larvae. Therefore, we used flow cytometry to assess the total number of circulating hemocytes in uninfected and *L*. *boulardi* -infected larvae (S7A–S7C’ Fig). Hemocyte counts between the male and female larvae within a mitotype differed only on a few occasions (S7D–S7E’ Fig), so we pooled the hemocyte data for subsequent analyses (Fig 8B–8C’). Uninfected mtKSA2 larvae had the highest baseline hemocyte counts at both temperatures (Fig 8B). In addition, at 29°C mtKSA2 also had more hemocytes after parasitoid infection (Fig 8C).

To test if the differences in the hemocyte numbers might be due to the differences in hemocyte viability, we analysed the proportion of dead hemocytes (PI-positive) relative to total hemocyte counts. In general, there were no major differences in hemocyte viability, but mtKSA2 larvae had a slightly smaller proportion of PI-positive hemocytes than mtORT larvae in all conditions except for in uninfected larvae reared at 29°C (S7F-S7G’ Fig). Based on the flow cytometry FSC-area vs. FSC-height plot, mtKSA2 larvae also had more hemocytes that could be categorized as immune activated (lamellocytes) in both uninfected and wasp-infected larvae at 29°C compared to other cybrids (Fig 8B’ and 8C’). We measured the expression of a lamellocyte-specific gene *prophenoloxidase 3* (*PPO3;* [38]) from the hemocytes of uninfected mtORT and mtKSA2 larvae maintained at 29°C to test for the presence of mature lamellocytes. However, there were no differences in the expression levels of *PPO3* (Fig 8D).

In addition to lamellocytes, crystal cells, which are the main producers of melanin upon wounding, participate in the melanisation response of parasitoid wasp eggs and larvae. We quantified the amount of crystal cells from 3^rd^ instar larvae reared at 25°C and 29°C and found no differences when measured from the three lowest posterior segments from the dorsal site of the larvae (Figs 8E and S8A–S8A’). However, there were differences in the presence of crystal cells in the lymph glands: mtORT = 30%, mtWT5A = 8.3%, mtBS1 = 20.8% and mtKSA2 = 75% of the larvae (n = 12) were shown to have dark punctae in the lymph gland (S8A’ Fig).

Next, we assessed the efficacy of the melanisation response at the larval stage by dissecting larvae and bleeding the hemolymph onto a glass slide, after which we measured the strength of spontaneous melanisation (S8B Fig). mtKSA2 larval hemolymph had a significantly stronger melanisation response compared to mtORT or mtWT5A, when analysed at the endpoint of the experiment (S8B’ Fig). Therefore, we conclude that the measured hemocyte profiles are indicative of enhanced cell-mediated innate immunity in mtKSA2 flies at the larval and adult stages regardless of infection status.

### mtKSA2 does not affect the mitochondrial membrane potential but increases ROS in hemocytes

In a previous study, we showed that hemocyte targeted OXPHOS gene knockdown causes mitochondrial depolarization, elevated hemocyte count, and immune activation [53]. To assess the effect of the four mtDNA mitotypes on mitochondrial function in hemocytes, we measured the mitochondrial membrane potential of hemocytes in uninfected cybrid larvae (Fig 8F). There were no significant differences in the mitochondrial membrane potential among mitotypes, but on average mtORT hemocytes tended to have a lower membrane potential. In general, higher mitochondrial membrane potential is related to elevated levels of ROS [54]. We used CellROX green probe to measure ROS from larval hemocytes reared at 29°C. First, we used hemocytes from larvae fed with the antioxidant N-acetylcysteine (NAC; 1 mg/ml of food) as a negative control, and hemocytes from wasp-infected larvae as a positive control. As expected, the highest proportion of CellROX-positive hemocytes, and also the highest CellROX-intensity, were found in the untreated wasp-infected larvae, followed by descending CellROX prevalence in untreated and uninfected, NAC-fed infected and finally NAC-fed uninfected larvae (S9A–S9C Fig). We found that the mtKSA2 larvae had the highest proportion of CellROX-positive hemocytes, while the remaining three cybrid lines showed similar ROS levels (Fig 8G). Taken together, our data on larval hemocytes suggest that mtKSA2 larvae have enhanced encapsulation efficiency as a result of increased hemocyte numbers. Further, the increased levels of ROS in mtKSA2 hemocytes may aid in killing the parasite. In addition to the enhanced melanisation response on the parasitoid eggs and larvae, the melanisation response of the larval hemolymph was also the strongest in mtKSA2.

## Discussion

Mitochondria have multifaceted roles in the cell besides the generation of ATP, and production of heat [55]. One of these roles concerns mitochondrion as a hub for metabolites with important functions in the immune responses [15]. We focused on the effect of mtDNA variation on innate immune responses and found it to cause heterogeneity in infection outcomes. Among a panel of cybrid lines, mitotype mtKSA2 was shown to enhance both humoral and cellular innate immune responses in adult and larval stages, respectively. The enhanced immunocompetence of mtKSA2 was not due to preactivation of humoral immune signaling pathways, but instead due to increased larval hemocyte count and upregulation of scavenger receptors expressed in hemocytes prior to and upon parasitoid and bacterial infections. Furthermore, mtKSA2 hemocytes had increased ROS-production and stronger melanisation response, further explaining the enhanced immunocompetence.

Variation in the mtDNA has been shown to affect biochemical, cellular and physiological traits in various species [18–20,56–58]. Here, we studied the effect of natural mtDNA variation on the innate immune response using a *Drosophila* cybrid model. A panel of mitotypes in the same donor nuclear background (Oregon-RT, ORT) showed that mtDNA variation modulates infection outcomes after bacterial, viral and parasitoid infections. We focused on four distinct mitotypes ([18]; S5 Table) with either weak (mtORT, mtBS1) or strong (mtKSA2 and mtWT5A) immune response against bacterial pathogens, and selected mtKSA2 and mtORT for transcriptomic profiling. mtKSA2 enhanced the immunocompetence of the host following infection with a range of pathogens. mtKSA2 harbours a single nucleotide polymorphism (SNP) D21N in the *cytochrome b* (*mt*:*cyt-b*) gene of OXPHOS complex III (cIII). Based on the crystal structure model, D21N is predicted to destabilize the interaction between the *mt*:*cyt-b* and the nuclear encoded gene *UQCR-C1* of the active site of cIII [21]. Furthermore, Bevers et al. [59] showed that among 169 sequenced mtDNA genomes of the Drosophila Genetic Reference Panel (DGRP) strains, *mt*:*cyt-b* contained more nonsynonymous/missense mutations than the other genes encoded by the mtDNA. This may indicate that *mt*:*cyt-b* maintains higher sequence variation due to possible roles in other functions beside the OXPHOS. mtKSA2 also contains an A75T SNP in the cIV gene *Cytochrome c oxidase subunit III* (*mt*:*COIII)*, but the effects of this mutation are assumed to be neutral [21]. Both *mt*:*cyt-b* and *mt*:*COIII* were significantly upregulated in uninfected mtKSA2 when compared to mtORT flies (Fig 5A). mtORT bearing flies were more susceptible to infections than most of the cybrid lines (Fig 1). mtORT contains an indel in *mitochondrial small ribosomal RNA* (*mt*:*srRNA*, *12S*) and has a slightly shorter A+T rich non-coding region when compared to other mtDNA mitotypes, resulting in a smaller mtDNA (S5 Table) [18]. This sequence variation and additional synonymous mutations [18] between mtORT and mtKSA2 and subsequent mitonuclear interactions may result in the observed differences in the immunocompetence of the hosts.

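In uninfected males mt:Cyt-b (FBgn0013678, mitochondrial genome, 10499 to 11635) had 8847 ± 1858 CPM (SD, n = 4) in mtKSA2 and 4559 ± 889 in mtORT, a log2FC of 0.95 (SE 0.210, limma adjusted p = 0.0141), between 0.86 and 1.06 with 1 library left out. mt:CoIII (FBgn0013676, mitochondrial genome, 4736 to 5524) had 9949 ± 2027 and 7202 ± 1228 CPM, a log2FC of 0.46 (SE 0.212, limma adjusted p = 0.249), and passed neither limit. With edgeR its adjusted p was 0.148, and with 1 library left out it was called in 1 of 8 fits.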

Although the cybrid model is widely utilized to study the effect of mtDNA variation by controlling the possible variation arising from the nuclear genome [15,22,60,61], it has some drawbacks. After ten generations of backcrossing the original nuclear background of the newly created cybrid line is replaced by 99.9% of the new donor nuclear background, leaving 0.1% of the nuclear genes unreplaced. At the level of the *Drosophila* genome (around 14 000 protein coding genes) this would leave around 14 genes unreplaced. However, previous work demonstrated that specific phenotypic traits of mtKSA2 cybrids originate from the mitochondrial genome and the OXPHOS function. Salminen et al. [18] showed that mitotype mtKSA2 led to a low mtDNA copy number when present in three different nuclear backgrounds. Furthermore, when introgressed into a “mitochondrial disease” nuclear background containing a mutation in the gene *technical knockout* (*tko25t*) encoding for the mitoribosomal protein S12 [62], mtDNA copy number was increased and the egg-to-pupa development time was significantly prolonged in comparison to other introgressed mitotypes. Ultimately, the *tko25t* + mtKSA2 combination caused synthetic lethality at the late pupal stage [21]. Surprisingly, 6% of the healthy nuclear background + mtKSA2 larvae had melanotic nodules, and this increased to 65% in *tko25t* + mtKSA2 larvae [21]. The formation of melanotic nodules was attributed to OXPHOS function, as with all tested cybrid lines, feeding the larvae with cIII inhibitor Antimycin A also led to the formation of melanotic nodules, and was lethal in the case of mtKSA2 [21]. These results indicate that harbouring mitotype mtKSA2 leads to increased sensitivity to (additional) cIII-related mitochondrial perturbations. Furthermore, mtKSA2 decreases fly lifespan [21], and the mtKSA2 flies tend to spend more time sleeping and move less than other cybrid lines [19]. As the aforementioned phenotypes can be theoretically connected to the function of mitochondria, we believe that majority of phenotypic traits observed in mtKSA2 cybrids originate from the mtDNA variation and the mitochondrial functions.

Although mtKSA2 and mtORT vary in their mtDNA sequences and show variation in several infection related phenotypes, we did not observe changes in the mtDNA copy number in flies infected with bacteria, oxygen consumption in uninfected flies, or in the mitochondrial membrane potential of hemocytes from uninfected larvae. Therefore, mtDNA variation of the mtKSA2 and mtORT mitotypes does not seem to drastically affect the measured mitochondrial parameters. However, uninfected mtKSA2 flies expressed both nuclear and mitochondrial encoded respiration related genes at higher levels than mtORT flies. After upregulation at early infection stages (8 h *p*.*i*), OXPHOS gene expression in mtKSA2 flies quickly returned to near pre-infection levels at 20 h *p*.*i* but stayed elevated in mtORT. Hence, OXPHOS gene expression might be indicative of infection progression: a high demand for OXPHOS gene expression during initiation and maintenance of the immune response and a downregulation towards the resolution phase. Consequently, proper and timely OXPHOS regulation might affect the outcome of bacterial infection. 

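The level of the OXPHOS genes in mtKSA2 males at 20 h was 8.34 ± 0.383 (SD, n = 4) after P. rettgeri and 8.04 ± 0.602 after S. aureus, and in mtORT males 8.81 ± 0.208 and 8.28 ± 0.142. For the difference of the mean levels between the mitotypes p was 0.0857 and 0.743 (two-sided exact permutation tests), while the median log2FC between them was -0.56 and -0.23, with 11 and 3 of 83 genes higher in mtKSA2. Before infection that median was 0.95. Within mtKSA2 after S. aureus, replicate 1 was far below the other libraries, and this library stood 69.6% of the way to mtORT at genes that tell the mitotypes apart. Without it the median log2FC of -0.23 between the mitotypes became 0.09, so its sign rests on this library. From the smaller change in mtKSA2 at 20 h p.i., the paper proposes that most mtKSA2 flies were already recovering and that their mitochondrial metabolism was returning to baseline. The data end at 20 h p.i. and hold no bacterial load per pool, so recovery itself was not measured here.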

OXPHOS activity can be regulated at the protein level, e.g. via phosphorylation [63]. This type of post-translational modification of OXPHOS could explain why we did not observe differences in respiration despite the upregulated expression of OXPHOS genes in mtKSA2 flies. In addition, the method we used for measuring oxygen consumption may not be sensitive enough to detect subtle changes in respiration.

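By genome, the 13 mitochondrial OXPHOS genes had a median log2FC of -0.85 in mtORT and -0.99 in mtKSA2 after DCV, and the 70 nuclear genes -0.78 and -1.34. Between infected mtKSA2 and mtORT the median was 0.30, with 9 genes called higher and 11 when adjusted over the list alone (camera adjusted p = 7.62e-19, fry 0.00665).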

In case of DCV infection, both mtORT and mtKSA2 flies tended to have a suppressed expression of OXPHOS related genes when compared to uninfected or bacteria infected flies. Of note, mtKSA2 did not provide protection against DCV, in contrast to the other infections studied herein. This might be due to stronger negative effects of DCV on mitochondrial function, which override the protective effects caused by specific mtDNA variation. Previous work demonstrated that DCV is associated with the downregulation of genes involved in ATPase activity [48], as well as changes in locomotor activity and metabolic rate [64,65], all of which may indicate disruption of mitochondrial function. Systemic DCV infections in *Drosophila*, like the ones performed herein, lead to infection of the smooth muscles around the crop, the food storage organ, causing nutritional stress that results from intestinal obstruction [48]. Further, DCV infected cells around the crop show abnormalities such as swollen mitochondria [48], perhaps indicating a role of the mitochondria in DCV dissemination and persistence. Multiple studies revealed that the alteration of mitochondrial function enables viruses to evade the innate immune response (reviewed in [66,67]). For example, Hepatitis C Virus (HCV), a single stranded, positive sense RNA virus, induces mitochondrial fission and mitophagy (the elimination of damaged mitochondria), promoting viral persistence [68]. SARS-CoV-2, another single stranded positive sense RNA virus, alters mitochondrial morphology [69], downregulates both mitochondrial and nuclear encoded OXPHOS gene expression as well as TCA cycle genes [70,71], but can also dysregulate the expression of mtDNA genes and cause disruption of mito-nuclear crosstalk [72].

Given that mitochondria participate in immune cell activation, trigger an innate immune response [53], initiate the inflammatory response via mtDAMPs and play a role in tissue regeneration [73], it seems likely that immune priming could also be partly modulated by mitochondrial variation. Immune priming or invertebrate immune memory has been demonstrated across a range of taxa [74]. Furthermore, we aimed at finding out whether the immune response of the mtKSA2 flies could be further enhanced by priming, as uninfected mtKSA2 flies already manifested signs of immune activation. Here, we found that in general, the survival rates improved when the flies were primed with heat inactivated *P*. *rettgeri*, prior to infection with live *P*. *rettgeri*. However, mtKSA2 flies did not respond to priming, indicating that the mtKSA2 innate immune response could be endogenously primed. Immune priming in invertebrate species can cause a significant upregulation of AMPs following a live challenge [74,75], which is usually associated with enhanced protection upon reinfection. However, based on our RNA sequencing data, uninfected mtKSA2 flies had lower AMP levels compared to mtORT and displayed similar AMP induction patterns as mtORT when infected. These results suggest that the protective effect of mtKSA2 does not originate from a more robust activation of the humoral immune signaling pathways and their downstream effector molecules.

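In uninfected males the AMP level was 3.33 ± 0.179 (SD, n = 4) in mtKSA2 and 3.57 ± 0.303 in mtORT, a difference of -0.24 (two-sided exact permutation test, p = 0.2), and the list was called lower by camera (adjusted p = 0.0034) and not by fry (0.226). In females the uninfected level was 3.77 ± 0.228 in mtKSA2 and 4.35 ± 0.396 in mtORT, a difference of -0.57 (two-sided exact permutation test, p = 0.0857).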

Mitochondrial variation or dysfunction tend to be most evident in tissues with high ATP consumption rate [76,77]. All fly tissues contribute to gene expression patterns we observed in our RNA sequencing data. The main immune tissues of *Drosophila*, the fat body and the hemocytes, respond to infection in distinct ways [78]. While there are some common transcriptional changes, such as upregulation of AMP expression, most of the other expression patterns are tissue specific. The fat body responds to infection by enhanced expression of translation and OXPHOS related genes, whereas hemocytes upregulate genes related to phagocytosis, cell adhesion and cytoskeleton remodeling [78]. Our previous work showed that fat body specific knockdown of nuclear encoded OXPHOS genes delayed the development and weakened the immune response of the flies against parasitoid wasps [53]. However, hemocyte-specific knockdowns led to increased hemocyte counts, hemocyte activation and formation of melanotic nodules prior to an immune challenge, and ultimately enhanced the immune response against the parasitoid [53]. Furthermore, knock down of the cIII gene *UQCR-C1* in hemocytes caused a decrease in the mitochondrial membrane potential, inducing the mitochondrial unfolded protein response (UPR^mt^), which is activated upon mitochondrial stress to maintain mitochondrial integrity [53,79].

Relatively mild mitochondrial perturbation caused by genetic or environmental stressors can activate or upregulate pathways that enhance the ability to withstand more severe stress, a phenomenon referred to as mitohormesis [80]. Research suggests that factors potentially eliciting a hormetic response improve organismal health [80,81]. For example, elevated levels of ROS can elicit a mitohormetic response [82,83] and the promotion of immune competence is a potential outcome of mitohormesis [84,85]. Here, the host level effect of mtKSA2 on mitochondrial function seems to be milder than the one seen when *UQCR-C1* was knocked down in hemocytes [53]. 

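The 6 genes of the mitochondrial unfolded protein response (UPRmt), ClpP, CG4538, Hsc70-5, Hsp60A, Lon and Trap1, had a median log2FC of 0.09 between uninfected mtKSA2 and mtORT males, and the largest was that of Hsc70-5 (0.19). In uninfected males 0 had an unadjusted p under 0.05 by limma and none was called by edgeR or DESeq2. Between the mitotypes none was called by limma in any state, and neither camera nor fry called the list (smallest adjusted p 0.339 and 0.0991 over all male comparisons). Against the uninfected state at most 1 gene was called higher and 3 lower, in mtKSA2 at 8 h after P. rettgeri.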

We did not detect changes in the mitochondrial membrane potential, nor did we detect gene expression patterns indicative of activated UPR^mt^ when the transcriptomes of uninfected and infected mtKSA2 and mtORT flies were compared. mtDNA variation is present in all tissues of the cybrid fly lines. However, the whole fly RNA sequencing samples may mask tissue-specific responses against mitochondrial stress, e.g., due to different metabolic needs of the tissues, as well as their responses upon infection.

Interestingly, we detected changes in the abundance and function of the hemocytes in mtKSA2 flies when compared to other mitotypes. The expression of the phagocytic receptors was upregulated in uninfected mtKSA2 flies, indicating either increased number of immune cells or increased expression of phagocytic receptors to facilitate phagocytosis. Phagocytosis has been shown to have a role in immune defense against the intracellular pathogen *S*. *aureus* [86,87] and there is some evidence for its role in response to *P*. *rettgeri* [88]. An enhanced immune response against bacteria in mtKSA2 flies might therefore result from the increased number of immune cells and enhanced cell-mediated innate immunity. Indeed, mtKSA2 larvae had elevated hemocyte numbers when compared to the other mitotypes and they also produced more ROS. However, this was evident only when the larvae were reared at 29°C and not when reared at 25°C. Furthermore, mtKSA2 had a much stronger encapsulation response against wasps at 29°C compared to the other mitotypes. Possible explanations for this observation include the fact that higher temperatures enhance metabolic rates [89] and increase ROS production [90]. The mtKSA2 line was originally collected from Southern Africa, and it is possible that the optimal temperature for the function of this mitotype is higher than for the other three mitotypes, which were collected in Europe or the United States [18]. Although mtKSA2 exhibits an increase in total hemocytes, it remains unclear if it also induces lamellocyte formation at the basal level or affects some other aspect of hemocyte immune activation that is beneficial for the cellular immune response. mtKSA2 also had more crystal cells in the lymph gland and a significantly stronger hemolymph melanisation response than mtORT and mtWT5A. Based on our results, mtKSA2 has a hemocyte profile that resembles the immune activated cell-mediated innate immunity and dampened AMP profile prior to infection, which leads to improved responses against parasitic invaders, as well as bacterial pathogens.

Our work illustrates that the *Drosophila* model offers a powerful means to disentangle variation in immune responses arising from mitochondrial variation, particularly from mtDNA polymorphisms which receive less attention in comparison to variation caused by the nuclear genome. Our results therefore contribute to the understanding of innate immunity by providing information about the genetic causes underlying the variation seen in the immune response.

## Materials and methods

### *Drosophila melanogaster* cybrid strains and rearing conditions

The *D*. *melanogaster* cybrid strains were created by backcrossing virgin females of nine mtDNA genome donor strains (originally from the Bloomington Drosophila Stock Center) with the nuclear genome donor males of the Oregon-RT strain (ORT, OregonR strain from the University of Tampere, Finland). Virgin females were collected from each generation and crossed with the ORT males for >10 generations [18]. Finally, the mitotype specific SNPs or indels were sequenced from each of the cybrid lines to confirm the presence of the correct mitotype [18]. We thank Emerita Laurie S. Kaguni and Emeritus Howard T. Jacobs for gifting us the cybrid strains in 2017. Based on the mtDNA sequence variation, the ten mitotypes used in this study cluster into two haplogroups; haplogroup I mitotypes have a multicontinental origin (mtKSA2, mtPVM, mtOR, mtBOG1, mtWT5A and mtM2), whereas haplogroup II mitotypes (mtPYR2, mtLS, mtBS1 and mtVAG1) all have European origin [18].

Flies were cultured on a standard diet of cornmeal Lewis medium [91] for the bacterial and viral experiments. Larval experiments were conducted in a different laboratory, where mash potato -based food medium was used (36 g mashed potato powder, 9 g agar, 45.5 ml corn syrup, 14.5 g dry yeast, 8 g nipagin and 5 g ascorbic acid per 1 liter of water). Flies were maintained at 25°C ± 1°C in 12:12LD cycle. Some of the larval stage experiments were performed at 29°C ± 1°C, as stated in the text. Cybrid lines with the mtDNA mitotypes mtORT, mtWT5A, mtKSA2 and mtBS1 were chosen for more detailed experiments (S5 Table) and mtORT and mtKSA2 cybrids were used in RNA sequencing analysis.

### Bacterial infections

1–4-day old, mated females and males of a panel of ten cybrid lines were systemically infected with LYS-type peptidoglycan containing Gram-positive bacteria *Staphylococcus aureus* (PIG1) or DAP-type peptidoglycan containing Gram-negative bacteria *Providencia rettgeri* (DSM4542). Bacteria were grown overnight in LB growth media at 37°C and the inoculum was regrown to reach the exponential growth phase based on the spectrophotometer value prior to diluting and resuspending the sample in 1 x PBS to a final concentration of OD600 = 0.1. Flies were infected by pricking with a sharp 0.15 mm tungsten needle, dipped in the bacterial solution. To control the depth of the stabbing injury, the tip of the tungsten needle was bent 90° and the flies were stabbed with the bent part of the needle. Flies were stabbed in the mesopleuron at the thorax region to minimize injuries. To monitor the original bacterial dose, four females and four males were individually homogenized in 100 μl of 1 x PBS following pricking with the bacteria dipped needle. The total homogenates were plated on nonselective LB-agar plates and the numbers of bacterial cells (colony forming units, CFUs) were counted. The OD600 = 0.1 infection dose resulted on average to 150 bacterial cells per *P*. *rettgeri* infected fly and on average 30 bacterial cells in *S*. *aureus* infections. *P*. *rettgeri* and *S*. *aureus* infections were performed with six replicate vials of 10 flies each. Flies infected with *P*. *rettgeri* or *S*. *aureus* were monitored every 2 hours to record the mortality rates until the survival curves started to plateau.

### Bacterial load

CFUs were measured from flies 8 and 20 hours post *P*. *rettgeri* and *S*. *aureus* infection. CFUs were also measured 48 hours after *P*. *rettgeri* infection and 72 hours after *S*. *aureus* infection in live flies. Eight flies per sex/ strain/ treatment/ timepoint were kept in separate vials post infection. To kill the cutaneous bacteria, the flies were individually placed in 100 μl of 70% ethanol for 30–60 seconds. Ethanol was removed and 100 μl of 1 x PBS was added to the vials prior to homogenization with a plastic pestle. 10-fold dilution series were prepared in 96-well plates and 3 μl of each dilution was plated on a non-selective LB-agar plate. The original homogenate (1 fly homogenized in 100 μl 1 X PBS) was diluted 1:10–1:100000 for the CFU measurements, but in some cases even more diluted samples were required. Agar plates were incubated overnight at 29°C and CFUs were counted using a light microscope. Samples were collected directly after the infection as described above to monitor the original infection dose. Uninfected flies were homogenized as negative controls, which were obtained by sampling one female and one male from vials prior to infection.

### Induction of humoral immune response prior to infection

We grew *P*. *rettgeri* overnight and heat killed the bacteria by heating it for 30 minutes at 80°C. Heat killed (HK) bacteria were pelleted down and diluted to OD 0.1. Both the undiluted and the OD 0.1 sample were plated to confirm the absence of live bacteria. 2–4 days old virgin females and males were exposed to one of the three treatments by pricking with a tungsten needle: 1) exposed to heat killed bacteria and 18 hours later pricked with 1 x PBS, 2) exposed to heat killed bacteria and 18 hours later exposed to live *P*. *rettgeri* (OD 0.1) and 3) exposed directly to live *P*. *rettgeri*. Survival was followed for 50 hours after the final treatment.

### Viral infections

Drosophila C virus (DCV) is a single stranded positive sense RNA virus that belongs to the *Cripavirus* genus. Systemic infection with DCV was introduced to 2–5 days old, mated females and males by pricking as described for the bacterial infections. The DCV inoculum of 10^9^ viral particles was thawed on ice and diluted with 10mM Tris-Hcl pH7.2 buffer to 10^8^ viral particles. Six replicate vials of ten flies per sex were used for DCV infections and four replicate vials of ten flies were used as a mock control, pricked with 10mM Tris-Hcl buffer. Survival was monitored once a day for 14 days. Male flies were also infected with Kallithea virus, a double stranded DNA virus. Females were excluded from the experiment as Kallithea mainly affects the survival rates of males [47]. Survival rates were monitored once a day for 22 days after microinjecting 10^8^ viral particles. 5–7 replicate vials of ten males per vial were used in the infections and 5 replicate vials of controls, microinjected with 1 x PBS.

### Sampling and total RNA extraction for RNA sequencing

1–4-day old virgin mtORT and mtKSA2 females and males were infected with *P*. *rettgeri*, *S*. *aureus* and DCV as described above. We collected four replicate vials of 10 females and males at 8 and 20 hours post bacterial infections, 3 days after exposure to DCV, and from age-matched untreated controls. Prior to total RNA extractions, the flies were snap frozen on dry ice and stored at -70°C. Frozen flies were homogenized in 120 μl of TRI reagent (MRC, Thermo Fisher Scientific) using a plastic pestle. Total RNA was extracted according to the manufacturer’s instructions (MRC, Fisher Scientific). RNA pellets were dissolved in 50 μl of nuclease-free water and treated with Deoxyribonuclease I according to the manufacturer’s instructions (Invitrogen). The RNA concentration and the purity of the samples were measured with Nano-Drop ND-1000 spectrophotometer (Thermo Fisher Scientific) and the samples were stored at -80°C.

### RNA sequencing and data analysis

RNA sequencing and data processing was performed by Edinburgh Genomics, the Genomics and Bioinformatics core facility at the University of Edinburgh (UK). RNA sequencing libraries were prepared using Illumina TruSeq Stranded mRNA Library Prep kits and sequenced using Illumina NovaSeq. Reads were trimmed using Cutadapt (version cutadapt-1.18-venv) and trimmed for quality at the 3’ end using a quality threshold of 30 and for adaptor sequences of the TruSeq DNA kit (AGATCGGAAGAGC). After trimming, reads were required to have a minimum length of 50. *D*. *melanogaster* (BDGP_ens107), *S*. *aureus* (GCS_000013425.1), *P*. *rettgeri* (GCF_003204135) and DCV (NC_001834.1) references were used for mapping and the standard GTF-format annotation for counting. Reads were aligned to the reference genome using STAR version 2.7.3a [92] specifying paired-end reads and the option—-outSAMtype BAM Unsorted. All other parameters were left at the default parameters. Reads were assigned to features of type ‘exon’ in the input annotation grouped by gene_id in the reference genome using featureCounts version 1.5.1 [93]. Genes with biotype rRNA were removed prior to counting. featureCounts assigns counts on a fragment basis as opposed to individual reads so that fragment is counted where one or both of its reads are aligned and associated with the specified features. Strandedness was set to ‘reverse’ and specified a minimum alignment quality of 10. In addition to the counts matrix used in the downstream differential analysis, a matrix of Fragments per Kilobase of transcript per Million mapped reads (FPKM) was generated using the rpkm function of edgeR version 3.28.1 [94]. Gene lengths for the FPKM calculation were the number of bases in the exons of each gene and bases were counted once where they occurred in multiple exon annotations. Gene names and other fields were extracted from the input annotation and added to the count/ expression matrices. The raw counts table was filtered to remove genes consisting of mostly near-zero counts in different treatments and filtered on counts per million (CPM) to avoid artifacts due to library depth. If applicable, a row of the expression matrix was required to have values greater than 0.1 in at least four samples, corresponding to the smallest sample group as defined by Group once samples were removed. Reads were normalized using the weighted trimmed mean of M-values method [95], passing ‘TMM’ as the method to the calcNormFactors method in edgeR. Differential analysis, contrasting mtORT and mtKSA2 mitotypes or infected vs. uninfected animals, was carried out with edgeR (version 3.28.1) [94]. Fold changes were estimated as per the default behaviour of edgeR in order to avoid artifacts. Statistical assessment of differential expression was carried out with the quasi-likelihood (QL) F-test. The RNA sequencing data is available at NCBI’s Gene Expression Omnibus (GEO) [96,97] data repository under the accession number GSE260986. Prior to the GO term analysis, we filtered the data to exclude non-coding genes and to include protein coding genes with False discovery rate (FDR) adjusted P-value < 0.15 and log2 FC ≤ -0.5 for downregulation and ≥ 0.5 for upregulation.

### Respirometry

200 uninfected, 1–3 days old male flies per replicate were collected and were left to recover from the CO_2_ anaesthesia for 24 hours. Flies were quickly knocked out on ice, transferred to a chilled mortar, and crunched 50–60 times with a ceramic pestle in 500 μl of cold homogenization buffer, containing 250 mM sucrose, 2 mM EGTA and 5mM Tris/Hcl (pH 7.4). Lysates were gently brushed through a 200 μm nylon mesh to filtrate the sample. Mortar and mesh were further rinsed with 500 μl of cold homogenization buffer. Samples were kept on ice and respirometry measurements were performed immediately after removing 100 μl for measuring the protein concentration using the BCA assay kit and manufacturer’s protocol (Thermo Fisher Scientific).

Hansatech oxygen electrode and Oxygraph Plus software were used for the respirometry measurements. The oxygraph chamber was filled with 475 μl of respiration buffer, containing 120 mM KCl, 1mM EGTA, 1 mM MgCl_2_, 0.2% BSA, 5 mM KH_2_PO_4_ and 3 mM Hepes/KOH (pH 7.2). The buffer was kept in the open chamber at 25°C with constant stirring for approximately 5 minutes until the oxygen concentration stabilized. After that, 25 μl of the lysate was added to the chamber, the chamber was closed and the oxygen concentration was measured before and after the sequential addition of OXPHOS complex I, III and IV specific substrates and inhibitors (S7 Table). The oxygen consumption rate for each complex was recorded and normalized to the sample protein content.

### mtDNA copy number

mtDNA copy number was measured 8 and 20 hours after *P*. *rettgeri* and *S*. *aureus* infection and from uninfected male flies. Total DNA was isolated from pools of five flies using TRIzol™ Reagent, following the manufacturer’s protocol. Snap frozen flies were homogenized using a motorized pestle and 135 μl of Trizol reagent. DNA pellets were dissolved in 30 μl of nuclease-free water. 40 ng of total DNA was used as template in quantitative PCR using primers for the mitochondrial target gene *16S* rRNA and the nuclear target gene *RpL32* (S8 Table). Reactions were performed in StepOnePlus instrument (Applied Biosystems) using the Fast SYBR Green Master Mix (Applied Biosystems) under the manufacturer’s recommended conditions: 95°C for 20 s, followed by 40 cycles of 95° for 3 s and 60° for 30 s. Three biological and two technical replicates were used. Relative mtDNA copy number was calculated as 2*2^dCt, where dCt = nuclearCt - mitoCt (the threshold cycle values for the nuclear gene RpL32 and mitochondrial gene 16S).

### H_2_O_2_ quantification

Hydrogen peroxide (H_2_O_2_) levels were measured from 2–5 days old uninfected males and 8 hours and 20 hours post *P*. *rettgeri* or *S*. *aureus* infection. Three biological replicates of pools of five flies were used for each treatment. Flies were homogenized with a plastic pestle in 200 μl of chilled 1 x PBS. The fly debris was pelleted by centrifuging 1 min at 12,000 x g at 4°C. Sample supernatant was used in the H_2_O_2_ measurements and in the protein assay. Protein samples were snap frozen with liquid nitrogen and stored at -70°C. Amplex Red Hydrogen Peroxide/Peroxidase Assay Kit (Invitrogen, Catalog no. A22188) was used for measuring the H_2_O_2_ according to the manufacturer’s protocol. Amplex Red reagent reacts with H_2_O_2_ to produce the red-fluorescent oxidation product resorufin, which has an excitation and emission maxima of approximately 571nm and 585nm, respectively. A microplate reader (VarioskanFlash, Thermo Fisher Scientific) equipped for measuring 560 nm absorbance was used for detecting the resorufin which has a 1:1 stoichiometry with H_2_O_2_. Because the reaction is continuous the fluorescence was measured at multiple time points to follow the kinetics of the reaction and 45 minutes after starting the reaction was selected for the analysis. The background fluorescence was corrected by subtracting the derived values from the no-H_2_O_2_ control. Total protein concentration was measured from each fly homogenate using the Bio-Rad Protein Assay (BioRad) and the of H_2_O_2_ was normalized to the amount of mg/ml of protein.

### Parasitoid wasp assay

The parasitoid wasp *Leptopilina boulardi* strain G486 was used as a natural model to induce the cell-mediated innate immune response in *Drosophila* larvae. Female flies were allowed to lay eggs for 24 hours at 25°C. The eggs were then either kept at 25°C or transferred to 29°C for further development, depending on the experiment. 2^nd^ instar larvae were exposed to 12–15 female wasps for two hours at RT (22°C), after which the wasps were removed, and the larvae placed back at their rearing temperature. The encapsulation response of the *Drosophila* larvae was checked from 3^rd^ instar larvae, 72 hours after the infection when the larvae were reared at 25°C and 48 hours post infection at 29°C, by dissecting the larvae individually in a drop of water under a stereomicroscope. The cellular immune response of the larvae was determined based on their ability to encapsulate and melanise the wasp egg/larva either as i) *no melanisation* (-): the larva failed to encapsulate the wasp egg /larva and the wasp continued its development, ii) *partially melanised* (-/+): the larva was able to elicit the cellular immune response against the wasp larva, which was partially melanised (encapsulated) and *iii) melanised* (+): the wasp larva was completely encapsulated and it was terminated as a sign of a successful cellular immune response. Three replicate crosses per genotype were made, and larvae were dissected until 50 infected larvae per replicate had been collected (150 larvae per genotype in total).

### Larval hemocyte analysis

Late 3^rd^ instar larvae were gently washed in a drop of filtered water and individually placed in 20 μl of 1% BSA in 1 x PBS on a 12-well glass plate. The hemolymph was bled out by dissecting the larvae open from one side, along the full length of the larvae. 80 μl of 1% BSA in PBS was added to the sample and a BD Accuri C6 flow cytometer was used to analyse the hemocytes. Each cybrid line was tested on three separate occasions (on different weeks) and each time 10 larvae were dissected per strain. To assess the hemocyte counts, we utilized the fact that hemocytes can be easily separated from other particles based on their location in a forward scatter–side scatter plot ([36], S1A Fig). Dead cells were excluded from the analysis by Propidium iodide (PI) staining (1μl per 100 μl sample). Plasmatocytes and crystal cells are small and round in their inactivated state [98] and can be gated using the forward scatter area vs. forward scatter height plot, where round cells form a population detected at an 45° angle. Lamellocytes are irregularly shaped [98], which places them outside of the 45° angle in the forward scatter area *vs*. forward scatter height plot. These characteristics were utilized in the flow cytometry to separate plasmatocytes and crystal cells from activated immune cells appearing in circulation after an immune challenge, per Järvelä-Stölting et al. [99]. We further confirmed this gating strategy by using *in vivo* fluorescent hemocyte reporter lines *eater-GFP* (plasmatocyte reporter; [100]) and *msnF9mo-mCherry* (lamellocyte reporter; [101]; Fig S1C-S1C’). We followed the infection scheme described in section 2.2 to assess the hemocyte populations from wasp-infected cybrid larvae at 25°C and 29°C. Larvae were reared at 25°C or 29°C prior quantification of the crystal cells by heating 10–12 3^rd^ instar larvae in 100 μl of 1 x PBS at 60°C for 10 minutes. Heating induces crystal cell melanisation, making it possible to visually quantify the number of crystal cells [102]. Crystal cells were quantified from the three most posterior segments of the larvae. Larvae were placed on a drop of glycerol under a cover slip on a glass slide for imaging.

### Total RNA extraction and RT-qPCR analysis of larval hemocytes

To extract total RNA from larval hemocytes, the hemocytes were collected from pools of 50 male or female third instar larvae, in ice cold 1X PBS. Samples were centrifuged for 7 minutes at 2500 g at 4°C and the hemocyte pellets were stored at -80°C. Total RNA was extracted using the Single Cell RNA Purification Kit (Norgen Biotek) including DNase I treatment (RNAse free DNase I kit, Norgen Biotek) as described in the manufacturer’s protocol. The RNA quality was checked with a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific) and each sample was diluted to 10 ng/μl and stored at -80°C. qRT-PCR reactions were performed using the iTaq Universal Sybr green One-step kit (Bio-Rad) with the following reaction mix per sample: 5 μl of iTaq universal SYBR Green reaction mix (2x), 0.125 μl of iScript reverse transcriptase (RT), 0.3 μl of forward and reverse primers each (300 nM each), 2 μl of template RNA (20 ng per reaction) and 2.275 μl of nuclease free H_2_O. Each experiment included a sample without RT and without an RNA template for quality control. The reactions were run with a Bio-Rad CFX96 Real-time PCR system with a reverse transcription reaction for 10 min at 50°C, polymerase activation and DNA denaturation for 1 min at 95°C followed by 39 cycles of amplification (denaturation for 10 sec at 95°C, annealing/extension for 15 sec at 60°C) and a melt-curve analysis at 65–95°C in 0.5°C increments. Two technical and three biological replicates were included for each sample. Expression levels were measured from *PPO3* (*Prophenoloxidase 3*) and *Histone H3*.*3B* (*His3*.*3B*) was used as a control gene (S8 Table). Efficiency of each primer pair was calculated based on a 5-fold serial dilution of the template RNA (each point assayed in duplicate), using the following formula: Efficiency (%) = (-1/10^slope^– 1) x 100.

### ROS in larval hemocytes

Pools of ten male and ten female late third instar larvae per strain reared at 29°C were washed three times with filtered water and then dissected in 250 μl of 1 x Schneider’s Drosophila Medium (Gibco) on ice to obtain hemolymph. The samples were incubated with 500 nM of the CellROX green reagent (molecular probes for Life Technologies) diluted in Dimethyl Sulfoxide (DMSO) for 1 hour at room temperature in the dark. After incubation, hemocytes were stained with 2.5 μl of Propidium iodide (PI) and immediately analyzed using the BD Accuri C6 flow cytometer. Each cybrid line was tested four times. CellROX green was detected using a 530/33 nm filter and PI using a 610/20 nm filter, excitation was with the 488nm laser. 2000 live hemocytes were analysed per sample, each sample contained ~10^4^ hemocytes in total. One-color controls (non-fluorescent, PI-only and CellROX-only hemocytes) were used to set the gates (S9A–S9B Fig).

### Mitochondrial membrane potential

To measure the mitochondrial membrane potential in larval hemocytes, the MitoProbe TMRM Assay Kit for Flow Cytometry (Invitrogen) was used. Three replicate samples for each cybrid line were analyzed, and each sample contained hemocytes from 30 male 3^rd^ instar larvae. The larvae were washed, dissected in 1x PBS, and stained with 0.4 nM TMRM for 30 minutes in the dark. To distinguish between living and dead cells, SYTOX Blue Dead Cell Stain (Invitrogen) was used. The hemocytes were incubated with the stain (0.1 nM) for 15 minutes. The samples were analysed using the CytoFlex S flow cytometer (Beckman Coulter). The following channels and laser gain settings (in parentheses) were used: FSC (20), SSC (40), PE (for TMRM detection, 80), PB450 (for SYTOX detection, 40).

### Hemolymph melanisation assays

Cybrid flies were kept at 25°C and vials with eggs were transferred to 29°C for egg-to-larva development. Pools of three third instar larvae were dissected per well on a 12-well slide in a drop of 1 x PBS to release the hemolymph. Carcasses were removed and the slides were imaged as soon as possible (within 10 minutes of the dissection start) using a stereomicroscope and Nikon DS-Fi2 camera. Slides were put in a container with wet tissue paper at the bottom to prevent the hemolymph samples from drying, and imaged at 15, 30, 170 and 260 minutes after the start of dissection. Samples were left in the container overnight and imaged once more the next morning (endpoint of the experiment, ~ 24 h after dissections). We conducted the experiment on two subsequent days (2 experimental blocks) and pooled the data from these experiments. Melanisation intensity was quantified using ImageJ2 (version 2.14.0/1.54f).

### Statistical analyses

We used R versions 4.0.2.– 4.3.2. to analyze the data [103]. For plotting, ggplot2 [104] was utilized. To test for overall differences in survival, Log-Rank (Mantel-Cox) test was applied using the GraphPad Prism 9 software. For hazard ratios, log-rank tests were applied using the Survival package [105]. To test for differences in CFUs (Fig 1C-1D’), linear models with a natural log transformed response were fitted and the significance of the interaction effects and the main effect of the mitotype was assessed using Type III sums of squares, (Anova function available in the car package) [106]. Model fits were assessed using standard diagnostic plots. For the priming data (S3 Fig), Cox mixed effects models [105,107] were fitted to test for differences in fly survival, using hour of death as the response variable, strain and sex as dependent variables and vial as a random intercept. Flies that were dead at the end of the experiment were included as censored cases. After running the survival models, we tested whether they fulfilled the assumptions of proportional hazards over time using the cox.zph function [108]. Neither model fulfilled the assumptions of proportional hazards over time, so we used the survival regression function (survreg) to compare results. In both cases, the coxph models and exponential survival regression models gave qualitatively similar results so we present the results of the Cox mixed effect models for ease of interpretation. We analyzed differences in H_2_O_2_ levels using linear models with a natural log transformed response where appropriate (Fig 6). P-values were corrected for multiple testing using the p.adjust function and a Holm correction. RT-qPCR, mtDNA copy number and respiration data were analyzed by modeling mitotype as independent variable and each replicate experiment as a random effect, followed by Tukey’s HSD for pairwise comparisons. The data on melanisation of wasp eggs and larvae were analysed using a generalized linear model with binomial distribution using the lm4 package [109] with fully melanised or fully + partially melanised cases denoted as a success and non-melanised as a failure, and mitotype as an independent variable. Tukey method in the multcomp package was used for pairwise comparisons between the mitotypes [110]. The hemocyte count data were analyzed using a negative binomial generalized linear model using the MASS package [111], with mitotype as independent variable and replicate experiment as a random effect. The least square means (estimated marginal means) were analyzed for multiple comparisons using the emmeans package and the Tukey method was used for adjusting the p-value [112]. The data on the proportion of PI-positive (live) hemocytes was analysed using a generalized linear model with a binomial distribution (lme4 package) with live hemocytes as a success and dead hemocytes as a failure, mitotype as an independent variable and replicate as a random effect. For comparisons between the mitotypes, pairwise contrasts were analyzed using the emmeans package. Adobe Illustrator version 27.9 was used to edit and compile the figures. Data and code for statistical analyses are available at Zenodo (https://zenodo.org/records/14162508).

## Supporting information

S1 Fig Females tend to be more susceptible towards *P*. *rettgeri* and *S*. *aureus* infection, independent of the mitotype. Sex-specific hazard ratios of survivals after (**A**) *P*. *rettgeri* and (**B**) *S*. *aureus* infection. Female to male hazard ratio is calculated based on the results from a Cox-proportional hazard model. Error bars denote 95% confidence intervals. 1 = absence of sexual dimorphism, >1 = greater susceptibility in females. Haplogroups based on [18]. Data was analysed using Log-Rank tests. *ns* not significant; * p<0.05; ** p<0.01; *** p<0.001.
(TIF)

S2 Fig mtKSA2 enhances survival upon bacterial infections. Hazard ratios of survival post (**A-A’**) *P*. *rettgeri* and (**B-B’**) *S*. *aureus* infection with mtKSA2 set as the reference. 1 = absence of mtKSA2 vs. mitotype X variation, >1 = greater susceptibility in mitotype X when compared to mtKSA2. Error bars denote 95% confidence intervals. Data was analysed using Log-Rank tests. *ns* not significant; * p<0.05; ** p<0.01; *** p<0.001.
(TIF)

S3 Fig The effect of immune priming depends on a mitotype. Flies were primed with heat-killed *P*. *rettgeri* or left naive and then infected with live *P*. *rettgeri* or sham infected with PBS. Survival following priming with the heat-killed pathogen and live challenge differed significantly among mitotypes (Mitotype x Treatment: χ^2^ = 14.77, p = 0.002) and between males and females (Mitotype x Sex, *X2* = 7.553, p = 0.022). Survival data were analysed using Cox Mixed Effects models.
(TIF)

S4 Fig mtKSA2 enhances survival from Kallithea infection and outcompetes mtORT in DCV infection. Hazard ratios of survivals after (**A**) Kallithea and (**B-B’**) DCV infections with mtKSA2 set as a reference. 1 = absence of mtKSA2 vs. mitotype X variation, >1 = greater susceptibility in mitotype X vs. mtKSA2. Error bars denote 95% confidence intervals. Data was analysed using Log-Rank tests. *ns* not significant; * p<0.05; ** p<0.01; *** p<0.001.
(TIF)

S5 Fig Principal component analysis (PCA) of normalized read counts in female samples. (**A-A”**) PCA was used to visualize the clustering of the RNA sequencing samples of uninfected and bacterial (**A-A’**) or viral (**A”**) infected mtORT and mtKSA2 females.

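Female libraries were sequenced to the following depths. Uninfected mtORT females had 36540592 to 48951980 reads per library (median 38244019) and mtKSA2 females 34046337 to 36852517 (median 35530619). After P. rettgeri at 8 h the mtORT range was 23178297 to 36715383 (median 32712705.5) and the mtKSA2 range 33007687 to 39155497 (median 35466275). By 20 h it was 31719228 to 39922839 (median 36116578.5) and 38145983 to 46938056 (median 42992196). After S. aureus at 8 h, mtORT had 25061590 to 36214397 reads (median 33364115.5) and mtKSA2 37302908 to 46809693 (median 39390611). Libraries taken 20 h after S. aureus had 36825589 to 39526280 reads in mtORT (median 38647002) and 33181670 to 43565342 in mtKSA2 (median 39437929). DCV-infected females had 19741275 to 45745363 reads in mtORT (median 30869940) and 22792166 to 35891927 in mtKSA2 (median 25260989.5). The filter kept 13247 rows for the P. rettgeri set, 13009 for the S. aureus set and 13013 for the DCV set. Mitotype explained 36.9% of the leading component in the P. rettgeri set, 23.6% in the S. aureus set and 19.5% in the DCV set.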

(TIF)

S6 Fig Expression patterns of genes with predicted OXPHOS function. Genes purported to be involved with OXPHOS according to Flybase annotation (http://flybase.org; [50]) were removed from the heatmap in Fig 5 due to their unusual expression patterns. In treatments where other OXPHOS genes were upregulated, the “OXPHOS-like (L)” genes were downregulated and *vice versa*.

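The 19 OXPHOS-like genes were expressed almost only in males, with a female level of 0.0327% of the male level, against 115% for the OXPHOS genes. In uninfected males none of them was called between the mitotypes by limma, edgeR or DESeq2, while 1 had an unadjusted p under 0.05, and the median log2FC was 0.06. Their level followed that of 23 testis genes within the groups of males (r = 0.952, permutation p = 1e-05). After P. rettgeri the median was -0.28 (6 lower, 1 higher) in mtORT and -1.03 (16 lower) in mtKSA2 at 8 h, and 0.10 and -0.36 at 20 h. After S. aureus it was -0.28 and -0.52 at 8 h and -0.10 and -0.21 at 20 h, in mtORT and mtKSA2. After DCV, when OXPHOS genes fell, the OXPHOS-like genes did not rise, with medians of -0.23 and -0.10, no gene called by limma, edgeR or DESeq2, and 0 and 1 with an unadjusted limma p under 0.05, in mtORT and mtKSA2. Of 10 calls by camera none held under fry. Within groups the levels of the OXPHOS-like and OXPHOS genes were inversely related by rank (Spearman rho = -0.552, permutation p = 0.00012), and less clearly on the linear scale (r = -0.312, permutation p = 0.0622).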

(TIF)

S7 Fig Flow cytometer gating strategy for hemocytes, sex-specific hemocyte counts and detection of PI-positive (dead) hemocytes in larvae. **(A**) Hemocytes form a population separated from cellular debris based on size and shape in the hemolymph on a forward scatter (FSC-A) vs. side scatter (SSC-A) area plot. Hemocytes in the gated area were used in subsequent analyses. (**B-B’**) Dead and dying cells become permeable to Propidium iodide (PI) stain, whereas live cells remain unstained. PI was detected using a 488 nm excitation laser and a 610/20 nm emission filter, and the PI signal is shown on the y-axis. The x-axis shows the forward scatter height (FSC-H). (**B**) Non-stained hemocytes were used to determine where the non-fluorescent cells were located in the plot. An example of the separation of live and dead hemocytes based on the PI-staining is shown in (**B’**). The live cell gate was used in the subsequent analysis of the total hemocyte counts. (**C-C´**) Gating strategy to separate steady-state plasmatocytes from activated hemocytes. (**C**) *eaterGFP*-positive plasmatocytes from uninfected larvae were gated and plotted in an FSC-A vs. FSC-H plot. The plasmatocytes are found in an approximately 45° angle population due to their round shape. The plasmatocyte gate contains the majority of the *eaterGFP* -positive hemocytes in the sample. The other area in the plot contains all hemocytes that deviate from plasmatocytes by shape. (**C’**) *msn*-*mCherry*-positive lamellocytes from an infected larva. The majority of lamellocytes fall into the “activated hemocytes” gate. (**D-E’**) Sex-specific hemocyte counts in (**D-D’**) uninfected and (**E-E’**) *L*. *boulardi* -infected 3^rd^ instar cybrid larvae, reared at 25°C or 29°C. Female hemocyte counts are shown in white and male hemocyte counts are shown in gray. The data were analysed using a generalized linear model with a negative binomial distribution and temperatures were analysed separately. ns, not significant; *, p < 0.05; ** p< 0.01; ***, p< 0.001. (**F-G’**) PI-permeable (dead) hemocytes detected in the samples of cybrid larvae. (**F-F’**) Proportion of dead cells in uninfected cybrid larvae reared at 25°C and 29°C. (**G-G’**) Proportion of dead cells in *L*. *boulardi* -infected cybrid larvae reared at 25°C and 29°C. The data were analysed using a generalized linear model with a binomial distribution, temperatures were analysed separately. The same letter indicates that there was no statistically significant difference, different letters indicate a statistical difference at the level of p < 0.05. ns not significant; * p < 0.05; ** p< 0.01; *** p< 0.001.
(TIF)

S8 Fig mtKSA2 hemolymph exhibits an enhanced melanisation response. (**A**) Crystal cells were measured from the three lowest posterior segments from the dorsal site (framed in blue) of the 3^rd^ instar larvae, reared at 29°C. (**A’**) In some cases, crystal cells were also visible and clustered in the lymph glands (circled in red) of the larvae. (**B**) Example pictures of hemolymph on glass slides at the endpoint of the experiment, (~ 24 h after dissection). “X” = no sample. (**B’**) Melanisation intensities measured as mean gray values in each well (excluding the reflection of light seen in some wells). n = 10 for mtORT and n = 12 for the other cybrid lines. Statistical analysis was performed at the endpoint of the experiment using an ANOVA and Tukey’s HSD for pairwise comparisons. Differences of other mitotypes to mtKSA2 marked in the plot. ns not significant; * p < 0.05; ** p< 0.01; *** p< 0.001.
(TIF)

S9 Fig CellROX green reagent staining of the hemocytes for reactive oxygen species (ROS) measurements. (**A**) A threshold level was set for the PI intensity based on non-fluorescent hemocytes, and (**A’**) PI- positive hemocytes were excluded from the analysis. 2000 PI-negative hemocytes were analysed from each sample. (**B**) CellROX green staining resulted in two populations of hemocytes, a CellROX-positive (CellROX+) and a CellROX negative (CellROX-) population, which could not be separated from the autofluorescence of non-stained hemocytes. (**C**) Feeding the antioxidant N-acetylcysteine (NAC) to the larvae reduced the proportion of hemocytes falling into the CellROX-positive gate, both in uninfected and in *L*. *boulardi* -infected larvae. It also reduced the mean intensity of the CellROX green stain in the CellROX+ gate.
(TIF)

S1 Table Log2FCs and FDR-adjusted p-values for all comparisons in male flies.

S2 Table Enriched GO terms in uninfected mtKSA2 vs mtORT.

S3 Table Log2FCs and FDR-adjusted p-values for genes involved in of Toll and Imd pathways.

S4 Table Enriched infection-induced GO terms in mtKSA2 and mtORT flies.

S5 Table mtDNA genome variation among the four cybrid lines based on *D*. *melanogaster* Reference sequence KT174474.1.

S6 Table Log2FCs and FDR-adjusted p-values for genes encoding for scavenger receptors expressed in hemocytes.

S7 Table A list of OXPHOS complex substrates and inhibitors used in respirometry experiment.

S8 Table RT-qPCR primer sequences.

# Supplementary material for: A naturally occurring mitochondrial genome variant confers broad protection from infection in Drosophila
**Source:** PLoS Genet. 2024 Nov 11;20(11):e1011476. doi: 10.1371/journal.pgen.1011476
**Supplement:** S5 Table

**S5 Table.** **mtDNA genome variation among the four cybrid lines based on *D. melanogaster* Reference sequence KT174474.1.** Mitotype specific amino acid replacement variants are found from OXPHOS complexes cIII and cIV. One insertion is found from the *mt:srRNA* and mtDNA length is shown to vary due to the length variation present in the A+T rich non-coding region of the *Drosophila* mitochondrial genome. (Modified from [18]).

| mtDNA | Haplo-group | Origin | Gene Bank no. | *mt:Cyt-b**  (cIII) | *mt:COII**  (cIV) | *mt:COIII**  (cIV) | *mt:srRNA** | mtDNA length  (A+T rich region) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **mtORT** | I | - | KY559383 |  |  |  | 238insTAA | short |
| mtWT5A | I | USA | KY559387 |  |  |  |  | average |
| mtBS1 | II | Spain | KY559391 |  | G58S |  |  | average |
| **mtKSA2** | I | Zimbabwe | KY559384 | D21N |  | A75T |  | average |

**mt:Cyt-b*= *mitochondrial Cytochrome b*; **mt:COII* = *mitochondrial Cytochrome c oxidase subunit II*; **mt:COII* = *mitochondrial Cytochrome c oxidase subunit III; *mt:srRNA = mitochondrial small ribosomal RNA, 12S rRNA*

# Supplementary material for: A naturally occurring mitochondrial genome variant confers broad protection from infection in Drosophila
**Source:** PLoS Genet. 2024 Nov 11;20(11):e1011476. doi: 10.1371/journal.pgen.1011476
**Supplement:** S7 Table

**S7 Table**. **A list of OXPHOS complex substrates and inhibitors used in respirometry experiment.**

| **Compound** | **Function** | **OXPHOS complex** | **Final concentration** |
| --- | --- | --- | --- |
| Proline | substrate | cI | 5 mM |
| Pyruvate | substrate | cI | 5 mM |
| ADP | substrate/cofactor | cI | 1 mM |
| Rotenone | inhibitor | cI | 600-1500 nM |
| Glycerol-3-phosphate | substrate | cIII | 10 mM |
| Antimycin A | inhibitor | cIII | 60-120 nM |
| Ascorbate | substrate | cIV | 500 µM |
| TMPD* | substrate | cIV | 500 µM |

*Tetramethyl-p-phenylenediamine

# Supplementary material for: A naturally occurring mitochondrial genome variant confers broad protection from infection in Drosophila
**Source:** PLoS Genet. 2024 Nov 11;20(11):e1011476. doi: 10.1371/journal.pgen.1011476
**Supplement:** S8 Table

**S8 Table**. **RT-qPCR primer sequences**

| **Gene*** | **Primer sequence 5’->3’** | **Template** |
| --- | --- | --- |
| *FucTC* | F_ CGCCTGGTTCGTCTCTCATT  R_ GCTGAGTGTTCCGCAGTTTC | Uninfected flies |
| *AANATL3* | F_ GATGAAGTGCGTCCATTCGC  R_ ATAGTGTGTGGTTCTGCGGG | Uninfected flies |
| *Acp1* | F2_ CTGGCCGGACACATCCAGTC  R2_ATACTCCTTACAAGGTTCCGGGTG | Uninfected flies |
| *CG3397* | F_ AGAAGGTGCGTCGTATGGAG  R_ TCGGAGAAGAGCTTGGAGAGA | Uninfected flies |
| *His3.3B* | F_CGCTCAGGATTTCAAGACCG  R_GGATGTCCTTAGGCATGATTG | Control gene. Flies; hemolymph from 3^rd^ instar larvae |
| *16S* | F_TCGTCCAACCATTCATTCCA  R_TGGCCGCAGTATTTTGACTG | mtDNA target gene. mtDNA copy number analysis |
| *RpL32* | F_AGGCCCAAGATCGTGAAGAA  R_TGTGCACCAGGAACTTCTTGAA | nDNA target gene. mtDNA copy number analysis |
| *PPO3* | F_GATGTGGACCGGCCTAACAA  R_CTTAGCGTCATCCAGCACGA | Hemolymph from 3^rd^ instar larvae |

**FucTC* = *alpha1,3-fucosyltransferase C; AANATL3 = Arylalkylamine N-acetyltransferase-like 3; Acp1 = Adult cuticle protein 1; His3.3B = Histone H3.3B; 16S = mitochondrial large ribosomal RNA; RpL32 = Ribosomal protein L32; PPO3 = Prophenoloxidase 3*

How the deposited data were processed for this re-analysis (not part of the article)

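RNA of whole flies was measured in 96 libraries of 4 replicate pools of 10 flies for each of 2 mitotypes, 2 sexes and 6 states. The authors prepared stranded mRNA libraries, trimmed the reads with Cutadapt, aligned them with STAR to the fly genome together with references of the pathogens, counted fragments on genes with featureCounts, removed ribosomal RNA genes and scaled the counts in edgeR with trimmed mean of M-values (TMM) factors. The values the authors deposited are a signal per gene, reads relative to an effective library size that includes such a factor, and not plain CPM as the name of the table says. Since each library's smallest value stands for 1 read, whole reads were recovered, and 100% of the 1649856 values were whole within 0.01 reads (largest deviation 2.33e-09). Of the 17186 rows 17134 had a gene in the annotation, release 115 of Ensembl on build BDGP6.54, which is later than the gene set the authors used and served for places and gene types only. The table has no rows for DCV, P. rettgeri or S. aureus, so the comparison of pathogen RNA set out at the start was not run.

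Each sample's condition was taken from the library name and not from the sample title, because the title and the library name disagree in 94 of 96 samples, and with library names the refit in edgeR gave the fold changes in the paper's supplementary tables. Sample labels describe mated flies, 2 to 5 d old for DCV, and the paper describes virgin flies of 1 to 4 d, and neither was used in a comparison. For 1 uninfected mtORT male library the labels report a run with a damaged second read.

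Depth was 8674907 to 48951980 reads per library (median 34045487.5). Replicate pools differed by far more than counting error. The chi-square per degree of freedom, over the genes of a pair, was 10.3 at the lowest. Its median over 144 pairs of replicates was 74.3. For how many genes the spread between pools and not the depth sets the precision was not counted. Genes below about 1 CPM rest on few reads in the DCV-infected mtORT males and in the shallowest library, and added constants shrink their fold changes. Where a group held 3 reads or fewer of a named gene, a 95% exact Poisson interval is given with the ratio.

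Groups were the 24 combinations of mitotype, sex and state. The tests were run in R 4.3.3 with limma 3.58.1 (limma-trend on log2 of the normalized value plus 0.5, TMM factors over the libraries of the comparison from edgeR 4.0.16), for rows with a deposited value over 0.1 in at least 4 libraries of the comparison. P values were adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p under 0.15 and a log2FC of at least 0.5 in size. Comparisons were mtKSA2 against mtORT in each state and sex, infected against uninfected flies in each mitotype and sex, the interaction of mitotype and infection in males, and the interaction of sex and mitotype in uninfected flies. Gene lists were tested with camera (correlation 0.01) and fry of limma, adjusted over the 38 comparisons of a list, with a threshold of 0.05. The level of a list in a library is the mean of log2 of its normalized values plus 0.5, with TMM factors over all libraries of the sex, and groups of 4 were compared with an exact permutation test, whose smallest two-sided p is 0.029. Principal components were computed from centred values. On simulated data built from these libraries, with 200 changed genes, limma called 94.5% of them in the comparison of uninfected males (15536 genes tested) with 8.25% of calls false, edgeR 95.5% with 9.91% and DESeq2 94% with 25.4%. For an interaction the shares were 71% and 17% with limma, 74% and 13.5% with edgeR and 78.5% and 25.9% with DESeq2 (15903 genes tested). Simulated genes were independent with the same dispersion, and only genes with enough reads were changed. Their changes were well above the limit of 0.5 and balanced in direction, without shifts shared between pools or mixed libraries. These shares therefore do not give the power or the false share of the real calls. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

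The AMP (34 genes in the table), Imd (16), Toll (15) and Scavenger (14) lists and the terms cellular respiration (117), cuticle development (214), glycolytic process (27) and muscle system process (36) came from the paper's supplementary tables. The ROS genes (49), the genes of the response to bacterium (12) and the negative regulators of Imd (3) are those, or the families, that the paper's text names. The OXPHOS (83) and OXPHOS-like (19) genes follow the nomenclature of the subunits and their paralogs. Lists of UPRmt (6), hemocyte (15), young adult (12), testis (23) and ovary (15) genes were written from general knowledge, and 5 hemocyte genes are also in the Scavenger list. The genes named were those the paper names from the sequencing data and, for uninfected males, the 5 with the largest log2FC in each direction among called protein-coding genes whose groups do not overlap, and the paper's table values had been seen when this rule was written. Mtk, BomS4, BomBc3, Drsl3, Listericin, psh, PGRP-LB, GstD2 and the other transferases, the peroxiredoxins, the Nimrod genes of the list and the 16 genes that differ in every state were named after their values were seen.

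The alternatives set before the data were examined were added constants of 0.1 and 1, a filter over 1 in 4 libraries, no filter, the deposited values without rescaling, median-of-ratios scaling, all libraries of a sex in a single fit, array weights, a replicate block, edgeR's quasi-likelihood test and DESeq2 1.42.0 on whole reads, adjustment over protein-coding genes alone, an adjusted p under 0.05 with a log2FC of at least 1, the median in place of the mean for levels, the 500 genes of largest variance and scaled genes for principal components, and leaving out each replicate. The count tests on whole reads used the same filter and the same genes. Scaling by total fly reads and leaving out the libraries that hold RNA of the other sex were chosen after the values were seen. Enrichment of terms without a gene list in the paper, survival, bacterial load, flow cytometry and other measurements outside the sequencing were not analysed here.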

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

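Chosen only after the result was seen were the tests of eggs and of a male response for the female RNA, those of scaling and muscle for the OXPHOS level, those of the OXPHOS level before infection, those of RNA of mtORT flies, a wrong label, a sum of groups and exchanged libraries, that of ovary RNA in a single female library, and the splits of the interactions with the additive effect of mitotype taken out.

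Libraries far from the rest of their group were sought in 156 groups of 4 libraries by the gap to the nearest library divided by the range of the group. The 95% limit for 4 libraries was passed in 8 groups (5.13%), and chance alone gives about 5%, or 7.8 groups. So the number of such libraries is no more than chance gives, and single ones are given here as values. The largest ratio was 0.954 for the ROS level of replicate 4 of uninfected mtORT females (4.21 against 4.33 in the others). Next came 0.933 for the OXPHOS level of replicate 1 of mtKSA2 males at 20 h after S. aureus, 0.923 for the OXPHOS level of replicate 1 of mtKSA2 females at 8 h after S. aureus (8.34 against 7.88 to 7.91) and 0.909 for that of replicate 4 of mtKSA2 females at 20 h after P. rettgeri (7.52 against 8.01 to 8.06). Lower ratios were 0.887 for the ovary level of replicate 4 of DCV-infected mtORT males (4.17 against -0.25 to 0.25), 0.878 for the AMP level of replicate 1 of mtKSA2 females at 8 h after P. rettgeri (7.92 against 8.40 to 8.47) and 0.865 for the testis level of replicate 1 of mtORT females at 20 h after P. rettgeri (-0.70 against -0.90 to -0.87). The last was 0.855 for the OXPHOS level of replicate 2 of uninfected mtKSA2 females (8.87 against 8.25 to 8.34). That library also had less ovary RNA than the other 3 (6.95 against 8.65 to 9.25), but within groups of females the OXPHOS and ovary levels were not related (r = -0.0926, permutation p = 0.406), so whether ovary content moved it cannot be told apart from other differences between pools. For the ROS, AMP and testis libraries and the other female OXPHOS libraries no explanation was tested.

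Replicate 1 of mtKSA2 males at 20 h after S. aureus, the library with the fewest reads, had an OXPHOS level of 7.13 against 8.29 to 8.37 in the other 3. At genes that tell the mitotypes apart in the other states it stood 69.6% of the way to mtORT, whereas no other library outside this group passed 17.5%. A mtORT library under a wrong label is argued against by genes near 0 in mtORT, which stood at 22.0% of their level in the other mtKSA2 libraries. Genes of DCV infection were at 96.9% of their level in DCV-infected mtORT males, and genes of S. aureus infection were not raised (-7.28% of their rise in the other 3 libraries). Fitted as a sum of the group means, the library was 72.3% DCV-infected mtORT males, against at most 16.9% in the other male libraries outside DCV. This fit is weak on the mitotype, since 41 of the 47 other male libraries had their largest share in their own group, and replicates 2, 3 and 4 of the same group were put at 44.0%, 72.5% and 44.3% in mtORT males at 20 h after S. aureus. By the genes that tell the mitotypes apart those 3 were on the mtKSA2 side. A candidate explanation is therefore a mixture of RNA of mtKSA2 males with RNA of DCV-infected mtORT males. At which step it arose was not tested. Whether the share that remained mtKSA2 responded to S. aureus cannot be told from the genes of that infection. The base from which their rise was measured lay at or above their level in DCV-infected mtORT males, so such a mixture lowers them. Without this library the number of genes called in mtKSA2 at 20 h after S. aureus went from 1634 to 2806, and the number called between the mitotypes from 89 to 311.

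RNA of the other sex stood out in 5 libraries, at genes expressed in 1 sex only, which the paper does not discuss. Replicates 3 and 4 of mtKSA2 males at 8 h after P. rettgeri held 22.5% and 40% of the female level of genes expressed in females only, and replicate 4 of DCV-infected mtORT males 20.6%. Replicates 3 and 4 of mtKSA2 females at 8 h after P. rettgeri held 1.39% and 1.04% of the male level of genes expressed in males only. A response of males to infection is argued against, since the highest share in the 4 mtORT libraries and the other 2 mtKSA2 libraries of that infection was 0.0586%. Egg-shell genes were at 21% of the female level in the lower of the 2 mtKSA2 libraries, as females with mature eggs in the pools would give. The male-specific genes had a median log2 ratio of 0.0512 in the 2 libraries against the other 2. It was -0.321 in replicate 3, near the -0.368 that its share would give, and 0.339 in replicate 4 against -0.736. Since replicates 1 and 2 themselves differed by 1.07, this does not decide, so whole female flies and female RNA added later cannot be told apart. For the mtORT library whole females with mature eggs are argued against, since egg-shell genes were at 0.0332% of the female level, while females without late egg chambers were not tested. Because replicates 3 and 4 of both sexes are affected at the same time point, an exchange between their pools may have happened, but the shares of 1.39% and 1.04% are far below 22.5% and 40%.

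Results that rest on these libraries changed without them. Of the genes called higher at 8 h after P. rettgeri in mtKSA2 males alone, 69.7% were higher in females than in males. The rise of Pxt in mtKSA2 males became -0.10, and that in DCV-infected mtORT males -0.05. Of the genes called higher after DCV in mtORT males alone 40.6% were higher in females. Without the library 34.1% of these and 5.52% of the rest were no longer called, so part of the count rests on it and how large a part stays open. The OXPHOS rise in mtKSA2 males at 8 h after P. rettgeri was 1.93 without the 2 libraries, which argues against female RNA as its cause. In females, leaving out the genes at least 10 times higher in males left 3833 of the 4045 genes called between the mitotypes at 8 h after P. rettgeri, so male RNA does not account for that number.

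Differences between the mitotypes in the response to infection, tested as an interaction, were called for 107 genes at 8 h and 1575 at 20 h after P. rettgeri, 240 and 638 after S. aureus, and 1019 after DCV. For splits of the libraries the additive effect of mitotype was taken out of each gene first, since it would enter the splits without being chance. Among 100 such splits, drawn with a fixed seed and including the real one, 4, 1, 4, 2 and 3 gave as many. These shares argue against chance, but they are not adjusted over the 5 tests. In all but 20 h after P. rettgeri some other split gave more genes than the real one, so chance is not excluded there. The largest other split gave 919, 4, 1180, 1192 and 2075 genes in the same order. A single fit of all males called 0 genes at 8 h after S. aureus, so that count depends on the fit. The median interaction of the OXPHOS genes was -0.778, -1.42, -0.317, -1.15 and -0.626 in the same order, and 4, 1, 6, 1 and 1 of the splits gave a median as large. Chance can be excluded at 20 h after both bacteria and after DCV. It cannot at 8 h after S. aureus, and at 8 h after P. rettgeri it stays open, since fry did not call the list there either. A higher OXPHOS level before infection, with both mitotypes rising to a common level, would leave no difference after infection. Infected mtKSA2 and mtORT males differed by 0.0591 and -0.229 at 8 h after P. rettgeri and 20 h after S. aureus, which is near that, though at 8 h after P. rettgeri it was 0.394 without the 2 libraries holding female RNA, so a common level stays open there. They differed by -0.557 at 20 h after P. rettgeri, 0.620 at 8 h after S. aureus and 0.304 after DCV, which argues against it there. Replicate 1 of mtKSA2 does not carry the interaction at 20 h after S. aureus, which was -0.872 without it. Since mitotype and infection are what the design varies, a biological difference in the response, or in the course of the infection, stays open as a hypothesis for 20 h after P. rettgeri and for DCV. Batch, bacterial load and survivors in each pool were not tested.

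The interaction of sex and mitotype in uninfected flies was called for 2459 genes, and 1 of 100 splits gave as many, so chance can be excluded. For the OXPHOS genes its median was -0.09, and 69 of the 100 splits gave one as large, so no difference between the sexes is shown for them. Technical explanations for the 2459 genes were tested only through the ovary level in females below.

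Females are shown by the paper in principal components, and no genes called in them are given. Between mtKSA2 and mtORT females 2399 genes were called when uninfected, 4045 and 3974 at 8 and 20 h after P. rettgeri, 1574 and 578 at 8 and 20 h after S. aureus, and 110 after DCV. Of the 35 splits of 8 libraries into groups of 4, the real one included, 1, 1, 1, 1, 2 and 3 gave as many, so chance can be excluded except at 20 h after S. aureus and after DCV. The mean ovary level in mtKSA2 minus mtORT females was -0.56, -0.67, 0.62, -0.81, -0.48 and -0.28 in this order. A different share of ovary RNA could therefore raise the counts. The uninfected value rested largely on replicate 2 of mtKSA2 (6.954). The other uninfected mtKSA2 libraries (8.654 to 9.255) overlapped those of mtORT (8.672 to 9.231). With the ovary level as a covariate 1664 genes were called in uninfected females and 218 after DCV, which argues against ovary share as the whole cause there. In the infections between, 296, 31, 120 and 279 genes were called, but covariates with shuffled levels lowered the counts as well (medians 1994.5, 56, 89.5 and 324.5 over 20 shuffles), so ovary share cannot be told apart from a difference between the mitotypes. A biological effect of the mitotype on the ovary was not tested.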

How the results depend on the processing

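Chosen only after the values were seen were the tests with scaling by total reads and those without the libraries holding RNA of the other sex, and every other setting was fixed earlier. A count was kept when within 1.5 times the main one, and a list median when it kept its sign and its side of an adjusted camera p of 0.05. In uninfected males no named gene changed sign. Both pseudocounts, no filter, values without rescaling and median-of-ratios scaling kept all 38 counts, edgeR kept 37, DESeq2 29, array weights 28 and a single fit of each sex 23. Of 94 list medians edgeR kept 85, DESeq2 83, array weights 84 and a single fit of each sex 85. With 1 library left out, 256 counts were kept and 96 were not, 730 list medians were kept and 70 were not, and named genes gained a call in 8 fits and lost it in 18. The median of the OXPHOS genes in uninfected males was 0.95, with 0.95 to 1.01 over 11 alternatives set earlier and 0.89 to 1.01 with 1 library left out. All 5 OXPHOS interaction medians were kept under all 11 alternatives and all 16 left-out fits. Over the same settings the scavenger median in uninfected males stayed at 0.54 to 0.85, the AMP median at -0.36 to -0.17 and the ROS median at 0.05 to 0.15.

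Array weights took called genes between male mitotypes at 8 h after P. rettgeri from 157 to 3759, at 20 h from 204 to 1473 and at 20 h after S. aureus from 89 to 345. Array weights took called genes between female mitotypes after DCV from 110 to 3295. Array weights took called genes of infected females in mtKSA2 at 8 h after S. aureus from 1335 to 3099. Array weights took called genes of interactions at 8 h after P. rettgeri from 107 to 4307, at 20 h from 1575 to 2999, at 8 h after S. aureus from 240 to 621, at 20 h from 638 to 1307 and after DCV from 1019 to 1670. Array weights took genes up in both male mitotypes at 20 h after S. aureus from 520 to 858. Array weights took genes down in both male mitotypes at 20 h after P. rettgeri from 786 to 1191. Array weights reversed the sign of the medians of OXPHOS between male mitotypes at 20 h after S. aureus (0.10), OXPHOS in mtKSA2 at 20 h (0.15), OXPHOS between female mitotypes at 20 h (-0.065) and OXPHOS between female mitotypes after DCV (-0.027). Array weights also reversed the sign of the medians of Scavenger between male mitotypes at 8 h after P. rettgeri (-0.071), Scavenger in mtKSA2 after DCV (-0.11) and ROS in mtKSA2 at 20 h after S. aureus (0.029). Array weights also reversed the sign of the medians of OXPHOS-like in mtORT at 20 h after P. rettgeri (-0.38), OXPHOS-like in mtKSA2 after DCV (0.034) and Toll between uninfected male mitotypes (0.094), and the cause was not tested.

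A single fit of each sex took called genes between uninfected male mitotypes from 1208 to 756, at 8 h after P. rettgeri from 157 to 2385, at 20 h from 204 to 3512 and at 8 h after S. aureus from 822 to 379. This fit took called genes between uninfected female mitotypes from 2399 to 3630, at 8 h after S. aureus from 1574 to 848, at 20 h from 578 to 209 and after DCV from 110 to 360. A single fit of each sex took called genes of infected females in mtKSA2 at 8 h after S. aureus from 1335 to 2914 and in mtKSA2 after DCV from 2582 to 4265. This fit took called genes of interactions at 8 h after P. rettgeri from 107 to 418, at 20 h from 1575 to 3231, at 8 h after S. aureus from 240 to 0, at 20 h from 638 to 192 and after DCV from 1019 to 361. A single fit of each sex reversed the sign of the median of ROS between male mitotypes at 8 h after S. aureus (-0.011). This fit ended the call of the medians of OXPHOS between female mitotypes after DCV (0.047), AMP between uninfected male mitotypes (-0.22), Scavenger between male mitotypes at 20 h after S. aureus (0.17) and OXPHOS-like in mtORT at 8 h (-0.27). A single fit of each sex newly called Scavenger in mtORT at 8 h after S. aureus (0.49), Scavenger in mtKSA2 at 20 h (0.33), ROS between male mitotypes at 8 h after P. rettgeri (-0.17) and muscle between uninfected male mitotypes (0.073), and the cause was not tested. In the single fit limma called 0 genes for the interaction at 8 h after S. aureus. There 415 of 12997 genes had an unadjusted p under 0.05. On the libraries of this comparison alone limma called 240, edgeR 233 and DESeq2 459.

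DESeq2 took called genes between male mitotypes at 8 h after P. rettgeri from 157 to 1114, at 20 h from 204 to 1429 and at 20 h after S. aureus from 89 to 192. DESeq2 took called genes between female mitotypes at 20 h after S. aureus from 578 to 919 and after DCV from 110 to 393. DESeq2 took called genes of infected females in mtKSA2 at 8 h after S. aureus from 1335 to 2220. DESeq2 took called genes of interactions at 8 h after P. rettgeri from 107 to 1349, at 20 h from 1575 to 2681 and at 8 h after S. aureus from 240 to 459. DESeq2 reversed the sign of the medians of OXPHOS in mtKSA2 at 20 h after S. aureus (0.013), AMP between male mitotypes after DCV (-0.20), ROS between male mitotypes at 8 h after S. aureus (-0.010) and Toll between uninfected male mitotypes (0.0022). DESeq2 ended the call of the medians of OXPHOS between female mitotypes at 20 h after P. rettgeri (0.18), AMP between male mitotypes at 8 h (-0.35) and OXPHOS-like in mtORT at 8 h after S. aureus (-0.27). DESeq2 newly called Scavenger in mtORT at 20 h after P. rettgeri (0.53), Scavenger in mtORT at 8 h after S. aureus (0.51), ROS between male mitotypes at 8 h after P. rettgeri (-0.13) and muscle between uninfected male mitotypes (0.072), and the cause was not tested.

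edgeR took called genes of interactions at 8 h after P. rettgeri from 107 to 273. edgeR reversed the sign of the medians of OXPHOS in mtKSA2 at 20 h after S. aureus (0.026), AMP between male mitotypes after DCV (-0.20) and Toll between uninfected male mitotypes (0.0014). edgeR ended the call of the medians of OXPHOS between female mitotypes at 20 h after P. rettgeri (0.18), ROS in mtORT at 20 h after S. aureus (0.24) and OXPHOS-like in mtORT at 8 h (-0.28). edgeR newly called Scavenger in mtORT at 20 h after P. rettgeri (0.57), Scavenger in mtORT at 8 h after S. aureus (0.50) and muscle between uninfected male mitotypes (0.071), and the cause was not tested.

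The replicate numbers do not pair libraries across groups, since 1 of 32 comparisons had all correlations of equal numbers above 0.1. The replicate block took called genes between male mitotypes at 8 h after P. rettgeri from 157 to 71 and at 20 h from 204 to 70. The replicate block took called genes between uninfected female mitotypes from 2399 to 869 and after DCV from 110 to 15. The replicate block took called genes of infected females in mtKSA2 at 20 h after P. rettgeri from 3741 to 2400 and in mtKSA2 at 8 h after S. aureus from 1335 to 189. The replicate block took called genes of interactions at 8 h after P. rettgeri from 107 to 61. The replicate block newly called Scavenger in mtORT at 8 h after S. aureus (0.48) and Scavenger in mtKSA2 at 20 h (0.34), and the cause was not tested.

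The filter at 1 took called genes between male mitotypes at 20 h after P. rettgeri from 204 to 117. The filter at 1 reversed the sign of the median of Scavenger between male mitotypes at 8 h after P. rettgeri (-0.0074). The filter at 1 ended the call of the median of ROS in mtORT at 20 h after S. aureus (0.24). No filter on low genes newly called Scavenger in mtORT at 8 h after S. aureus (0.48). Adjustment over protein-coding genes alone took called genes between male mitotypes at 8 h after P. rettgeri from 157 to 97 and at 20 h from 204 to 101. Taking list medians as levels reversed the sign of the level difference of OXPHOS at 8 h after P. rettgeri (0.057 to -0.015) and ROS when uninfected (0.0060 to -0.014). Scaling each gene moved the PC1 share of all 96 libraries from 84.3% to 49.9%, males with P. rettgeri from 46.9% to 37.4%, males with S. aureus from 52.3% to 42.1% and males with DCV from 45.7% to 30.8%. Scaling each gene moved the PC2 share of all 96 libraries from 4.91% to 12.6%, males with S. aureus from 15.1% to 9.68% and males with DCV from 13.5% to 19.5%. The 500 most variable genes moved the PC1 share of all 96 libraries from 84.3% to 96.4%, males with DCV from 45.7% to 60.1% and females with S. aureus from 50.8% to 37.2%. The 500 most variable genes moved the PC2 share of all 96 libraries from 4.91% to 1.54%, males with S. aureus from 15.1% to 26.4%, females with P. rettgeri from 24.9% to 30.9% and females with S. aureus from 17.2% to 24.3%, and the cause was not tested.

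The stricter threshold, with both limits raised, left fewer genes everywhere, here in the order uninfected, 8 and 20 h after P. rettgeri, 8 and 20 h after S. aureus, and DCV. Between mitotypes it left 343, 47, 52, 224, 28 and 246 genes in males. In females it left 337, 833, 1040, 230, 141 and 38 genes between mitotypes. Infection left 3864, 1801, 1173, 618 and 943 genes in mtORT males. Infection left 3418, 974, 1321, 154 and 588 genes in mtKSA2 males. Infection left 949, 1759, 456, 850 and 967 genes in mtORT females. Infection left 1440, 1015, 215, 1944 and 1027 genes in mtKSA2 females. Interactions kept 19, 290, 40, 175 and 263 genes, and that of sex and mitotype 719. Genes up in both male mitotypes came to 1316, 454, 427, 61 and 120, and those down to 1047, 113, 339, 6 and 202.

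Values without rescaling reversed the sign of the medians of OXPHOS between female mitotypes at 20 h after S. aureus (-0.015), OXPHOS between female mitotypes after DCV (-0.0077) and ROS between male mitotypes at 8 h after S. aureus (-0.019). Median-of-ratios scaling reversed the sign of the median of ROS between male mitotypes at 8 h after S. aureus (-0.0073). Median-of-ratios scaling newly called Scavenger in mtORT at 8 h after S. aureus (0.48), and the cause was not tested. The share of called genes that rose moved by more than 10 points under another scaling as follows. Between male mitotypes total reads took it when uninfected, at 20 h after P. rettgeri, at 8 h after S. aureus, at 20 h and after DCV from 66.1, 61.3, 68.7, 47.2 and 62.6% to 47.6, 80.8, 53.7, 61.9 and 48.4%. Total reads in mtORT males took it at 8 h after P. rettgeri, at 20 h, at 8 h after S. aureus, at 20 h and after DCV from 53.4, 55.5, 57.9, 59.9 and 35.8% to 19.3, 15.8, 23.0, 19.8 and 56.7%. Total reads in mtKSA2 males took it at 8 h after P. rettgeri, at 20 h, at 8 h after S. aureus, at 20 h and after DCV from 53.9, 56.3, 54.3, 47.2 and 40.4% to 19.7, 23.9, 24.1, 35.2 and 60.3%. Between female mitotypes total reads took it at 8 h after P. rettgeri from 61.2% to 36.5%. Total reads in mtORT females took it at 8 h after P. rettgeri, at 8 h after S. aureus and after DCV from 44.3, 46.2 and 19.7% to 15.5, 24.6 and 43.4%. Total reads in mtKSA2 females took it at 8 h after P. rettgeri, at 20 h, at 8 h after S. aureus and after DCV from 41.6, 42.4, 41.1 and 23.4% to 15.7, 23.1, 23.6 and 63.6%. For interactions total reads took it at 20 h after P. rettgeri, at 20 h after S. aureus and after DCV from 54.8, 27.6 and 41.4% to 85.7, 57.2 and 55.3%. Median-of-ratios scaling in mtORT males took it after DCV from 35.8% to 48.0%. Median-of-ratios scaling in mtKSA2 females took it at 8 h after P. rettgeri and at 8 h after S. aureus from 41.6 and 41.1% to 52.8 and 51.8%. For interactions median-of-ratios scaling took it at 8 h after P. rettgeri and of sex and mitotype from 41.1 and 76.8% to 19.7 and 54.5%. Between female mitotypes values without rescaling took it when uninfected and at 20 h after P. rettgeri from 79.4 and 60.1% to 46.9 and 47.7%. Unscaled values in mtORT females took it at 8 h after P. rettgeri and at 20 h after S. aureus from 44.3 and 35.8% to 33.5 and 51.5%. Unscaled values in mtKSA2 females took it at 8 h after P. rettgeri and after DCV from 41.6 and 23.4% to 61.7 and 50.0%. For interactions values without rescaling took it of sex and mitotype from 76.8% to 44.9%.

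Scaling by total reads took called genes between male mitotypes at 20 h after P. rettgeri from 204 to 359. Total reads took called genes of infected females in mtKSA2 after DCV from 2582 to 4411. Scaling by total reads took called genes of interactions at 8 h after P. rettgeri from 107 to 164 and at 20 h from 1575 to 3191. Total reads took genes up in both male mitotypes at 8 h after P. rettgeri from 3271 to 1068, at 20 h from 1400 to 588, at 8 h after S. aureus from 2001 to 782, at 20 h from 520 to 253 and after DCV from 379 to 616. Scaling by total reads took genes down in both male mitotypes at 8 h after P. rettgeri from 2535 to 5214, at 20 h from 786 to 2513 and at 8 h after S. aureus from 1550 to 3017. Total reads reversed the sign of the medians of OXPHOS in mtKSA2 at 20 h after P. rettgeri (-0.080), Scavenger in mtORT at 20 h (-0.081), ROS between uninfected male mitotypes (-0.0049) and ROS between male mitotypes at 8 h after S. aureus (-0.088). Scaling by total reads also reversed the sign of the medians of ROS between male mitotypes after DCV (-0.0058), ROS in mtKSA2 at 20 h after P. rettgeri (-0.16), ROS in mtORT at 8 h after S. aureus (-0.25) and ROS in mtKSA2 at 8 h (-0.24). Total reads also reversed the sign of the medians of ROS in mtORT at 20 h after S. aureus (-0.060), ROS in mtKSA2 after DCV (0.012), OXPHOS-like in mtORT at 20 h after P. rettgeri (-0.45) and OXPHOS-like in mtKSA2 after DCV (0.026). Scaling by total reads also reversed the sign of the medians of UPRmt between uninfected male mitotypes (-0.024), cuticle between uninfected male mitotypes (-0.042) and muscle between uninfected male mitotypes (-0.049). Total reads newly called OXPHOS in mtKSA2 at 20 h after S. aureus (-0.18), Scavenger in mtORT at 8 h (0.15) and Scavenger in mtKSA2 at 8 h (0.15). Scaling by total reads also newly called Scavenger in mtKSA2 at 20 h after S. aureus (0.24) and OXPHOS-like in mtORT at 8 h after P. rettgeri (-1.03). Total reads reversed the sign of the level difference of ROS when uninfected (0.0060 to -0.11). Under total reads the median over all genes itself was -0.10 between uninfected mitotypes, so that every list moved with it.

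Leaving out libraries with other-sex RNA took called genes between male mitotypes at 8 h after P. rettgeri from 157 to 86. Leaving these out took called genes of infected females in mtKSA2 at 8 h after P. rettgeri from 4112 to 2438. Leaving out libraries with other-sex RNA ended the call of the median of AMP between male mitotypes at 8 h after P. rettgeri (-0.068). Leaving these out newly called OXPHOS between male mitotypes at 8 h after P. rettgeri (0.39) and Scavenger between male mitotypes at 8 h (0.33). RNA of the other sex in these libraries is weighed separately.

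Leaving out 1 library at a time changed these counts in males. The 157 genes between male mitotypes at 8 h after P. rettgeri became 2915, 79, 54 and 99 without mtKSA2 replicates 1, 2, 3 and 4; 78, 55, 60 and 70 without mtORT replicates 1, 2, 3 and 4. The 204 genes between male mitotypes at 20 h after P. rettgeri became 48, 71, 53 and 47 without mtKSA2 replicates 1, 2, 3 and 4; 2220, 70, 68 and 1070 without mtORT replicates 1, 2, 3 and 4. The 89 genes between male mitotypes at 20 h after S. aureus became 311, 45 and 39 without mtKSA2 replicates 1, 2 and 4; 46, 36, 41 and 38 without mtORT replicates 1, 2, 3 and 4. The 1393 genes between male mitotypes after DCV became 868 and 744 without mtKSA2 replicates 1 and 2; 1845 without mtORT replicate 2. The 1634 genes of males in mtKSA2 at 20 h after S. aureus became 2806, 994, 527 and 533 without infected replicates 1, 2, 3 and 4; 406 and 791 without uninfected replicates 1 and 3. The cause was not tested, apart from mtKSA2 replicate 1 at 20 h after S. aureus.

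In females these counts changed with 1 library left out. The 2399 genes between uninfected female mitotypes became 4324 and 1082 without mtKSA2 replicates 3 and 4; 1106, 524 and 1269 without mtORT replicates 1, 2 and 3. The 1574 genes between female mitotypes at 8 h after S. aureus became 1039 and 2194 without mtKSA2 replicates 1 and 4; 548, 712 and 717 without mtORT replicates 1, 2 and 3. The 578 genes between female mitotypes at 20 h after S. aureus became 355, 370 and 1071 without mtKSA2 replicates 1, 3 and 4; 321 and 318 without mtORT replicates 2 and 3. The 110 genes between female mitotypes after DCV became 41, 41 and 215 without mtKSA2 replicates 1, 2 and 3; 42, 34, 52 and 1994 without mtORT replicates 1, 2, 3 and 4. The 3741 genes of females in mtKSA2 at 20 h after P. rettgeri became 2154 and 2411 without infected replicates 2 and 4; 4849 without uninfected replicate 3. The 1335 genes of females in mtKSA2 at 8 h after S. aureus became 2498, 289, 809 and 347 without infected replicates 1, 2, 3 and 4; 749, 2477 and 435 without uninfected replicates 1, 3 and 4. The 2582 genes of females in mtKSA2 after DCV became 1716 without infected replicate 2; 4534 without uninfected replicate 3. No cause was tested.

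Interactions and shared calls changed as follows with 1 library left out. The 107 genes of the interaction at 8 h after P. rettgeri became 3609, 187 and 175 without infected mtKSA2 replicates 1, 2 and 4; 60, 57, 48 and 33 without uninfected mtKSA2 replicates 1, 2, 3 and 4; 43, 64, 63 and 366 without infected mtORT replicates 1, 2, 3 and 4; 34, 44 and 22 without uninfected mtORT replicates 1, 2 and 3. The 1575 genes of the interaction at 20 h after P. rettgeri became 642 and 598 without infected mtKSA2 replicates 1 and 4; 890, 847 and 734 without uninfected mtKSA2 replicates 1, 3 and 4; 3903 and 2391 without infected mtORT replicates 1 and 2; 651, 657 and 789 without uninfected mtORT replicates 1, 2 and 3. The 240 genes of the interaction at 8 h after S. aureus became 467 without uninfected mtKSA2 replicate 2; 142 and 131 without infected mtORT replicates 1 and 2; 158 without uninfected mtORT replicate 3. The 638 genes of the interaction at 20 h after S. aureus became 871 without infected mtKSA2 replicate 3; 415 without uninfected mtKSA2 replicate 4; 423 without infected mtORT replicate 2; 356 without uninfected mtORT replicate 3. The 2459 genes of the interaction of sex and mitotype became 4100 without mtKSA2 female replicate 3; 1444 without mtORT female replicate 2. The 786 genes down in both male mitotypes at 20 h after P. rettgeri became 1268 without infected mtORT replicate 4; 630 without uninfected mtORT replicate 2. The 520 genes up in both male mitotypes at 20 h after S. aureus became 1052, 306, 200 and 196 without infected mtKSA2 replicates 1, 2, 3 and 4; 140 and 252 without uninfected mtKSA2 replicates 1 and 3. The 549 genes down in both male mitotypes at 20 h after S. aureus became 861, 202, 83 and 82 without infected mtKSA2 replicates 1, 2, 3 and 4; 74, 166 and 351 without uninfected mtKSA2 replicates 1, 3 and 4. No cause was tested.

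Medians and levels that changed sign or side with 1 library left out were these. From 0.059 the OXPHOS median between male mitotypes at 8 h after P. rettgeri became -0.0080, -0.13 and 0.36 without mtKSA2 replicates 1, 2 and 4; -0.090 without mtORT replicate 4. From -0.23 the OXPHOS median between male mitotypes at 20 h after S. aureus became 0.087 and -0.35 without mtKSA2 replicates 1 and 3. From 0.22 the OXPHOS median in mtKSA2 at 20 h after P. rettgeri became 0.35, 0.094 and 0.29 without infected replicates 1, 2 and 4. From -0.089 the OXPHOS median in mtKSA2 at 20 h after S. aureus became 0.25, -0.17, -0.20 and -0.23 without infected replicates 1, 2, 3 and 4. From 0.29 the OXPHOS median between female mitotypes at 20 h after P. rettgeri became 0.046, 0.11 and 0.57 without mtORT replicates 1, 2 and 3. From 0.033 the OXPHOS median between female mitotypes at 20 h after S. aureus became -0.077 and 0.13 without mtKSA2 replicates 3 and 4. From 0.020 the OXPHOS median between female mitotypes after DCV became -0.034 without mtKSA2 replicate 3; 0.063 without mtORT replicate 2. From -0.085 the OXPHOS median for the interaction of sex and mitotype became -0.029, -0.047 and -0.036 without mtKSA2 female replicates 1, 3 and 4; -0.054 without mtKSA2 male replicate 2; -0.35 without mtORT male replicate 4. From 0.057 the OXPHOS level difference at 8 h after P. rettgeri became -0.0022, -0.095, -0.014 and 0.34 without mtKSA2 replicates 1, 2, 3 and 4; -0.081 without mtORT replicate 4. From -0.24 the OXPHOS level difference at 20 h after S. aureus became 0.057 and -0.36 without mtKSA2 replicates 1 and 4. From 0.0060 the ROS level difference when uninfected became -0.0068 and -0.026 without mtKSA2 replicates 2 and 4; -0.0043, -0.043 and 0.071 without mtORT replicates 1, 2 and 4. No cause was tested.

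Medians of other lists changed as follows. From -0.29 the AMP median between uninfected male mitotypes became -0.36 and -0.18 without mtKSA2 replicates 1 and 3. From -0.41 the AMP median between male mitotypes at 8 h after P. rettgeri became -0.17 without mtKSA2 replicate 4; -0.53 without mtORT replicate 4. From 0.26 the AMP median between male mitotypes after DCV became -0.0063 without mtKSA2 replicate 1; -0.082 and 0.70 without mtORT replicates 1 and 3. From 0.011 the Scavenger median between male mitotypes at 8 h after P. rettgeri became -0.037, -0.17 and 0.21 without mtKSA2 replicates 1, 2 and 4; 0.23, -0.045 and -0.024 without mtORT replicates 1, 2 and 3. From 0.39 the Scavenger median between male mitotypes at 20 h after P. rettgeri became 0.40 without mtKSA2 replicate 1; 0.54 and 0.050 without mtORT replicates 1 and 4. From 0.18 the Scavenger median between male mitotypes at 20 h after S. aureus became 0.27 and 0.14 without mtKSA2 replicates 1 and 3. From 0.34 the Scavenger median in mtORT at 20 h after P. rettgeri became 0.24 and 0.79 without infected replicates 2 and 4. From 0.48 the Scavenger median in mtORT at 8 h after S. aureus became 0.38, 0.52, 0.51 and 0.50 without infected replicates 1, 2, 3 and 4; 0.55 without uninfected replicate 4. From 0.45 the Scavenger median in mtKSA2 at 8 h after S. aureus became 0.33 and 0.57 without uninfected replicates 3 and 4. From 0.34 the Scavenger median in mtKSA2 at 20 h after S. aureus became 0.31 without infected replicate 1; 0.20, 0.44 and 0.60 without uninfected replicates 1, 2 and 4. From 0.15 the Scavenger median in mtKSA2 after DCV became -0.00014 and 0.29 without uninfected replicates 3 and 4. From -0.17 the ROS median between male mitotypes at 8 h after P. rettgeri became -0.22 and -0.048 without mtKSA2 replicates 2 and 4; -0.20 without mtORT replicate 4. From 0.0019 the ROS median between male mitotypes at 8 h after S. aureus became -0.030 and 0.055 without mtKSA2 replicates 2 and 4; -0.011 and -0.017 without mtORT replicates 3 and 4. From 0.017 the ROS median in mtKSA2 at 8 h after S. aureus became -0.0011, -0.012 and 0.093 without infected replicates 1, 2 and 4; -0.0014 without uninfected replicate 1. From 0.21 the ROS median in mtORT at 20 h after S. aureus became 0.23 without infected replicate 1; 0.22, 0.16 and 0.26 without uninfected replicates 1, 2 and 4. From -0.028 the ROS median in mtKSA2 at 20 h after S. aureus became 0.026 and -0.043 without infected replicates 1 and 3; 0.021 without uninfected replicate 4. From 0.10 the OXPHOS-like median in mtORT at 20 h after P. rettgeri became 0.33 and -0.30 without infected replicates 1 and 4. From -0.28 the OXPHOS-like median in mtORT at 8 h after S. aureus became -0.20 and -0.28 without infected replicates 1 and 3; -0.34 and -0.25 without uninfected replicates 1 and 3. From -0.21 the OXPHOS-like median in mtKSA2 at 20 h after S. aureus became -0.29, -0.11 and -0.27 without uninfected replicates 2, 3 and 4. From -0.23 the OXPHOS-like median in mtORT after DCV became -0.33 and -0.055 without infected replicates 2 and 4. From -0.097 the OXPHOS-like median in mtKSA2 after DCV became -0.14 and 0.0045 without uninfected replicates 2 and 3. From -0.0051 the Toll median between uninfected male mitotypes became 0.053, 0.059 and -0.067 without mtKSA2 replicates 1, 3 and 4; 0.031 without mtORT replicate 1. From 0.068 the muscle median between uninfected male mitotypes became 0.10 without mtKSA2 replicate 3; 0.085 and -0.0090 without mtORT replicates 2 and 4. No cause was tested.

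Depth was lowest after DCV, where the median mtORT library held 10249648 reads against 32280227 when uninfected. With all libraries thinned to 9293882 reads, 1419 genes were called between mitotypes against 1393, and 2531 against 2594 in mtORT, so unequal depth moved them little. What low depth hid was not tested. The values hold no reads of pathogens to compare.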

Differences from the paper's values

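Chosen only after the values were seen were the tests with scaling by total reads and without the libraries holding RNA of the other sex. The paper's log2 fold changes are those of edgeR on read counts, while the values here are of log2(CPM + 0.5), which pulls in genes with few reads. So each value here is given with the edgeR value of the same reads. Of 284 values compared, 45 differed. Under edgeR and under DESeq2 0 of 277 differed, with a pseudocount of 0.1 10, with a pseudocount of 1 78, with array weights 76, with a single fit of each sex 49, without rescaling 47 and with the filter at 1 43 of 274. No filter, median-of-ratios scaling and the replicate block left 45. Of 30 counts, 28 differed at the stricter threshold and 1 with adjustment over protein-coding genes. Under scaling by total reads, chosen after seeing the values, it was 163.

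Between uninfected mtKSA2 and mtORT males DptA had -1.47 (paper's -2.24, edgeR -2.24), Def had -2.35 (paper's -3.27, edgeR -3.27), Mtk-like had 1.06 (paper's 1.46, edgeR 1.46) and AttC had 2.40 (paper's 3.18, edgeR 3.17). Also between uninfected mtKSA2 and mtORT males Acp1 had 4.69 (paper's 6.33, edgeR 6.33), Pxd had 1.53 (paper's 2.70, edgeR 2.70), eater had 1.33 (paper's 1.82, edgeR 1.82) and Acp65Aa had 4.64 (paper's 6.04, edgeR 6.04). In mtORT males at 8 h after P. rettgeri Mtk-like had 7.97 (paper's 8.74, edgeR 8.74), AttC had 8.53 (paper's 9.43, edgeR 9.43), Pxd had 2.14 (paper's 4.12, edgeR 4.13) and eater had 3.06 (paper's 3.59, edgeR 3.59). In mtORT males at 20 h after P. rettgeri Mtk-like had 8.46 (paper's 9.20, edgeR 9.21), AttC had 8.68 (paper's 9.55, edgeR 9.56), Pxd had 0.28 (paper's 0.90, edgeR 0.91) and eater had 2.21 (paper's 2.96, edgeR 2.97). In mtORT males at 8 h after S. aureus Mtk-like had 5.72 (paper's 6.41, edgeR 6.41), AttC had 5.34 (paper's 6.16, edgeR 6.16) and eater had 1.74 (paper's 2.15, edgeR 2.15). In mtORT males at 20 h after S. aureus Mtk-like had 3.69 (paper's 4.55, edgeR 4.55), AttC had 4.71 (paper's 5.73, edgeR 5.72) and eater had 1.35 (paper's 1.67, edgeR 1.67). In mtORT males after DCV AttA had 4.49 (paper's 5.66, edgeR 5.73), Mtk-like had 2.94 (paper's 4.22, edgeR 4.29) and AttC had 4.65 (paper's 6.40, edgeR 6.47). In mtKSA2 males at 8 h after P. rettgeri DptA had 12.3 (paper's 13.1, edgeR 13.1), Def had 7.88 (paper's 9.09, edgeR 9.09), AttA had 9.92 (paper's 10.6, edgeR 10.6) and Pxd had 2.59 (paper's 3.41, edgeR 3.41). In mtKSA2 males at 20 h after P. rettgeri DptA had 12.6 (paper's 13.3, edgeR 13.3), Def had 11.0 (paper's 12.0, edgeR 12.0) and AttA had 10.1 (paper's 10.6, edgeR 10.6). In mtKSA2 males at 20 h after P. rettgeri Pxd had -1.09 (paper's -1.76, edgeR -1.76) and the median of 34 AMP genes had 4.61 (paper's 5.38, edgeR 5.38). In mtKSA2 males at 8 h after S. aureus DptA had 7.42 (paper's 8.30, edgeR 8.30), Def had 2.43 (paper's 3.31, edgeR 3.31) and AttA had 6.81 (paper's 7.48, edgeR 7.48). In mtKSA2 males at 20 h after S. aureus DptA had 6.01 (paper's 6.71, edgeR 6.72), Def had 2.31 (paper's 4.92, edgeR 4.93), AttA had 4.83 (paper's 5.61, edgeR 5.61) and the median of 34 AMP genes had 2.36 (paper's 3.48, edgeR 3.48). In mtKSA2 males after DCV DptA had 6.85 (paper's 8.38, edgeR 8.38), Def had 4.07 (paper's 5.83, edgeR 5.83) and AttA had 4.79 (paper's 5.85, edgeR 5.85).

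All 44 of these fell within the paper's values under edgeR and DESeq2. A pseudocount of 0.1 did so for 36, and not for Acp1 and Pxd between uninfected males, Pxd in mtORT after P. rettgeri, Def in mtKSA2 at 20 h after S. aureus and after DCV, and both medians. Array weights did so for Mtk-like, AttC and eater between uninfected males and for eater in mtORT at 20 h after P. rettgeri, median-of-ratios scaling for AttA in mtORT after DCV, and the filter at 1 for the median at 20 h after S. aureus. Of the settings chosen after seeing the values, scaling by total reads did so for AttA in mtORT after DCV, dropping 15 of 175 calls of the paper by adjusted p (6 were dropped here), and leaving out libraries with RNA of the other sex for AttA and Pxd in mtKSA2 at 8 h after P. rettgeri, dropping 0 of 37. The other settings did so for none.

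Genes called up in mtORT alone after DCV came to 549 here and to about 860 in the paper's Fig 4, read by eye, and to 1289 under edgeR. Values without rescaling, median-of-ratios scaling, a single fit of each sex, array weights, edgeR and DESeq2 brought the count within 1.5 times the paper's, and the other settings fixed earlier did not. So did scaling by total reads and leaving out libraries with RNA of the other sex, both chosen after seeing the values.

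A single FDR column of the paper's tables appears not to belong to the genes beside it. For mtKSA2 at 20 h after S. aureus the FDR of the AMP genes does not match its gene, and whether lines were shifted was not tested. There AttD has a log2 fold change of 7.25 with an FDR of 0.953, Drsl5 -0.027 with 0.000731, and 9 of 34 genes lie on the other side of 0.15 from edgeR here. The correlation of log10 FDR with edgeR here was 0.0606, against 0.928 or more in the other comparisons. The FDR was therefore not used there. The uninfected sheet of the paper's gene table is held for 1999 of 12840 genes. In mtORT after DCV the paper's fold changes lie 0.0852 or less from edgeR here, against 0.0113 or less elsewhere.

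The paper names DptB, Dro and pirk among genes lower in uninfected mtKSA2, but limma called none of them (-0.88, -1.01 and -0.45, adjusted p 0.197, 0.161 and 0.153). edgeR called all 3, DESeq2 pirk alone, the replicate block DptB and Dro, and a pseudocount of 0.1 and array weights Dro. All 3 were also called under scaling by total reads, chosen after seeing the values. DptA, Def, AttA, BomBc1, PGRP-SC2, Charon and p38c were called lower here as well. To the 3 AMP genes that the paper gives as higher, the fit here added Mtk (0.59) and BomS4 (0.63). Of the OXPHOS genes, which the paper has as raised throughout, mt:CoIII (0.46, adjusted p 0.249) was not called, except with array weights, while 77 of 83 were. With edgeR (adjusted p 0.148) and DESeq2 (0.053) mt:CoIII passed the FDR of 0.15 that alone marks genes in the paper's Fig 5. Under these only the fold limit of 0.5 kept it from a call. Muscle genes are given by the paper as enriched among genes higher in mtKSA2. Their median was 0.07, with 10 of 36 called higher and 3 lower, and camera did not call them (adjusted p 0.0940), whereas it did under edgeR, DESeq2 and a single fit of each sex. Sod3 is given as higher in mtKSA2, and was so by 0.41 (adjusted p 0.0144). This passes the FDR of 0.15 that alone marks genes in the paper's Fig 6. It was less than the fold limit of 0.5 used here in every setting, while Sod2 passed both.

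The paper has Toll itself raised by both bacteria in both mitotypes. Here Tl was called in 6 of 8 such comparisons, and not in mtORT at 20 h after P. rettgeri (0.77, adjusted p 0.258) or in mtKSA2 at 20 h after S. aureus (0.61, adjusted p 0.202). edgeR called the former, DESeq2 and array weights both, and a single fit of each sex the former. The latter includes the mtKSA2 library that stood 69.6% of the way to mtORT, and no value of Tl without it is given. PGRP-LC is given as raised by S. aureus in mtORT alone at 8 h. Its rise was of a similar size in mtKSA2 (0.31 against 0.23 in mtORT), and neither reached the limit in any setting. After bacterial infection the paper lists cuticle development among terms lowered in mtKSA2. Of the genes of that term 90 were higher and 23 lower at 8 h after P. rettgeri, 38 and 29 at 20 h, 55 and 9 at 8 h after S. aureus, and 17 and 26 at 20 h. The paper's term is an enrichment among lowered genes, while these counts hold every called gene of the list, so they need not disagree. The counts at 8 h after P. rettgeri include the libraries holding female RNA.

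OXPHOS expression at 8 h is given by the paper as higher in mtKSA2. As a level this held for 56 and 82 of 83 genes after P. rettgeri and S. aureus, but as a change from the uninfected state for 0 and 2. After P. rettgeri the median log2FC between the mitotypes was 0.06 (camera adjusted p = 0.32), but 0.39 (2.13e-12) without the 2 mtKSA2 libraries holding female RNA. NimC4 is given as raised in infected mtKSA2. Against infected mtORT this held at 8 h after S. aureus (2.37, adjusted p = 0.0079) under every setting, while after DCV it was lower (-1.75, 0.0948) and after P. rettgeri it was not called. At 20 h after S. aureus NimC4 was higher by 1.02 (limma adjusted p = 0.598) and was called by DESeq2 alone (1.21, adjusted p = 0.143). Against uninfected mtKSA2, as in the paper's Fig 7, it was called higher at 8 h after P. rettgeri (1.21) but lower at 20 h (-2.43), and was not called after S. aureus (-0.11 and 0.28) or DCV (-0.74).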

Other observations

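Chosen only after the result was seen were the tests of scaling and of muscle for the OXPHOS level in uninfected males, and that of libraries exchanged between the mitotypes at 8 h after P. rettgeri.

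The higher OXPHOS level of uninfected mtKSA2 males (median log2FC 0.95 over 83 genes) was set against technical and biological explanations. Scaling between libraries is argued against, since the lowest median over 4 scalings was 0.835. Library depth is argued against as well, since the median was 0.951 when all 8 libraries were thinned to 27651403 reads. A larger share of muscle would raise the muscle list as a whole. Its median was 0.0683, far below that of the OXPHOS genes, with 10 genes called higher and 3 lower. Camera called the muscle list under edgeR, DESeq2 and a single fit of each sex, so some part of muscle in the rise stays open. Younger flies in the mtKSA2 pools stay open, although the paper describes the untreated controls as age-matched. The young adult list had a median of 0.47 (6 of 12 genes called higher and 1 lower, camera adjusted p = 0.000122, fry 0.000733). Its level was 1.32 higher in mtKSA2 (exact permutation p = 0.029, adjusted p = 0.0686). Within the groups of the 8 uninfected male libraries the 2 levels were related with r = 0.691, which 8 libraries are too few to settle (permutation p = 0.0908), so age cannot be told apart from the mitotype. Across all 48 male libraries r was 0.462 (permutation p = 0.00604, adjusted 0.015, Spearman's rho 0.553), and 0.425 without the 2 farthest libraries. In the 40 infected male libraries alone it was 0.454 (permutation p = 0.00898). A link of the OXPHOS level with age at sampling could hold within groups, as could any other difference between pools that moves both lists. An effect of the mitochondrial genome itself was not tested apart from these.

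Genes that differed between the mitotypes in every state and both sexes numbered 16 of the 10983 tested in all 12 comparisons, 10 higher and 6 lower in mtKSA2. Nuclear genome remaining from the mitochondrial donor would place such genes near each other. Of these genes 7 neighbouring pairs started less than 500000 bases apart, against a median of 1 in 10000 random draws of as many genes (permutation test by random draws, p = 1e-04, the smallest that this number of draws can give). CG6908, CG3397, Cpn, GstD2 and Cyp9f3 lay within 11688381 to 12398929 on 3R. Remaining donor genome is therefore a candidate explanation for the genes that lie together, and it may reach other genes in these stretches. Sequence variants were not examined, so it was not tested directly, and an effect of the mitochondrial genome on single genes among the 16 stays open.

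Chance as the source of the counts in males was tested by counting how many of the 35 splits of 8 libraries into groups of 4, the real one included, gave as many called genes. Between the mitotypes it was 1 in uninfected males, at 20 h after P. rettgeri, at 8 and 20 h after S. aureus and after DCV, so chance can be excluded there. It was 2 of 35 at 8 h after P. rettgeri, so chance cannot be excluded. The other split, which exchanged the replicates 1 of the mitotypes, called 1871 genes. Libraries exchanged between the mitotypes are argued against, since the highest median share of the other mitotype among the 8 libraries was 10.4%. The RNA of the other sex in 2 of these libraries also stays open as a source. Between infected and uninfected males it was 1 of 35 in every comparison except mtKSA2 at 20 h after S. aureus, where 3 of 35 gave as many, 2 of them by placing replicate 1 among the uninfected ones. In females it was 1 of 35 in every infection of either mitotype except mtKSA2 at 8 h after S. aureus, where it was 2 of 35 and chance cannot be excluded. No biological explanation was tested for the splits.

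For the median of the OXPHOS genes the same 35 splits were counted by the size of the median. Between the mitotypes 1 of 35 gave a median as large in uninfected males, at 20 h after P. rettgeri, at 8 h after S. aureus and after DCV, so chance can be excluded. It was 29 of 35 at 8 h after P. rettgeri and 28 of 35 at 20 h after S. aureus, so chance cannot be excluded. Between infected and uninfected males it was 1 of 35 in every infection of mtORT and in mtKSA2 at 8 h after both bacteria and after DCV. In mtKSA2 at 20 h it was 13 of 35 after P. rettgeri and 34 of 35 after S. aureus, so chance cannot be excluded for these 2. For the differences of other lists between uninfected mitotypes chance cannot be excluded either, with 5 of 35 splits for AMP, 3 for Scavenger and 5 for ROS genes.

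The lower AMP level of uninfected mtKSA2 males rested in large part on a single library. The difference of the levels was -0.24 (exact permutation p = 0.2, adjusted p = 0.253), and -0.0980 without replicate 3 of mtORT, which had the highest level, so 1 library with high AMP levels is a candidate explanation. Whether these flies were infected, handled otherwise or differed by chance was not tested. The Scavenger level of uninfected mtKSA2 males does not rest on 1 mtKSA2 library, since its difference stayed at 0.573 or more whichever library was left out. A larger number of hemocytes stays open as a biological explanation, as does chance by the splits above.

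DCV libraries had fewer reads than uninfected ones in mtORT males (medians of 10249648 and 32280227). With all libraries thinned to 9293882 reads, 2531 genes were called after DCV in mtORT males against 2594 before, which argues against the unequal depth as the source of the count. Between DCV-infected mtKSA2 and mtORT males 1419 were called when thinned and 1393 before, with the same reading. A response to the virus and a difference of the mitotypes in it stay open as biological explanations, next to the RNA of the other sex in replicate 4 of mtORT. Pricking and age at sampling stay open as well, since the controls were untreated and shared by all infections.

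OXPHOS-like genes moved apart from the OXPHOS genes in infected males. Within groups of the 48 male libraries their level followed that of the testis genes with r = 0.952 (permutation p = 1e-05, adjusted 5e-05), so the share of male germ line RNA is a candidate explanation. The testis list had a median log2FC of 0.08 between uninfected mitotypes (camera adjusted p = 0.238, fry 0.741). Against uninfected males it was -1.13 in mtORT and -1.58 in mtKSA2 at 8 h after P. rettgeri (fry adjusted p = 0.00168 and 0.00795), and at 8 h after S. aureus -0.86 and -1.12 (fry 0.00795 for both). A fall of transcription in the testis and a larger amount of RNA from other tissues stay open. In uninfected males 8 ovary genes passed the filter, with a median of -0.25 (camera adjusted p = 0.0881, fry 0.227).

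In females, for which the paper gives no OXPHOS values, the median log2FC of the OXPHOS genes between the mitotypes was 0.81 when uninfected, 0.96 and 0.29 at 8 and 20 h after P. rettgeri, 0.45 and 0.033 at 8 and 20 h after S. aureus, and 0.020 after DCV. The fry adjusted p was 0.00665, 0.0882, 0.485, 0.0402, 0.855 and 0.631 in this order. After DCV it fell by 1.01 in mtORT and by 1.67 in mtKSA2 females (82 of 83 genes called lower in each, fry adjusted p = 0.000120 and 0.000231).

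The 8 h and 20 h responses of a mitotype share the same uninfected libraries, which can make their log2FC correlate. Across genes r was 0.858 in mtORT and 0.692 in mtKSA2 for P. rettgeri, and 0.870 and 0.774 for S. aureus. Groups simulated without any change gave medians of 0.502, 0.500, 0.497 and 0.500 in the same order (20 simulations each). In real data the shared libraries do not add a fixed amount, since 8 h after P. rettgeri and DCV, which share them as well, gave 0.136 in mtORT and 0.0213 in mtKSA2 against simulated 0.505 and 0.501.

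Replicates with the same number in the 2 groups were taken as unpaired. Of 32 comparisons, 1 had every same-numbered pair correlated over 0.1, and the correlations had a median of 0.0169 (lowest -0.712, highest 0.582).

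Over the 38 comparisons of each list, the calls of camera that fry also called were 20 of 31 for OXPHOS, 0 of 10 for OXPHOS-like, 6 of 10 for ROS, 12 of 16 for young adult, 12 of 29 for hemocyte, 19 of 33 for AMP, 11 of 13 for Imd, 8 of 11 for Toll and 9 of 20 for Scavenger genes.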
